# RNA binding protein SYNCRIP maintains proteostasis and self-renewal of hematopoietic stem and progenitor cells

**DOI:** 10.1038/s41467-023-38001-x

**Published:** 2023-04-21

**Authors:** Florisela Herrejon Chavez, Hanzhi Luo, Paolo Cifani, Alli Pine, Eren L. Chu, Suhasini Joshi, Ersilia Barin, Alexandra Schurer, Mandy Chan, Kathryn Chang, Grace Y. Q. Han, Aspen J. Pierson, Michael Xiao, Xuejing Yang, Lindsey M. Kuehm, Yuning Hong, Diu T. T. Nguyen, Gabriela Chiosis, Alex Kentsis, Christina Leslie, Ly P. Vu, Michael G. Kharas

**Keywords:** Haematopoietic stem cells, RNA, Haematopoiesis

## Abstract

Tissue homeostasis is maintained after stress by engaging and activating the hematopoietic stem and progenitor compartments in the blood. Hematopoietic stem cells (HSCs) are essential for long-term repopulation after secondary transplantation. Here, using a conditional knockout mouse model, we revealed that the RNA-binding protein SYNCRIP is required for maintenance of blood homeostasis especially after regenerative stress due to defects in HSCs and progenitors. Mechanistically, we find that SYNCRIP loss results in a failure to maintain proteome homeostasis that is essential for HSC maintenance. SYNCRIP depletion results in increased protein synthesis, a dysregulated epichaperome, an accumulation of misfolded proteins and induces endoplasmic reticulum stress. Additionally, we find that SYNCRIP is required for translation of *CDC42 RHO-GTPase*, and loss of SYNCRIP results in defects in polarity, asymmetric segregation, and dilution of unfolded proteins. Forced expression of CDC42 recovers polarity and in vitro replating activities of HSCs. Taken together, we uncovered a post-transcriptional regulatory program that safeguards HSC self-renewal capacity and blood homeostasis.

## Abstract (web summary)

Hematopoietic stem cells (HSCs) are essential for long-term repopulation after secondary transplantation. Here they show that SYNCRIP safeguards HSC self-renewal during regenerative stress by maintaining both proteostasis and CDC42-regulated cell polarity.

## Introduction

The life-long self-renewal activity of stem cells is fundamental for maintaining normal and healthy function of almost all organs. Hematopoietic stem cells (HSCs) retain the highest self-renewal potential among all the blood cells. However, mouse and human HSCs have phenotypic and functional heterogeneity, which includes lineage bias, self-renewal potential and differential ability to respond to stress. Recent studies in mouse and human further identified a reserve HSC population, which is endowed with the highest self-renewal potential and is essential for responding to stress^1,2^. These HSCs must sustain themselves from both internal and external insults that include replicative, genotoxic and physiological stress (e.g., inflammation, infections and aging). Continuous exposures to these conditions and failure to mitigate adverse impact of stress can result in HSC exhaustion, defective blood production, clonal hematopoiesis and outgrowth of pre-malignant clones^3^. While chronic stress and severe perturbations ultimately lead to clearance of damaged HSCs^4,5^, in response to transient distresses, HSCs can mount appropriate cellular responses that allow them to continue replenishing the system while preserving self-renewing capacity^6,7^.

The adaptive response of HSCs to stress signals is maintained through a specific gene expression program^8–10^ and cellular metabolic state^11^. It has been demonstrated that HSCs possess a distinct metabolic profile, exhibiting minimal activity of macromolecule anabolism^12^ and protein synthesis^13^, which is notably different from downstream progenitor populations. Importantly, these features render HSCs much more vulnerable to metabolic stress induced by physiological changes. For example, interference in lipid metabolism specifically impacts HSC activities^14^. A moderate increase in protein production in HSCs disrupts protein homeostasis, thereby diminishing HSC self-renewal^15^. On the other hand, HSCs have been characterized to have heightened autophagy and stress response activities^6,7,16^. HSCs employ these protective cellular mechanisms to quickly resolve crisis and restore cellular homeostasis. Thus, ensuring cellular integrity during stress responses is key for maintenance of HSC function.

RNA binding proteins (RBPs) constitute a group of functional proteins with the unique ability to bind directly to mRNA and influence its fate – how it is processed, where it is localized, its half-life and how it is translated^17^. RBPs play a central role in modulating post-transcriptional gene expression regulation, the regulatory layer which provides diversity and responsiveness to the acute perturbations from both internal and external cellular environments. RBPs have emerged as an important class of regulators on stem cell fate decisions^18,19^, particularly in the hematopoiesis system^20^. Several RBPs including Lin28^21^ and MSI2^22,23^ are involved directly in promoting HSCs’ self-renewal. Despite the increasing evidence supporting a central role for RBPs in HSC biology, the identities and underpinning mechanisms of RBPs that govern HSCs remains poorly characterized.

To expand our understanding of RBP’s function in the hematopoietic system, we had previously performed an RBP-focused in vivo screen and identified SYNCRIP as a critical RBP that controls the leukemic gene expression program in myeloid leukemia^24^. Here, using a murine genetic conditional knockout (cKO) model, we investigated SYNCRIP’s role in adult HSCs. We demonstrated that loss of SYNCRIP impaired blood homeostasis and self-renewal of the hematopoietic stem and progenitor compartments, especially during a stress response. Single-cell RNA-seq (scRNA-seq) analysis of hematopoietic stem/progenitor cells (HSPCs) in the transplantation setting revealed a strong induction of unfolded protein responses upon SYNCRIP depletion within the HSC populations. We further showed that SYNCRIP is required to maintain proteostasis in HSCs. We then employed a multi-omic approach to comprehensively define SYNCRIP’s targets and functional downstream pathways in HSCs. Overall, we revealed the functional requirement for SYNCRIP in preserving HSC’s self-renewal under regenerative stress while uncovered a major role of RBPs in the control of cellular protein homeostasis.

## Results

### SYNCRIP has modest effects in steady-state hematopoiesis

We observed that *Syncrip* is highly expressed within the hematopoietic stem and progenitor compartments and decreased in more differentiated myeloid and lymphoid populations (Fig. S1A). Thus, to directly investigate the physiological role of SYNCRIP in adult hematopoietic cells, we developed a conditional *Syncrip* knockout (KO) allele. The targeting vector was designed to place two flox-P sites flanking exon 3 and 4 of genomic *Syncrip* locus. This allows for generation of a premature stop codon upon Cre-loxP activation (Fig. S1B and Fig. 1A). We crossed *Syncrip*^f/f^ mice to the interferon (IFN) -α-inducible *Mx-1-Cre* mice to create *Syncrip*^f/f^ *Mx-1-Cre* + (cKO) and wild type (WT) control *Syncrip*^f/f^ *Mx-1-Cre*-. We injected 6-8-week-old *Syncrip*^f/f^ *Mx-1-Cre* + and control *Syncrip*^f/f^ *Mx-1-Cre-* with two rounds of poly(I:C) (pIpC) to induce excision within the *Syncrip* alleles. We obtained highly efficient depletion of SYNCRIP as demonstrated by undetectable SYNCRIP protein in bone marrow (BM) cells of KO *Syncrip*^Δ/Δ^ (Fig. 1B).

**Fig. 1:**
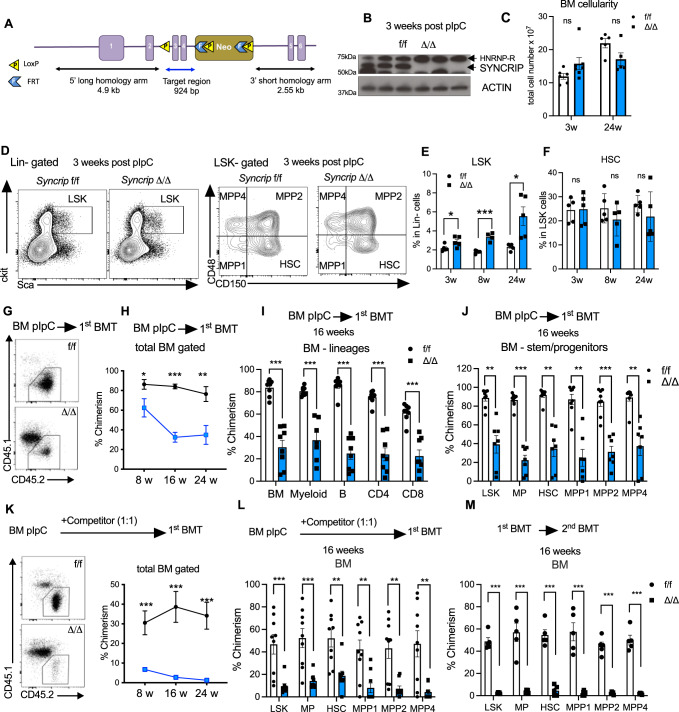
SYNCRIP is dispensable for steady-state hematopoiesis but required for long-term HSC self-renewal. **A** Targeting strategy to create *Syncrip* conditional knockout mouse (cKO). **B** Immunoblots showing SYNCRIP KO in bone marrow of *Syncrip*^Δ/Δ^ mice 3 weeks post pIpC injections. ACTIN as loading control. **C** Bone marrow (BM) cellularity *Syncrip*^f/f^ (*n* = 6) and *Syncrip*^Δ/Δ^ (*n* = 5) mice at 3- and 24 weeks post pIpC. **D** Representative flow analysis of stem/progenitor compartments *Syncrip* ^f/f^ and *Syncrip*^Δ/Δ^ mice 3 weeks post pIpC. LSK (Lin-Sca+ckit + ); HSC – hematopoietic stem cell (LSK CD48-CD150 + ); MPP-multipotent-progenitor; MPP1-LSK CD48-CD150-; MPP2-LSK CD48 + CD150 + ; MPP4-LSK CD48 + CD150-. **E** Frequencies of LSK cells *Syncrip*^f/f^ and *Syncrip*^Δ/Δ^ mice at 3- (*p* = 0.047), 8- (*p* = 0.000015) and 24 (*p* = 0.011), weeks post pIpC (*n* = 5/genotype). **F** Frequencies of HSCs in *Syncrip*^f/f^ and *Syncrip*^Δ/Δ^ mice at 3-, 8- and 24 weeks post pIpC (*n* = 5/genotype). **G**, **H** Chimerism of donor-derived BM cells from *Syncrip*^f/f^ or *Syncrip*^Δ/Δ^ (*n* = 2 donor, and *n* = 10 recipients/genotype). **G** Representative flow plots **H** Quantitative analysis at 8- (*p* = 0.035), 16- (*p* < 0.000001) and 24- (*p* < 0.0005) weeks post-transplantation. **I** Donor chimerism in BM mature populations at 16 weeks post-transplantation: total BM (*p* = 0.000002) Myeloid (Mac1 + Gr1 + ) (*p* = 0.00016), B (B220 + ) (*p* < 0.000001), CD4 (CD4 + ) (*p* < 0.000001); CD8 (CD8 + ) (*p* < 0.000016) cells (*n* = 8/ genotype). **J** Donor chimerism in stem/progenitor compartments at 16 weeks post-transplantation: LSK (*p* = 0.000146), MP (*p* < 0.000001), MPP1 (*p* = 0.000039), MPP2 (*p* = 0.000011), and MPP4 (*p* = 0.000219) (*n* = 8/ genotype). **K** Donor chimerism in BM cells (*n* = 2 donor, and *n* = 10 recipients/genotype). Left: representative flow plots. Right: Quantitative analysis at 8-(*p* = 0.000942), 16-(*p* = 0.000338) and 24-(*p* = 0.000194) weeks post-transplantation. **L** Donor chimerism in stem/progenitor compartments at 16 weeks post-transplantation. LSK *p* = 0.000718, MP (*p* = 0.000498), HSC (*p* = 0.001521), MPP1 (*p* = 0.002307), MPP2 (*p* = 0.001265), MPP4 (*p* = 0.002243). **M** Donor chimerism in BM of secondary recipient at 16 weeks post-transplantation (*n* = 2 donor, and *n* = 10 recipients/genotype). LSK (*p* < 0.000001), MP (*p* = 0.000211), HSC (*p* = 0.00001), MPP1 (*p* = 0.000145), MPP2 (*p* = 0.000002), MPP4 (*p* = 0.000004). All plots show *Syncrip*^f/f^ as black circles and *Syncrip*^Δ/Δ^ is represented as blue (box or symbol) squares. Source data are provided as Source Data File. All data represent mean±s.e.m. *p* values were calculated by two-tailed *t* test unless specified. *p < 0.05, **p < 0.01, ***p < 0.001 and ns: not significant.

To assess the effects of *Syncrip* deletion in adult hematopoiesis, we examined the hematopoietic compartments of WT *Syncrip*^f/f^ and KO *Syncrip*^Δ/Δ^ at multiple time points post pIpC. At 24 weeks post pIpC, loss of SYNCRIP resulted in reduction of total blood count and lymphocyte count but did not significantly impact the count of red blood cells, hemoglobin and platelets in peripheral blood (Fig. S1C–G). However, we observed no significant change in total cellularity in bone marrow (BM) as well as overall spleen and liver weights of SYNCRIP deficient mice at both short-term (3 weeks) and long term (24 weeks) timepoints post pIpC (Fig. 1C and S1H). Within the HSPC compartment we observed an increase in the LSK frequency, however we noted no significant change in the absolute number of LSK (Lin-Sca+ckit + ) cells (Fig. 1D, E, Fig. S1I). Additionally, we found no significant reduction in frequencies or absolute numbers of HSCs (LSK CD150 + CD48-) and multiple potent progenitor (MPP) populations as well as downstream progenitors after *Syncrip* deletion (Fig. 1F and Fig. S1I, J). In agreement with our previous observation using a CRISPR-mediated KO of *Syncrip* murine model^24,25^, these data indicate that SYNCRIP contributes quantitatively to lymphocyte count and LSK frequency but, hematopoiesis at steady-state is relatively preserved.

### SYNCRIP is required for long term reconstitution

To examine the function of SYNCRIP in HSPCs, we first performed in vitro colony forming and re-plating assays from WT *Syncrip*^f/f^ and KO *Syncrip*^Δ/Δ^ hematopoietic cells. While we observed only a modest reduction in number of *Syncrip*^Δ/Δ^ colonies in the 1st round of plating (Fig. S1K), deletion *of Syncrip* resulted in a significant decrease in colony numbers in the 2nd and 3rd re-plating (Fig. S1L). This data suggests that depletion of SYNCRIP diminishes the in vitro self-renewal potential of HSPCs.

To test the functional requirement of SYNCRIP for in vivo reconstitution, we transplanted BM cells from WT *Syncrip*^f/f^ and KO *Syncrip*^Δ/Δ^ into lethally irradiated, congenic CD45.1 recipient mice and followed donor engraftment. In a non-competitive transplantation, we observed a modest reduction of donor chimerism at the early time points (8wks) and a larger reduction of donor chimerism in both PB and BM over longer periods (16 and 24 wks), (Figs. S1M, N, G–I). The partial reduction was also observed at the level of LSK, myeloid progenitors (MP) and phenotypic primitive hematopoietic stem cells (HSC LSK CD150 + CD48-) and multipotent progenitors (MPP1-LSK CD150-CD48-, MPP2-LSK CD150 + CD48 + and MPP4- LSK CD150-CD48 + ) (Fig. 1J). Within the donor compartment, we found no change in frequencies of LSK and HSCs populations (Fig. S1O–P). However, in a competitive transplantation, there was a drastic loss of *Syncrip*^Δ/Δ^ engraftment (Fig. 1K and S1Q–R). *Syncrip*^Δ/Δ^ donor cells were largely out-competed by control cells across all stem and progenitor populations (Fig. 1L). These data indicate that *Syncrip*^Δ/Δ^ HSPCs exhibit reduced repopulating potentials compared to the control cells.

To control for toxicity from Cre expression and activity in addition to control for IFN response due to the pIpC treatment, we evaluated WT *Syncrip*^*f*/f^ and heterozygous KO *Syncrip*^f/Δ^. We found no impact on the ability of *Syncrip*^f/Δ^ cells to engraft in a primary noncompetitive transplant (Fig. S1S, T). Interestingly, in a competitive transplantation setting, loss of one *Syncrip* allele showed mild reduction in chimerism, suggesting that there is a dosage-dependent effect *of Syncrip* loss on fitness of HSPCs (Fig. S1U). Thus, to further evaluate effects of *Syncrip* deletion on self-renewal capacity of HSCs, we isolated BM cells from WT *Syncrip*^f/f^ and KO *Syncrip*^Δ/Δ^ primary recipients and transplanted into secondary recipients. While *Syncrip*^f/f^ cells maintained ~50% donor chimerism, *Syncrip*^Δ/Δ^ donors completely failed to engraft in the HSPC compartments and in all mature lineages (Fig. 1M and S1V). Taken together, these data strongly indicate that SYNCRIP is critical for maintenance of self-renewal in HSCs.

### SYNCRIP’s role during stress hematopoiesis is autonomous

Given the observed requirement for SYNCRIP’s function in hematopoietic reconstitution, we further assessed whether the phenotype is cell autonomous. We transplanted 6–8-week-old *Syncrip*^f/f^ *Mx-1-Cre* + and control *Syncrip*^f/f^ *Mx-1-Cre-* into lethally irradiated congenic recipients to exclude potential effects of SYNCRIP loss of function in the bone marrow environment. We obtained equally high engraftment of both genotypes at 6 weeks post-transplantation and efficient depletion of SYNCRIP in *Syncrip*^Δ/Δ^ BM after pIpC injections (Fig. 2A, B). Similar to what we observed with primary *Syncrip*^Δ/Δ^ BM cells, despite very little effect on number of colonies formation in the 1st plating, ablation of SYNCRIP significantly decreased colony formation in the 2nd and 3rd in vitro re-platings (Fig. S2A, B). At the same time, upon *Syncrip* deletion, we observed a continuous decrease of donor chimerism in *Syncrip*^Δ/Δ^ recipients over extended timepoints (Fig. 2B and S2C, D). The effects of *Syncrip* deletion were not lineage specific as chimerism reduction was observed across all mature lineages and HSCPs (Fig. 2C). Except for MPP1, there was no significant decrease in frequencies of HSPC populations within the donor compartments (Fig. 2D). We noted that while deletion of *Syncrip* did not lead to any overt change in the hematopoietic compartment (Fig. 1C and S1C–J), transplanted *Syncrip*^Δ/Δ^ (Tx*-Syncrip*^Δ/Δ^) exhibited mild but significant defects, suggesting that hematopoietic cells undergone transplantation are more susceptible to the loss of SYNCRIP.

**Fig. 2:**
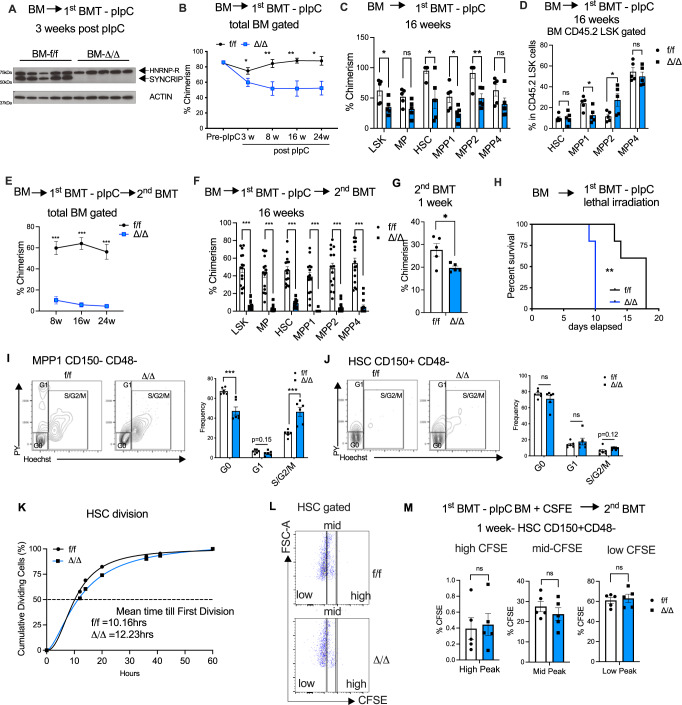
SYNCRIP plays a critical role in stress hematopoiesis. **A** Immunoblots showing SYNCRIP KO in engrafted *Syncrip* ^Δ/Δ^ BM cells 3 weeks post pIpC injections. ACTIN as loading control. **B** Chimerism of donor-derived BM cells in recipient mice described in (**A**) at: pre-pIpC, 3-(*p* = 0.037), 8-(*p* = 0.0059), 16-(*p* = 0.0029) and 24-(*p* = 0.0041) weeks post pIpC (*n* = 3 donor, and *n* = 15 recipients/genotype at pre- and 3 weeks; *n* = 9 at 8-, 16- and 24- weeks). **C** Chimerism of donor-derived cells in stem/progenitor compartments of recipient mice described in (**A**) at 16 weeks post pIpC. LSK (*p* = 0.030), MP (*p* = 0.051), HSC (*p* = 0.0254), MPP1 (*p* = 0.0333), MPP2 (*p* = 0.0058), MPP4 (*p* = 0.141). **D** Quantitative summary of frequencies of HSC and MPPs cells within CD45.2+ LSK populations of recipient mice described in (**A**) at 16 weeks post pIpC. HSC (*p* = 0.95), MPP1 (*p* = 0.024), MPP2 (*p* = 0.037), MPP4 (*p* = 0.46). **E** Chimerism of donor-derived BM cells in secondary recipients at 8-, 16- and 24 weeks post-transplantation. (*n* = 3 donor, and *n* = 15 recipients/genotype). All *p* < 0.000001. **F** Chimerism of donor-derived cells in stem/progenitor compartments of secondary recipient mice (described in **E**) at 16 weeks post-transplantation (*n* = 3 donor, and *n* = 15 recipients/genotype). All *p*-values<0.000001. **G** Chimerism of donor-derived cells in total BM cells of secondary recipient mice at 1 week post-transplantation (*n* = 7 donor, *n* = 5 recipient/genotype). *p*-value=0.0256. **H** Kaplan–Meier analysis of survival of WT *Syncrip*^f/f^ and KO *Syncrip*^Δ/Δ^ mice following lethal irradiation (*n* = 5 each). *p*-value=0.0035. **I**, **J** Cell cycle analysis of (**I**) MPP1 (G0 *p* = 0.00089, G1 *p* = 0.15, S/G2/M *p* = 0.00095) and (**J**) HSCs *Syncrip*^f/f^ and *Syncrip*^Δ/Δ^ mice (*n* = 6 each genotype). Left: Representative flow plots. Right: Quantitative analysis. **K** Cumulative graphs tracking in vitro division of HSCs over the course of 60 h. **L** Representative flow plots showing gating strategy for CFSE stained HSC in recipient mice (described in G) at 1 week post-transplantation. **M** Quantitative summary of data shown in (**L**). Source data are provided as Source Data File. All data represent mean ± s.e.m. *p* values were calculated by two-tailed *t* test unless specified. *p < 0.05, **p < 0.01, ***p < 0.001 and ns not significant.

As sustained engraftment was observed in the primary transplanted animals, we further tested the response of *Syncrip*^Δ/Δ^ HSCs to hematopoietic stress. We subjected *Syncrip* deficient HSCs to repopulation stress by performing a secondary bone marrow transplant (BMT). We observed a dramatic loss in HSC and progenitor’s ability to engraft in recipients when *Syncrip* was deleted (Fig. 2E, F and S2E–G).

To determine whether the reduced chimerism was due to homing deficiency, we treated LSK cells isolated from primary transplanted *Syncrip*^Δ/Δ^ and *Syncrip*^f/f^ with CFSE prior to secondary transplantation and evaluated the presence of CFSE stained cells within BM of recipients 16 h post-transplantation. We observed a slight trend but no significant reduction in percentage of cells homing to the BM (Fig. S2H, I). At one-week post-secondary transplantation, we observed a modest and significant reduction in engraftment of SYNCRIP depleted cells (Fig. 2G), strongly indicating that the later loss of chimerism is not driven by homing issues but largely by defects in repopulating activity of HSCs and progenitor cells. Next, we examined the response of *Syncrip*^Δ/Δ^ KO mice to myeloablation. *Syncrip*^Δ/Δ^ KO mice were more sensitive to stress induced by lethal irradiation and displayed worse survival compared to control mice (Fig. 2H). Altogether, loss of *Syncrip* impairs HSC and progenitor cells’ function in response to stress, and most potently under secondary repopulating pressure in transplantation and myelosuppression.

To investigate the cellular mechanisms underlying the observed reduced self-renewal potential in SYNCRIP deficient HSC and progenitors, we initially focused on the known link between increased HSPC activation and loss of self-renewal^26–31^. We performed flow cytometry analysis with Hoechst and Pyronin Y staining to examine whether deletion of *Syncrip* impairs HSPCs’ cell cycle progression. While we observed a marked reduction in the G_0_ quiescent population and an increase of the S/G2/M fraction in MPP1 cells, we found only a slight, but not significant, change in cell cycle status of *Syncrip*^Δ/Δ^ HSCs (Fig. 2I, J). To further probe if SYNCRIP deletion altered the proliferation of HSCs, we injected transplanted KO *Syncrip*^Δ/Δ^ and WT *Syncrip*^f/f^ mice with BrdU and traced the incorporation of BrdU in cycling cells within the HSPC compartment. We found no significant change in frequencies of BrdU positive cells across HSCs and most MPP populations. We did see a significant but modest increase of BrdU incorporation in MPP2 (Fig. S1J). These data suggest that the early drop in donor engraftment after *Syncrip* deletion was associated with enhanced cycling in the MPPs. Importantly, this was limited only to MPPs and not in the HSCs.

To directly examine whether SYNCRIP depletion alters division of HSCs, we plated single HSCs from KO *Syncrip*^Δ/Δ^ and WT *Syncrip*^f/f^ transplanted mice and followed cell division in vitro using the CellRaft AIR® System (details in methods) for 60 h. While there was a slight increase in the mean value of time to first cell division (12.23 h in *Syncrip*^Δ/Δ^ vs. 10.16 h in *Syncrip*^f/f^), the cumulative outputs were not different between the two conditions (Fig. 2K and Fig. S2K). The data suggested that the impact of *Syncrip* loss is minimal on HSC divisions. To further validate the results, we performed CFSE labeling of LSK cells, engrafted stained cells into recipients and then tracked cell divisions in vivo over a period of one week. The highest CFSE signals in cells indicates cells that either did not divide while reduced CFSE signals reflect progressive dilution of CFSE fluorescence in daughter cells following each cell division (Fig. 2L and Fig. S2L). We observed equal frequencies of high, mid and low CFSE LSKs and HSCs in WT and KO conditions (Fig. 2M and S2M), indicating that SYNCRIP deletion did not affect cell proliferation of either low or high-dividing populations of HSCs. Overall, these data indicate that SYNCRIP does not influence HSC cell cycle or proliferation.

### *Syncrip* deleted HSCs display an activated stress response

To decipher the effect of *Syncrip* deletion on cellular identities along the hematopoietic hierarchy and to gain an in-depth assessment of the transcriptomic changes in different cell types upon *Syncrip* loss, we performed single-cell RNA sequencing analysis (scRNA-seq) of sorted LK cells (Lin-cKit+ cells) from transplanted *Syncrip*Δ/Δ vs. *Syncrip* f/f mice (described in Fig. 2A). We were able to perform analysis on total of nearly 50,000 cells (Supplementary Data 1). Uniform Manifold Approximation and Projection (UMAP) (Fig. 3A) and t-Distributed Stochastic Neighbor Embedding (t-SNE) (Fig. S3A) analysis identified a majority of previously characterized stem and progenitor clusters including HSC, MPPs and erythroid, myeloid and lymphoid progenitors (Fig. 3A, B-Supplementary Data 2)^32–34^. We observed only modest changes in cellular frequencies of later progenitors i.e., Ba, Mk, Mo1 and Mo2, and no significant change in the frequencies of HSC and MPPs (Fig. 3F and S3C, D-Supplementary Data 4). This data was in line with the phenotypic flow cytometry analysis of different HSPC populations, indicating that there is no major change in HSC cell fates and lineage choices.

**Fig. 3:**
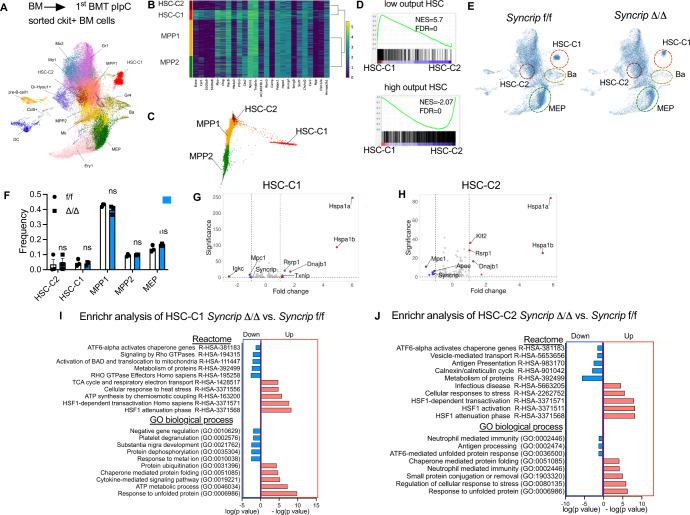
Single-cell RNA sequencing (scRNA-seq) uncovered an activated unfolded protein response in *Syncrip* deficient HSC populations. **A** Identification of hematopoietic cell populations within WT *Syncrip*^f/f^ (*n* = 3) and KO *Syncrip*^Δ/Δ^ (*n* = 3) Lin-ckit+ cells based on UMAP analysis of Single-cell RNA sequencing (scRNA-seq). **B** Gene expression heat map of the highly expressed genes in hematopoietic stem cell-cluster 1 (HSC-C1), hematopoietic stem cell-cluster 1 (HSC-C2), multipotent-progenitor 1 (MPP1) and 2 (MPP2) populations. **C** Reconstruction of the lineage branching among of four early hematopoietic stem/progenitor cells HSC-C1, HSC-C2, MPP1 and MPP2 populations using diffusion pseudotime (DPT) analysis. **D** GSEA analysis of genes differentially expressed between HSC-C1 vs. HSC-C2 in WT *Syncrip*^f/f^ mice for enrichment of gene signatures specific for low output and high output HSC. **E** UMAP displays of all hematopoietic clusters of WT *Syncrip*^f/f^ and KO *Syncrip*^Δ/Δ^ scRNA-seq as described in (**A**). Cluster HSC-C1 shows the most shift. HSC, Ba and MEP clusters were highlighted for comparison. **F** Quantitative summary of frequencies of different populations defined by scRNA-seq analysis in WT *Syncrip*^f/f^ (*n* = 3) and KO *Syncrip*^Δ/Δ^ (*n* = 3). Data represent mean ± s.e.m. *p* values were calculated by two-tailed *t* test unless specified. ns not significant. **G**, **H** Volcano plots showing genes differentially expressed between *Syncrip*^f/f^ vs. *Syncrip*^Δ/Δ^ within HSC-C1 and HSC-C2 clusters. The most differentially expressed genes are highlighted. **I** Enrichr analysis for GO biological processes and Reactome enrichment of significant (FDR < 0.05) downregulated and upregulated genes within the HSC-C1 population of *Syncrip*^Δ/Δ^ vs. *Syncrip*^f/f^. X-axis: -log_10_(p value). Enrichment of downregulated targets was depicted as negative log_10_(p) and enrichment of upregulated targets was depicted as positive log_10_(p). *p*-values were calculated by Fisher’s exact test. **J** Enrichr analysis for GO biological processes and Reactome enrichment of significant (FDR < 0.05) downregulated and upregulated genes within the HSC-C2 population of *Syncrip*^Δ/Δ^ vs. *Syncrip*^f/f^. X-axis: -log_10_(*p* value). *p*-values were calculated by Fisher’s exact test. Source data are provided as Source Data File.

We identified two HSC-like populations with both t-SNE and UMAP, which we annotated as an HSC cluster 1 (HSC-C1) and HSC cluster 2 (HSC-C2) (Fig. 3A, S3A, B). Based on gene expression, these population’s transcriptome are enriched for signatures associated with HSCs compared to MPP1 and MPP2 (Fig. 3B and Fig. S3E). Trajectory analysis^35^ indicated that HSC-C1 is connected mainly with HSC-C2 and with a small portion of early MPP1 (Fig. 3C). In a transplant setting, HSCs can be functionally specified into a functional long-term repopulating low-output or reserve HSCs and differentiating high-output HSCs^1^. Using functional in vivo bar-coding strategies, low-output HSCs have recently been characterized to contain long-term self-renewing potency and are responsible for propagating the hematopoietic system specifically in a secondary transplantation. We performed GSEA analysis to compare the transcriptomic profile of HSC-C1 (HSC-C1 vs. HSC-C2 – Supplementary Data 2 and 3) against transcriptional signatures of low-input and high-input HSCs. Interestingly, HSC-C1 transcriptionally corresponded to the low-output HSC population and were distinct from high-output HSCs (Fig. 3D). Additional GSEA analysis revealed that transcriptome of HSC-C1 closely resembled those of more primitive HSCs (Fig. S3F), HSCs characterized to have serial transplant potential (Fig. S3G) (Rodriguez-Fraticelli et al., 2020), self-renewal HCSs (Fig. S3H) (Pietras et al., 2015), dormant HSCs (Fig. S3I) (Cabezas-Wallscheid, N. et al., 2017) and possess the StemScore signature (Fig. S3J) (Giladi, A. et al., 2018). These results support the previous observation of different sub-HSC populations in the transplant setting where HSC-C1 transcriptionally resembles the HSC cluster characterized with high self-renewal potential. It is however noted that these analyses are based only on transcriptomic profiling and are not functionally defined.

We then examined the specific genes associated with the HSC clusters in the SYNCRIP depleted cells and found an upregulation of stress-inducible chaperone genes e.g. *Hspa1a (Hsp70-1)*, *Hspa1b* (*Hsp70-2*) and *Dnajb1* (Fig. 3G, H and Supplementary Data 5). Pathway enrichment analysis by the Enrichr program (http://amp.pharm.mssm.edu/Enrichr/)^36^ indicated a strong activation of cellular response to stress and unfolded proteins, specifically the HSF1-dependent pathways, upon SYNCRIP depletion in HSC-C1 and HSC-C2 populations (Fig. 3I, J and Supplementary Data 6-7). The activation was not seen in MPP1 cells (Fig. S3K), indicating that the phenomenon could be specific for HSCs. Additionally, we observed a downregulation of genes activated by ATF6, a branch of unfolded protein response (UPR) and endoplasmic reticulum (ER) stress response^37^, suggesting that the transcriptional activation is specific for HSF1-mediated proteotoxic stress response. We also noted a strong suppression of RHO GTPase effectors and signaling in *Syncrip* KO HSCs. The data suggests that loss of *Syncrip* resulted in unfolded protein stress in HSCs, thereby contributing to the overall loss of HSC self-renewal and making them vulnerable to repopulation pressure^15^.

### SYNCRIP controls protein homeostasis in HSCs

Given the strong induction of transcriptional programs in response to unfolded protein stress in *Syncrip* deficient HSCs, we directly characterized the proteostatic state of HSCs upon SYNCRIP depletion. To measure unfolded proteins in cells, we stained hematopoietic cells with tetraphenylethene maleimide (TMI) and performed flow analysis to assess the accumulation of these proteins^15^. TMI is a cell-permeable dye, which can fluoresce upon binding to free thiol side chains^38^. These thiols within the non-disulphide bonded cysteines normally are not exposed in folded globular proteins. The abundance of accessible thiols thus correlates with the state of unfolded proteome. We observed a significant increase in TMI signals specifically in transplanted HSC, but not MPPs upon *Syncrip* deletion (Fig. 4A and S4A, B), indicating that SYNCRIP is required to maintain high protein quality in HSCs under conditions of regenerative stress.

**Fig. 4:**
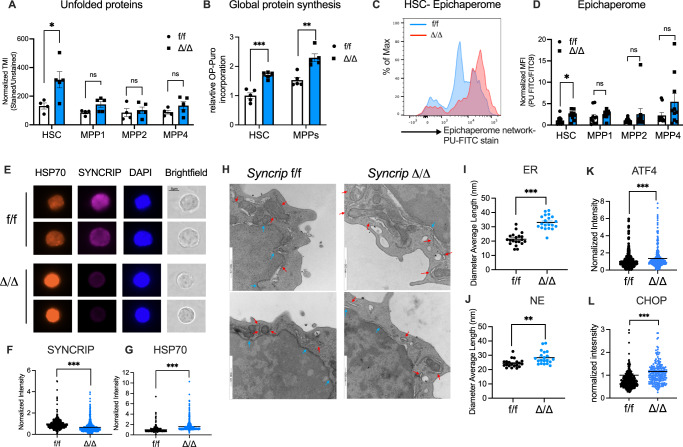
Deletion of SYNCRIP deregulates the proteostasis network in HSCs. **A** Quantitative summary of relative tetraphenylethene maleimide (TMI) fluorescent signals in HSC, MPP1, MPP2 and MPP4. TMI signals were used to quantify the unfolded proteins in single hematopoietic cells in *Syncrip*^f/f^ (*n* = 4) vs. *Syncrip*^Δ/Δ^ (*n* = 5). **B** OP-Puro incorporation in HSC (*p* = 0.00017) and MPP (*p* = 0.0017) populations isolated from *Syncrip*^f/f^ (*n* = 5) vs. *Syncrip*^Δ/Δ^ (*n* = 5) 1st transplant recipient mice. OP-Puro incorporation was used to quantify the level of global protein synthesis in single hematopoietic cells. **C** Representative histograms of PU-FITC flow analysis of HSCs from *Syncrip*^f/f^ vs. *Syncrip*^Δ/Δ^. **D** Quantitative summary of PU-FITC fluorescent signals normalized to FITC control in HSC *p* = 0.0123, MPP1 *p* = 0.32, MPP2 *p* = 0.27 and MPP4 *p* = 0.12. PU-FITC signals were used to quantify the epichaperome signal of hematopoietic cells in *Syncrip*^f/f^ (*n* = 10) vs. *Syncrip*^Δ/Δ^ (*n* = 10). **E** Immunofluorescence (IF) staining of HSP70 and SYNCRIP in *Syncrip*^f/f^ and *Syncrip*^Δ/Δ^ HSCs (shown in brightfield). Scale bar 5 μm. **F**, **G** Quantitative summary of normalized immunofluorescence reflecting SYNCRIP (*p* = 0.0041) and HSP70 (*p* < 0.0001) protein expression in *Syncrip* ^f/f^ (*n* = 324) and *Syncrip*^Δ/Δ^ (*n* = 654)HSCs (*n* = 5 each genotype). **H** Transmission electron microscopy (TEM) images of HSCs isolated from *Syncrip*^f/f^ vs. *Syncrip*^Δ/Δ^ mice. Red arrow: endoplasmic reticulum (ER); Blue arrow: nuclear envelope (NE). **I**, **J** Quantitative summary of diameter average length (nm) of ER (*p* < 0.0001) (**I**) and NE (*p* = 0.0027) (**J**) (*n* = 7 each genotype; total cells *Syncrip*^f/f^ *n* = 20 and *Syncrip*^Δ/Δ^ *n* = 20). **K**, **L** Quantitative summary of normalized immunofluorescence reflecting ATF4 and CHOP protein expression in *Syncrip*^f/f^ and *Syncrip*^Δ/Δ^ HSCs (*n* = 5 each genotype; total cells *Syncrip*^f/f^ *n* = 548 and *Syncrip*^Δ/Δ^ *n* = 477; *Syncrip*^f/f^ *n* = 342 and *Syncrip*^Δ/Δ^ *n* = 266) All data *p* < 0.0001. Source data are provided as Source Data File. All data represent mean ± s.e.m. *p* values were calculated by two-tailed *t-test* unless specified. *p < 0.05, **p < 0.01, ***p < 0.001 and ns: not significant.

Given the previously characterized function of SYNCRIP in global translation in leukemia^24^, we examined the impact of SYNCRIP depletion in protein synthesis in HSCs and MPPs by measuring the incorporation of OP-puro – a cell permeable analog of puromycin, into nascent polypeptide chains. We observed a higher protein synthesis rate in MPPs vs. HSCs (Fig. S4C). In both *Syncrip* Δ/Δ primary and transplanted mice, *Syncrip* KO MPPs showed a significant increase in protein synthesis in comparison to HSCs. However, only under repopulating pressure in transplantation, *Syncrip* deficient HSCs demonstrated elevated global protein synthesis (Fig. 4B and S4D). These data suggest that SYNCRIP maintains normal protein synthesis activity for HSCs.

To understand the impact of activation of HSF1 pathways and the increase in protein synthesis, we examined the network that facilitates proper protein folding and homeostasis. HSP90 is a molecular chaperone that interacts with other co-chaperones, adaptors and protein complexes that regulate protein maturation described as the epichaperome network^39^. PU-H71, a chaperone HSP90 inhibitor, has been demonstrated to bind selectively with the epichaperome network. Importantly, increased binding of PU-H71 is observed in aberrant cellular stress response states including in diseases and in myeloid malignancies^39^ (Fig. S4E). We found that SYNCRIP depletion elevated the epichaperome network significantly in transplanted HSCs and an increase trend was also observed in MPPs and progenitor cells (Fig. 4C, D and S4E, F). Additionally, we found a significant increase in HSP70 abundance in HSCs (Fig. 4E–G). Furthermore, as a dysregulated epichaperome network is more sensitive to HSP90 inhibition, PU-H71 treatment further reduced colony replating activity of SYNCRIP depleted HSPCs (Fig. S4G). These data suggest that *Syncrip* loss results in activation and dysregulation of the normal protein folding program (HSP90/70).

Increased protein synthesis and accumulation of misfolded proteins can lead to induction of an ER stress response. ER stress can be directly visualized through transmission electron microscopy (TEM) analysis of sorted HSCs (Fig. 4H). We found that loss of *Syncrip* resulted in an enlarged ER (Fig. 4I) and nuclear envelope (NE) (Fig. 4J), indicating the induction of mild ER-stress in *Syncrip* Δ/Δ HSCs. We also observed an increased expression of downstream effectors of the UPR stress response i.e., ATF4 (Fig. 4K) and CHOP (Fig. 4L), further confirming activation of an ER stress response. Taken together, while we observed increased protein synthesis in both HSCs and MPPs, a dysregulated epichaperome, accumulation of misfolded proteins and increased ER stress was mainly found in the HSC compartment.

### SYNCRIP mRNA targets map to functional pathways in HSCs

We then sought to understand how SYNCRIP directly controls the translational program and alters protein homeostasis in HSCs. To identify direct mRNA targets of SYNCRIP in HSCs and MPPs, we utilized a strategy called hyper-TRIBE^40^ that allows us to identify RBP targets using a low-input material. More specifically, we fused SYNCRIP with the enzymatic domain of ADAR to enable (A-I) editing within specific mRNA regions where SYNCRIP is recruited to. 

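SYNCRIP, a cytoplasmic protein with several RNA recognition motifs, was joined to the catalytic domain of ADAR, the enzyme that deaminates adenosine in double-stranded RNA, so that transcripts near the fusion acquired inosines, which are sequenced as G. HSCs and MPPs were sorted from C57BL/6 bone marrow and grown with SCF, IL-3, IL-6, TPO and FLT3L, which are cytokines of early blood cells. The control vector carried GFP alone. HSC S-ADAR, HSC EV, MPP S-ADAR and MPP EV each had 3 libraries, made with the SMART-Seq v4 kit, 12 libraries in all. The reporting summary of the paper gives at least 3 independent biological replicates per experiment, and whether each library came from a separate animal is not given in the sources used here.

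The authors aligned the reads with STAR to mm10 (GRCm38) and called variants with GATK. They kept A to G changes in genes of the plus strand and T to C changes in genes of the minus strand, counted reference and edited reads per site and library, and tested each site with a beta-binomial model. Their tables, made separately for HSCs and MPPs, held 5251 sites in 2552 genes and 3808 sites in 2124 genes, with 1 FPKM value per gene and group. Reads at the tabulated sites summed to 376714, 378752 and 338718 in the HSC S-ADAR libraries and to 353373, 330543 and 364433 in the HSC EV libraries. The MPP tables, with fewer sites, had 253020, 249994 and 225466 reads in the S-ADAR libraries and 216726, 238388 and 196650 in the EV libraries. The median site had 21 to 29 reads per library, and every site had at least 30 reads over its 6 libraries, while 3622 HSC sites and 2488 MPP sites reached 10 reads in every library.

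From these counts the editing frequency of each site and library was taken as edited reads over all reads. Each site was tested with a two-sided beta-binomial likelihood-ratio test with its own overdispersion, and p-values were adjusted over all sites of a table by the Benjamini-Hochberg method. A site was called when the adjusted p was under 0.05 and the S-ADAR mean exceeded the EV mean by at least 0.1, and a gene with a called site was counted as a target. A frequency built on few reads carries a large error, and genes without any tabulated site did not enter a comparison, so both the read minimum and the background of tabulated genes could change the numbers.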

Editing events can be identified by variant calling in RNA-sequencing data. We expressed the fused protein SYNCRIP-ADAR (S-ADAR) and control vector (EV) in sorted HSCs (LSK CD150 + CD48-) and MPPs (non-HSCs-LSK) and isolated transduced cells based on GFP positivity at 48 h post-transduction. GSEA analysis for the transcriptional profiles of control EV-transduced HSCs vs. MPPs confirmed the identities of sorted populations (Fig. S5A-Supplementary Data 8). 

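Among the transcripts tabulated in both cell types, genes of stem cells were mostly higher in EV HSCs and genes of myeloid progenitors mostly higher in EV MPPs. Angpt1, a ligand of the TEK receptor that HSCs secrete, was at 75.0 FPKM in HSCs and 29.1 in MPPs, and Gfi1b, a transcriptional repressor of HSCs and megakaryocytes, at 98.2 and 53.4. Ncf1 and Cybb, subunits of the phagocyte NADPH oxidase, were at 41.5 and 10.3 FPKM in HSCs and at 207 and 52.6 in MPPs. Ms4a2, a chain of the IgE receptor of mast cells and basophils, was the only marker of other cell types tabulated in both, at 24.4 and 21.5 FPKM.

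Of the 9 tabulated genes of a list of HSC-associated genes, 7 were higher in HSCs, the exceptions being Hoxa10 (2.81 and 4.32) and Bmi1 (2.37 and 3.42). Of 11 myeloid and progenitor genes, 2 were higher in HSCs, Csf2rb2 (20.4 and 13.1) and Alox5 (76.1 and 69.3). Across all 1612 genes the largest ratios, picked after the values were seen, were those of Grb10, an adaptor of insulin signaling (15.2 and 1.79), and of Il1a, the cytokine interleukin 1 alpha (3.35 and 79.6). In all, 13 genes were at least 2-fold higher in EV HSCs and 148 in EV MPPs, and the correlation of the log2 values was 0.935. Between the S-ADAR groups 27 were 2-fold higher in HSCs and 20 in MPPs, and 122 of the 148 (82.4%) were also at least 2-fold higher in S-ADAR than in EV HSCs; both comparisons use the same EV HSC value. Each group had 1 FPKM value, so these differences have no replicate error and no p-value, and the way FPKM was normalized is not given in the sources used here.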

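Over all tabulated sites, a mean of 14.2 ± 0.790% of the reads at a site was edited in S-ADAR HSCs and 4.43 ± 0.497% in EV HSCs (mean ± SD, n = 3). In MPPs the values were 14.4 ± 0.109% and 4.86 ± 0.129%. The 3'-UTR of Ube2d3, a ubiquitin-conjugating enzyme, was edited in 76.9 ± 2.08% of HSC and 73.5 ± 2.45% of MPP reads with S-ADAR, and in 0.438 ± 0.385% and 0.0961 ± 0.166% with EV. Ppic, the proline isomerase cyclophilin C, reached 64.5 ± 3.83% and 60.9 ± 0.495%, and Rgs19, which switches off G protein alpha subunits, 60.3 ± 3.00% and 58.0 ± 5.51%, with under 0.5% in either EV group. Sh3bgrl, a small protein with a thioredoxin fold, was at 61.5 ± 4.66% in HSCs and 49.3 ± 0.981% in MPPs.

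In HSCs 2847 ± 176 sites per library were edited above 0.1 with S-ADAR and 728 ± 75.4 with EV, and in MPPs 2070 ± 69.3 and 569 ± 22.7. At least 1 edited read was found at 4565 ± 145 and 1544 ± 87.2 sites in HSCs and at 3274 ± 73.7 and 1110 ± 74.8 sites in MPPs. Every S-ADAR library lay above every EV library for each of these measures. The exact permutation test gave a two-sided p = 0.1 within each cell type, the smallest p that 3 against 3 libraries can give, and p = 0.005 over both cell types together (400 arrangements). Without sites whose EV frequency was above 0.01, which lowers the EV mean by construction, the S-ADAR means were 13.3% in HSCs and 13.2% in MPPs.

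**Figure D1:**
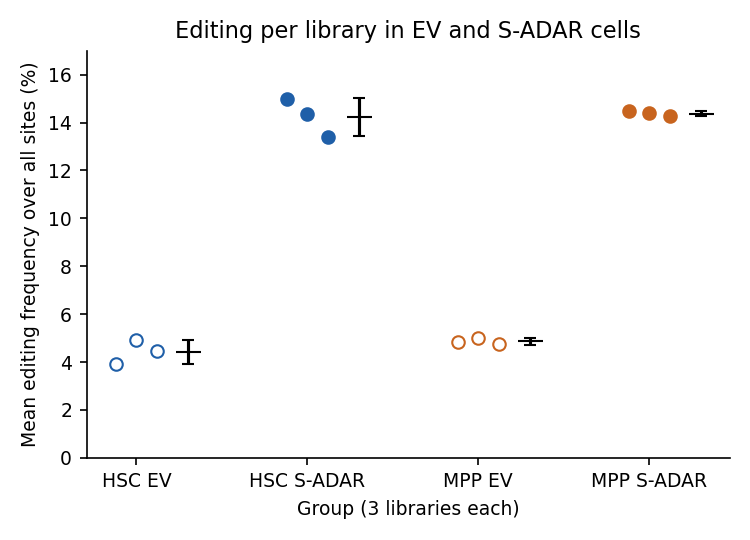
Mean editing frequency over all tabulated sites for each of the 12 libraries, with the mean and SD of each group beside the points. The S-ADAR libraries of HSCs ranged from 13.4% to 15.0%, far above the EV libraries, which ranged from 3.93% to 4.92%.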

In both HSCs and MPPs, expression of S-ADAR significantly increased the editing frequencies and number of editing events (Fig. S5B-Supplementary Data 9). We applied a strict standard of FDR < 0.05 and differential editing frequency (obtained by subtracting the mean edit frequency of S-ADAR and EV from the mean edit frequency of S-ADAR vs. EV) > 0.1 to call a S-ADAR mediated editing event.

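Some strongly edited transcripts passed this standard and others stayed just short of it. Aldh6a1, a mitochondrial enzyme of valine breakdown, was edited in 62.5 ± 8.14% of HSC reads and 78.6 ± 7.95% of MPP reads with S-ADAR and in no EV read, and Selenot, an oxidoreductase of the ER, in 57.4 ± 5.36% of MPP reads (EV 1.18 ± 2.04%, n = 3 each). Alox5, the 5-lipoxygenase of leukotriene synthesis, was at 10.0 ± 0.847% in S-ADAR HSCs and 0.328 ± 0.318% in EV HSCs (adjusted p = 0.000124, beta-binomial test), just under the required difference. Nkg7, a granule protein of lymphoid and myeloid cells, was at 8.64 ± 1.43% and 0.503 ± 0.519%, also under it. Ctsg, the neutrophil protease cathepsin G, had a large enough difference, 12.7 ± 11.1% against 0, but an adjusted p of 0.0926.

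In HSCs 3102 sites and in MPPs 2050 sites had an adjusted p under 0.05 in the two-sided beta-binomial likelihood-ratio test (Benjamini-Hochberg over all sites of the table), and 3040 and 2026 of them were higher with S-ADAR. The median difference of the called sites was 0.160 in HSCs and 0.162 in MPPs, and the largest 0.765 and 0.786. At 1666 and 1134 called sites every S-ADAR library lay above every EV library, and 1367 and 938 called sites had no edited read in EV cells. Of all tabulated sites, 54.5% and 51.2% had every S-ADAR library above every EV library. By chance, at most 10% would not overlap in either direction, and the shares given here count the S-ADAR direction alone.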

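Among the HSC sites with the largest differences were those of Rnf128, a transmembrane ubiquitin ligase (59.2 ± 12.4%), Tut7, which adds uridines to RNA ends (61.1 ± 23.6%), and Ikbip, an ER membrane protein (76.4 ± 20.6%), where EV cells had 0, 0 and 7.14 ± 12.4% (n = 3). In MPPs they included Piwil2, a PIWI protein (62.3 ± 8.19% against 0), and C1galt1, which builds the core of mucin-type O-glycans (66.7 ± 16.7% against 0). Each of these 5 sites had a library with fewer than 10 reads, so their levels are less certain than those of deeply covered sites.

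With the beta-binomial test, 1827 sites in 1184 genes were called in HSCs and 1229 sites in 874 genes in MPPs. The counts followed the standard used: with at least 20 reads in every library they were 872 sites in 599 genes and 592 sites in 446 genes, and with a difference of at least 0.2 they were 612 sites in 482 genes and 402 sites in 346 genes. With a difference of at least 0.05 they were 2990 sites in 1627 genes and 1991 sites in 1237 genes.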

There are 1196 total edit events mapped to 796 genes in HSCs and 831 total edit events mapped to 605 genes in MPPs (Supplementary Data 10). The majority of editing was detected in 3’-UTR compared to the coding region (CDS) of target transcripts (Fig. 5A, B). 

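Called sites lay mainly in 3'-UTRs, and the CDS held a small group with edited receptors and a co-chaperone. Csf2rb, the beta chain shared by the receptors for IL-3, IL-5 and GM-CSF, was edited in its CDS (chromosome 15, position 78340552) in 26.9 ± 3.46% of reads in S-ADAR HSCs and 0.116 ± 0.201% in EV HSCs, and in 15.7 ± 1.90% and 0.438 ± 0.393% in MPPs (n = 3 each). Bag1, a co-chaperone of HSP70, was edited in its CDS (chromosome 4, position 40936668) in 26.6 ± 0.771% of HSC reads and 19.7 ± 6.28% of MPP reads, against 0 and 0.444 ± 0.770% with EV. Ppic and Ube2d3 carried their sites in the 3'-UTR at position 53406684 of chromosome 18 and position 135465934 of chromosome 3.

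In HSCs 1664 called sites, 91.1% (95% interval 89.7 to 92.3%), were in 3'-UTRs and 134, 7.33%, in the CDS; 16 were intronic and 5 in 5'-UTRs. In MPPs 1123, 91.4% (89.7 to 92.9%), were in 3'-UTRs, 82, 6.67%, in the CDS, 9 intronic and 7 in 5'-UTRs. These intervals cover counting error only. Sites that were not called lay in 3'-UTRs less often, 76.4% in HSCs (two-sided Fisher's exact p = 2.16e-42) and 74.0% in MPPs (p = 1.71e-39), and in the CDS more often, 10.4% (p = 0.00027) and 10.0% (p = 0.000655). In 5'-UTRs lay 10.5% of HSC and 13.8% of MPP sites that were not called, against 0.274% and 0.570% of called sites. The Fisher's exact p was 8.39e-62 and 1.47e-53. Tabulated 5'-UTR sites were edited in EV cells too, with medians of 10.6% in EV and 10.2% in S-ADAR HSCs. The 3'-UTR difference thus also reflects these 5'-UTR sites and not 3'-UTRs against the CDS alone. By gene, 1071 HSC and 795 MPP targets had a called 3'-UTR site and 124 and 76 a called CDS site. The median difference was 16.2 points in 3'-UTRs and 13.8 points in the CDS in HSCs, and 16.4 and 14.2 points in MPPs.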

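Lamp2, a membrane protein of lysosomes, carried the largest number of called sites in HSCs, 11, and 7 in MPPs, with its strongest site at 30.3 ± 12.3% and 36.3 ± 2.06% of reads and no EV editing (n = 3). Il1rl1, the receptor for IL-33, had 10 sites in HSCs, and Ccng1, a cyclin induced by p53, had 9 in HSCs and 8 in MPPs, with its strongest site at 26.5 ± 1.56% and 22.6 ± 2.77%. Sh3bgrl had 9 and 6, Mbnl3, a muscleblind splicing regulator, 8 in HSCs, Ccpg1, a receptor for autophagy of the ER, 7 in MPPs and Ids, the lysosomal iduronate sulfatase, 6 in MPPs.

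In HSCs 838 target genes (70.8%) had 1 called site and 205 had 2, together 1043 genes (88.1%). In MPPs 661 (75.6%) had 1 site and 128 had 2, together 789 genes (90.3%). More than 4 sites were found in 37 HSC targets (3.12%) and 10 MPP targets (1.14%). The strongest Il1rl1 site, 40.1 ± 2.68% against 0, rested on 2 to 10 reads per library.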

We mostly found one to two edit sites per transcript and few exceptions of transcripts with more than 4 edited sites (Fig. S5C). 

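Most MPP targets were also HSC targets. Among genes of HSC function, Angpt1, the polycomb repressor Bmi1 and the homeobox gene Hoxa10 were targets in both, while Inpp4b, Itga6, Mllt3, Pbx1 and Runx1 were called in HSCs only. A gene called in 1 cell type was not thereby shown to differ. Mllt3, a chromatin reader of acetylated histones, was edited in 18.5 ± 1.68% of HSC reads (called) and 22.6 ± 21.5% of MPP reads (adjusted p = 0.0900, beta-binomial test, not called), and Ms4a2 in 13.9 ± 8.00% and 9.49 ± 1.20%, the latter under the difference of 0.1 (n = 3 each, EV at most 0.629 ± 1.09%).

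In total 711 genes were targets in both cell types, 60.1% of the HSC and 81.4% of the MPP targets; 473 were targets in HSCs only and 163 in MPPs only. Of these, 205 and 67 had no tabulated site in the other cell type. Among the 1612 genes tabulated in both, with 979 HSC and 807 MPP targets, independent lists would share 490.1 genes (odds ratio 14.8, two-sided Fisher's exact p = 1.96e-120). Site by site, 2353 positions were tabulated in both and 884 called in both. Over 857 of the latter the editing levels of S-ADAR HSCs and MPPs had a correlation of 0.814. With at least 20 reads in every library 366 genes were shared, and with a difference of at least 0.2 there were 254.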

There are 534 shared targets of SYNCRIP in both MPPs and HSCs (Supplementary Data 10). We plotted the number of editing events against the expression levels of the transcripts in S-ADAR vs. EV transduced HSC and MPP cells and found no significant correlation (Fig. S5D). Additionally, there was small and no overlap between SYNCRIP targets and genes whose expression is upregulated or downregulated in S-ADAR HSCs and MPPs respectively (Fig. S5E, F). 

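Transcripts with many called sites differed in how their expression changed with S-ADAR. Lamp2 was at 33.6 FPKM in S-ADAR and 38.8 in EV HSCs, and at 40.9 and 38.7 in MPPs. Ccng1 was at 233 and 166 FPKM in HSCs and 172 and 102 in MPPs, Il1rl1 at 12.0 and 9.09 in HSCs, and Mbnl3 at 6.20 and 6.88 in HSCs. Ube2d3, with 7 called sites in HSCs and 4 in MPPs, was at 89.5 and 44.1 FPKM in HSCs and at 65.2 and 82.5 in MPPs.

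Across the HSC targets, the number of called sites and the log2 ratio of S-ADAR to EV FPKM had a Spearman correlation of -0.0249 (1184 genes, two-sided permutation p = 0.391, 0.625 after Benjamini-Hochberg adjustment over 8 such relations). Across the 874 MPP targets it was 0.117 (p = 0.00044, adjusted p = 0.00117, Spearman permutation test). Genes are not independent replicates, and FPKM had 1 value per group, so these p-values describe genes and not libraries. The HSC value turned positive without S-ADAR replicate 3, and ranged from -0.0365 to 0.0261 with 1 library left out.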

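Among HSC targets, the largest FPKM gains with S-ADAR were those of Rap1b, a GTPase of cell adhesion (115 against 16.5 with EV, log2 fold 2.72), Rragc, a GTPase of amino acid sensing (36.2 against 4.65), and Yipf4, a Golgi protein (18.3 against 2.07). The largest drops were those of Grb10 (5.01 against 15.2, log2 fold -1.43), Shroom4, a regulator of actomyosin (2.13 against 6.50), and Flnb, the actin crosslinker filamin B (19.9 against 47.6). Among MPP targets 2 were at least 2-fold lower, Il1a (26.4 against 79.6, log2 fold -1.55) and Mmp12, a macrophage elastase (1.04 against 4.25), and none was 2-fold higher. The largest MPP gain was that of Srsf2, a splicing factor (18.0 against 9.23).

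In HSCs 185 of 1184 targets were at least 2-fold higher and 8 at least 2-fold lower with S-ADAR, 16.3% together, against 191 and 10 of 1368 other tabulated genes, 14.7% (odds ratio 1.13, two-sided Fisher's exact p = 0.272). In MPPs none of the 1250 other genes passed 2-fold (Fisher's exact p = 0.169). Folds were taken on FPKM with a pseudocount of 1, which understates the change of low genes. Each group had 1 value per gene, so a fold has no replicate error. With a pseudocount of 5, 109 HSC targets passed 2-fold, 9.21% against 6.65% (Fisher's exact p = 0.0181; p = 0.0181 to 0.959 over the alternative pseudocounts and scaling).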

There is also no correlation between number of editing events and expression of edited targets uniquely in MPPs or HSCs (Fig. S5G). These data strongly demonstrate that preference for SYNCRIP binding is independent of mRNA abundancy, supporting the specificity of our hyper-TRIBE approach to identify SYNCRIP direct mRNA targets.

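Targets called in HSCs only included Runx1, the transcription factor of blood stem cell emergence, which was at 15.2 FPKM with S-ADAR and 4.53 with EV in HSCs and had a site edited in 12.9 ± 9.38% of reads (EV 0, n = 3). Pbx1, a homeobox cofactor, was at 2.09 and 1.81 FPKM with a site at 21.0 ± 7.19%, and Wasl, an activator of the ARP2/3 complex, at 3.48 and 1.93 FPKM with a site at 40.0 ± 17.3% on 4 to 8 reads. Mmp12 was not a target in HSCs.

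For the HSC-only targets the number of called sites had a Spearman correlation of -0.00062 with the log2 FPKM ratio (473 genes, two-sided permutation p = 0.989, adjusted p = 0.989 over the 8 relations). For the MPP-only targets it was 0.0422 (163 genes, p = 0.598, adjusted p = 0.797 in the same Spearman test). The HSC value took either sign with other pseudocounts and was 0.0583 among genes above 5 FPKM in both groups, so it cannot be told from 0.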

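Targets came from all levels of expression. Ran, the GTPase of nuclear transport, at 397 FPKM in S-ADAR HSCs, and Rps3a1, a ribosomal protein at 837 FPKM, were targets, and so were Aldh6a1 at 2.69, Rab21, a GTPase of integrin traffic, at 1.25, and Mllt3 at 2.41 FPKM. Target genes had a median FPKM of 13.2 in HSCs and 13.1 in MPPs, and other tabulated genes 12.3 and 13.9. By mean FPKM, 15.0% of the 20 HSC genes up to 1 were targets, 42.1% of those from 1 to 5, 49.2% from 5 to 20, 49.2% from 20 to 100 and 33.9% above 100. In MPPs the shares were 9.09%, 37.1%, 46.3%, 41.0% and 31.0%.

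Across all tabulated genes, the number of called sites and the log2 mean FPKM had Spearman correlations of 0.0300 in HSCs (2552 genes, two-sided permutation p = 0.131, adjusted p = 0.263 over 8 relations) and -0.00361 in MPPs (2124 genes, p = 0.868, adjusted p = 0.989). Both values rose when any 1 library of the cell type was left out, and they also changed with the filter. Without any 1 of the HSC libraries except S-ADAR replicate 3, the permutation p of the HSC correlation was under 0.05. This correlation reached 0.118 without EV replicate 3 (permutation p = 1e-05). The MPP value turned positive without any 1 library, reaching 0.0844 without EV replicate 2 (permutation p = 0.00012). Among genes above 5 FPKM in both groups the HSC and MPP correlations were -0.0537 (permutation p = 0.0234) and -0.103 (permutation p = 4e-05). The largest differential frequency of a gene fell with its level, with correlations of -0.104 and -0.129 (p = 1e-05, the smallest the permutation test can give, adjusted p = 4e-05 each). Among sites with at least 20 reads in every library this relation was absent, at 0.00712 (1207 genes, permutation p = 0.806) and -0.0263 (960 genes, p = 0.413). From plots of site number against expression in S-ADAR and EV cells, in all targets and in those of 1 cell type (Fig. S5D, G), and from the small or absent overlap of targets with genes changed in S-ADAR cells (Fig. S5E, F), the paper concludes that SYNCRIP chooses its targets without regard to mRNA abundance.

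**Figure D2:**
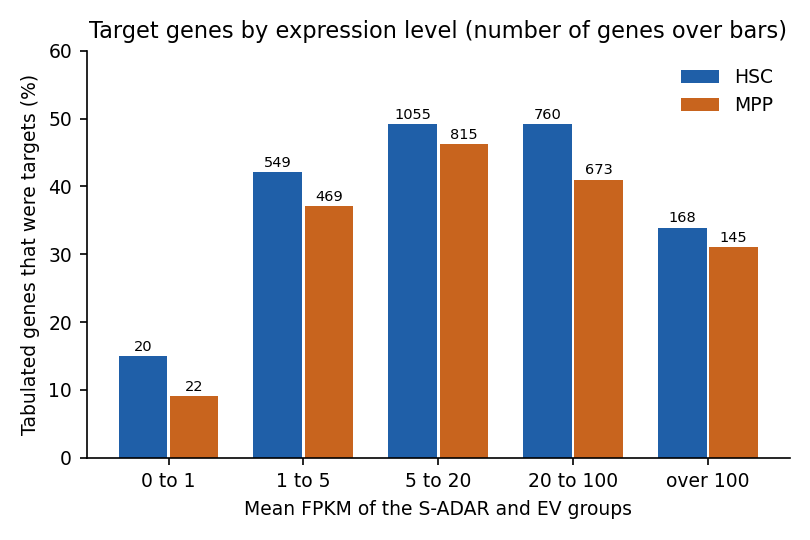
Share of tabulated genes that were targets, by mean FPKM of the S-ADAR and EV groups, with the number of genes over each bar. The share was lowest for genes up to 1 FPKM and reached its highest HSC value, 49.2%, between 5 and 100 FPKM.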

**Fig. 5:**
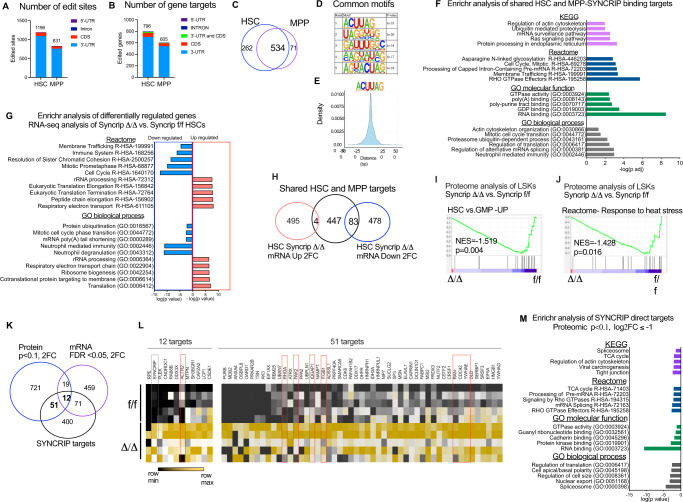
Multi-omics analysis identifies SYNCRIP functional targets in HSCs. **A** Number of SYNCRIP-HyperTRIBE significant edit sites (FDR < 0.05 and differential editing frequency (SYNCRIP-ADAR vs. control) ≥ 0.1) and their genic locations in HSC and MPP cells. **B** Number of target genes with edited sites in (**A**) in hematopoietic stem cell (HSC) and multipotent progenitor (MPP). **C** Venn diagram of SYNCRIP target mRNAs identified in HSC and MPP: 534 shared targets, 262 HSC unique targets and 71 MPP unique targets. **D** De novo motif search identifies SYNCRIP-specific binding motifs enriched in mRNA targets with edited sites in both coding regions (CDS and 3’-UTR). **E** Probability density function (PDF) plots showing the distance from edits sites to the nearest SYNCRIP motifs as depicted. **F** Enrichr analysis for GO biological processes, GO molecular function, Reactome and KEGG enrichment of HSC and MPP shared SYNCRIP target genes. X-axis: -log_10_(p value). **G** Enrichr analysis for GO biological processes and Reactome enrichment of significant (FDR < 0.05) downregulated and upregulated genes in *Syncrip* deficient HSCs. X-axis: Enrichment of downregulated targets negative log_10_(p) and enrichment of upregulated targets positive log_10_(p. **H** Venn diagram of SYNCRIP target mRNAs with genes significantly (FDR < 0.05, FC≥2) upregulated (499 genes) and downregulated (*n* = 561) in *Syncrip* deficient HSCs. **I**, **J** GSEA analysis showing negative enrichment of proteins significantly downregulated for gene expression signatures upregulated in HSC vs. MPP, Cellular response to heat stress. NES-normalized enrichment score. **K** Venn diagram of SYNCRIP direct target mRNAs (*n* = 534) with mRNAs significantly downregulated ((FDR < 0.05, FC≤−2: *n* = 561) in *Syncrip* deficient HSCs and genes of which protein levels are significantly downregulated (FDR < 0.1, FC≤−2: *n* = 803). **L** Heat map depicting relative protein levels of 12 and 51 overlapping genes highlighted in (**K**) in *Syncrip*^Δ/Δ^ vs. *Syncrip*^f/f^ LSKs. Red boxes highlight GTPase/cytoskeleton associated targets. **M** Enrichr analysis for GO biological processes, molecular function, Reactome and KEGG enrichment of SYNCRIP target genes whose proteins are downregulated in *Syncrip* deficient LSKs. X-axis: log_10_(*p* value). Source data are provided as Source Data File. For all enricher analysis, *p*-values were calculated by Fisher’s exact test.

SYNCRIP has been shown to recognize several RNA sequences including polyA^41^, UACU splicing element^42^ and GGCU/A sequence in miRNAs^43^. However, no consensus SYNCRIP binding motif has been identified due to the lack of a genome-wide assessment for SYNCRIP targets. With the global dataset of SYNCRIP hyper-TRIBE, we performed our customized de novo HOMER analysis^40^ to identify SYNCRIP unique binding motifs. 

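In the 3'-UTRs of HSC and MPP targets, UAGG was slightly more frequent at and near edited bases than near other adenosines of the same 3'-UTRs. Without occurrences over the edited base this was no longer so. ACUUAG was not more frequent. In the 3'-UTR of Msi2, which encodes the RNA-binding protein MUSASHI-2, the sequence around the edited base was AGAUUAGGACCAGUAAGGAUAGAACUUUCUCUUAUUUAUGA (chromosome 11, 88341972 to 88342012, minus strand), with a UAGG upstream of the edited adenosine. The edited base of Ppic lay in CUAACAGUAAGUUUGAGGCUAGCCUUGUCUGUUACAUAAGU (chromosome 18, 53406664 to 53406704, minus strand), within a UAG.

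Within 250 nt of 1604 called 3'-UTR sites in HSCs there were 2423 UAGG, against a mean of 2298 in 100 draws of random adenosines from the same 3'-UTRs (range 2197 to 2408), a ratio of 1.05. At 1089 MPP sites there were 1695 against 1591 (1514 to 1682), a ratio of 1.07. Without occurrences over the edited base there were 2287 against 2283 in HSCs and 1592 against 1580 in MPPs, ratios of 1.00 and 1.01. With all occurrences counted, UAGG was within 250 nt of 76.3% of HSC and 77.7% of MPP sites, and of 74.4% and 75.3% of random adenosines. ACUUAG occurred 205 times in HSCs against 220 (189 to 250), a ratio of 0.930, near 12.0% of sites, and 159 times in MPPs against 155 (129 to 183), a ratio of 1.03. Counted against adenosines that lay in UAG themselves, without occurrences over the base, the UAGG ratios were 1.02 and 1.03. The HOMER search of the authors was not repeated here; only the motifs named in the paper were counted.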

Across all targets, we found ACUUAG and UAGG as the most highly enriched motifs (Fig. 5D). 

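The base next to the edited adenosine differed little between the 3'-UTR and the CDS. In HSCs 30.1% of called 3'-UTR sites and 29.9% of called CDS sites had the edited A inside UAG, and in MPPs 32.1% and 35.4%. Random adenosines of the same 3'-UTRs and of the exons that held the CDS sites had UAG in 4.90% and 3.57% of cases in HSCs. In MPPs the shares were 4.99% and 3.24%. Ccl9, a chemokine of myeloid cells, was edited in its 3'-UTR inside UAG, in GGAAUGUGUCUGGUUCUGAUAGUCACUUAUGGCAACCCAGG (chromosome 11, 83574787 to 83574827, minus strand), and Bag1 in its CDS likewise, in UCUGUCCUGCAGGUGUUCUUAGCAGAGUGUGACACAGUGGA (chromosome 4, 40936648 to 40936688, minus strand).

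Over all called sites, U preceded the edited A in 61.4% of HSC and 63.1% of MPP sites and G in 1.31% and 1.46%. Sites that were not called had U before the A in 43.3% and 43.6% and G in 15.4% and 19.3%. G followed the A in 52.9% and 54.7% of called sites. UAGG within 250 nt of called CDS sites occurred 194 times in HSCs against 186 in random draws (169 to 202) and 114 times in MPPs against 105 (93 to 119), inside the range of the draws in both. Within 50 nt there were 46 in HSCs against 35.4 (25 to 45), above all draws, and 37 against 34.4 (24 to 45) without those over the edited base. The HSC ratio to CDS sites that were not called was 1.78 (permutation p = 0.00249), and 1.80 without those over the edited base (permutation p = 0.00536). In MPPs there were 21 against 19.3 (12 to 28), and the ratio to sites that were not called was 1.15 (permutation p = 0.595). The permutations treated sites of the same gene as independent, and their p-values were not adjusted over motifs and windows.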

We also observed preferential binding sequences at the 3’-UTR and CDS (Fig. S5H-I). All identified motifs were mapped within 250 bp of edit sites, further supporting the specificity and authenticity of the discovered sequences (Fig. 5E and S5J). 

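Distance to a motif was compared between called 3'-UTR sites and random adenosines of the same transcripts, with occurrences that covered the edited base itself left out. In HSCs 2287 UAGG then lay within 250 nt, against 2283 in the draws (2188 to 2390), and in MPPs 1592 against 1580 (1508 to 1666). Ran carried a UAGG within 20 nt upstream of its edited 3'-UTR base, whereas Cdc42 and Rhoa, GTPases of the cytoskeleton, had none so close. Within 50 nt, UAGG occurred 571 times in HSCs against 445 in the draws (389 to 508), and 435 against 429 without occurrences over the edited base. In MPPs the values were 424 against 306 (262 to 341), and 321 against 295 (253 to 330).

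A UAGG over the edited base was present at 136 of the 483 HSC sites edited inside UAG, 28.2% (95% interval 24.2 to 32.4%), and at 27.4% of UAG sites that were not called (two-sided Fisher's exact p = 0.834). In MPPs it was present at 103 of 350, 29.4% (24.7 to 34.5%), and at 29.0% (exact p = 0.936). Random adenosines in UAG were followed by G in 21.7% (16.1 to 26.7%) and 21.3% (18 to 26%) of cases.

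**Figure D3:**
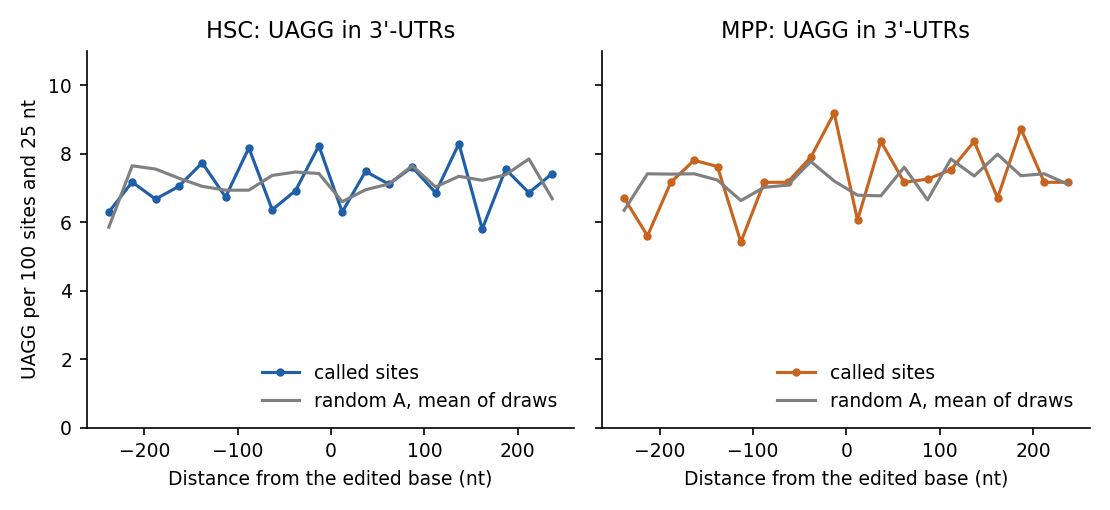
UAGG per 100 sites and 25 nt by distance from the edited base, for called 3'-UTR sites and random adenosines of the same 3'-UTRs, without occurrences over the edited base. In HSCs the called sites varied between 5.80 and 8.29 and the random adenosines between 5.85 and 7.84.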

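In 3'-UTRs of HSC and MPP targets, AAAAU, taken as the A-U rich element, and UAGGU were each more frequent within 250 nt of edited bases than near random adenosines of the same 3'-UTRs. The site of Actr2, a subunit of the ARP2/3 complex that nucleates actin, lay in such a region, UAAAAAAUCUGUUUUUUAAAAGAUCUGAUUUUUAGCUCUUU (chromosome 11, 20062547 to 20062587, minus strand). The edited base of Eif1a, a translation initiation factor, was the A of a UAG with runs of U on both sides and no AAAAU within 20 nt, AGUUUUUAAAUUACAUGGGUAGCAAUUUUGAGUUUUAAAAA (chromosome 18, 46608696 to 46608736, plus strand).

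UAGGU was found 674 times near HSC sites against 615 in 100 draws (541 to 668), a ratio of 1.10, and 481 times near MPP sites against 430 (381 to 485), a ratio of 1.12; without occurrences over the edited base the ratios were 1.04 and 1.07, inside the range of the draws. Against 3'-UTR sites that were not called, UAGGU was 1.07 times as frequent in HSCs (permutation p = 0.179) and 1.16 times in MPPs (permutation p = 0.0177), and without occurrences over the edited base 1.05 (permutation p = 0.336) and 1.16 times (permutation p = 0.0205). AAAAU was found 3131 times against 2886 (2749 to 2981) in HSCs and 2152 times against 1992 (1837 to 2118) in MPPs, a ratio of 1.08 in both. Against 3'-UTR sites that were not called, AAAAU was 1.17 and 1.19 times as frequent (two-sided permutation p = 1e-05 each, the smallest the test can give). Within 50 nt the ratios to random adenosines were 0.892 and 0.855, while those to sites that were not called were 1.20 (permutation p = 0.00233) and 1.16 (permutation p = 0.0306) and those to adenosines in UAG 1.08 and 1.04, or 0.993 and 0.947 without occurrences over the base. The permutations moved the call over single sites, although sites of the same 3'-UTR share sequence. Their p-values describe sites and not genes, and were not adjusted over motifs and windows.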

Within the 3’-UTR, SYNCRIP binds regions containing UAGGU and A-U rich. 

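The CDS sites near GUAAG were compared with random adenosines of the same annotated exons, introns included in the surrounding sequence. These exons can hold UTR sequence, so the random adenosines were not all coding. In HSCs 67 of 134 CDS sites (50.0%) and in MPPs 48 of 82 (58.5%) had a GUAAG within 250 nt. Fcgr3, a low-affinity receptor for IgG on myeloid cells, was edited in its CDS in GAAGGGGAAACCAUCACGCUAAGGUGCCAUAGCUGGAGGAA (chromosome 1, 171054115 to 171054155, minus strand), with UAAGG but no GUAAG within 20 nt. Csf2rb was edited in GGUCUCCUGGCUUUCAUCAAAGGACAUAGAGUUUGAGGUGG (chromosome 15, 78340532 to 78340572, plus strand).

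GUAAG occurred 92 times in HSCs against 91.7 in the draws (82 to 101) and 62 times in MPPs against 61.2 (53 to 69). Annotated 5' splice sites held 40 of the 92 (43.5%) and 33 of the 62 (53.2%). Compared with CDS sites that were not called, GUAAG was 1.49 times as frequent in MPPs (two-sided permutation p = 0.00786) and 1.16 times in HSCs (p = 0.262). Within 50 nt the MPP ratio was 2.84 (permutation p = 0.0005), and 2.43 without occurrences over the edited base (permutation p = 0.00416), and the HSC ratio 1.31 (permutation p = 0.276), while the ratio to random adenosines was 1.25 in MPPs and 1.03 in HSCs. As for the other motifs, the permutation p-values treat sites of the same gene as independent and were not adjusted over motifs and windows. In 3'-UTRs GUAAG was less frequent near called sites than near random adenosines, with ratios of 0.939 and 0.925. RNA without the introns was not modeled, so a GUAAG in an intron was counted even where the mature transcript lacks it.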

At CDS, SYNCRIP primarily recognizes G/AGUAAG motif, one of the three canonical U1 sites i.e. GGUAAG, GGUGAG, GUGAGU located adjacent to 5’ splice sites^44^. The motifs in 3’UTR are among consensus binding sites for RBP MSI2, which we previously found to cooperatively work with SYNCRIP to drive translation of shared target genes in leukemia cells^24^. These binding patterns indicate that SYNCRIP binds to a range of sequences, which in turn may influence its function in mRNA processing and translation.

We next investigated the relevant molecular and cellular programs regulated by SYNCRIP in HSCs. First, we performed enrichment analysis using Enrichr for the shared SYNCRIP targets in HSCs and MPPs to gain additional insights into pathways associated with SYNCRIP (Fig. 5F – Supplementary Data 11). 

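Transcripts for chaperones and myeloid proteins were among the shared targets, and ribosomal protein transcripts were nearly absent. Hspa13, an HSP70 family member of microsomes, was edited in 54.9 ± 19.8% of HSC and 53.9 ± 4.65% of MPP reads, and Dnajb4, an HSP40 co-chaperone, in 31.7 ± 2.82% and 36.1 ± 12.5%, with no EV editing (n = 3). Cybb was at 36.9 ± 7.41% in HSCs and 32.8 ± 1.75% in MPPs, Itgam, the integrin CD11b, at 25.0 ± 30.0% and 14.4 ± 7.18%, and Angpt1 at 23.5 ± 6.52% and 25.0 ± 7.80%. Of the ribosomal proteins only Rps3a1 was called, in the CDS and in HSCs (11.0 ± 0.732% against 0.154 ± 0.100%).

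Gene lists fixed beforehand were used in place of Enrichr libraries, with the genes tabulated in both cell types as background and two-sided Fisher's exact tests adjusted over 11 lists. Of 13 tabulated ribosomal proteins none was a shared target, against 44.5% of other genes (adjusted p = 0.00989); 1 of 17 was an HSC target (adjusted p = 0.00462) and none of 15 an MPP target (adjusted p = 0.00784). Over the alternative settings the adjusted p ranged from 0.0014 to 0.615 in HSCs and from 0.00278 to 0.620 in MPPs, and with a difference of at least 0.2 the call was lost in both, although 0 of 17 and 0 of 15 were called (odds ratios 0.122 and 0.164). Without MPP EV replicate 1 the MPP call was lost too (odds ratio 0.125, adjusted p = 0.0815). Shared targets numbered 9 of 21 chaperones (adjusted p = 1), 7 of 11 myeloid genes (0.633), 3 of 9 HSC-associated genes (1) and 0 of 1 marker of other cell types (1). Adjusted over the list alone, the numbers of genes called in both were 9, 7, 3 and 0, and none for ribosomal proteins. A test on tabulated genes asks which edited transcripts were called, a narrower question than enrichment against all genes.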

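Transcripts of RNA-binding proteins were targets more often than other tabulated transcripts, but not past the threshold once read depth, or expression and site number, was taken into account. They included Mbnl3 (56.9 ± 2.79% in HSCs, 65.5 ± 14.3% in MPPs) and Rbm3, a cold-induced RNA-binding protein (46.1 ± 16.1% and 31.8 ± 14.0%). Of translation factors, Eif1a was at 23.2 ± 2.65% and 17.8 ± 3.15%, Paip2, an inhibitor of the poly(A)-binding protein, at 17.8 ± 1.64% and 13.7 ± 1.79%, and Eif4ebp2, which binds and blocks EIF4E, at 32.7 ± 6.76% and 29.0 ± 18.9%. Among ubiquitin enzymes, besides Ube2d3, the ligase Rnf138 was at 33.8 ± 2.47% and 28.5 ± 7.80% and Ubr1, of the N-degron pathway, at 34.1 ± 14.3% and 15.3 ± 15.4% (n = 3 each, EV 0 to 3.03 ± 5.25%).

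Of 72 tabulated RNA-binding proteins 47 were HSC targets (65.3% against 45.8% of other genes, odds ratio 2.22, adjusted p = 0.00639), 39 of 66 MPP targets (59.1% against 40.6%, adjusted p = 0.0180) and 37 of 61 shared targets (60.7% against 43.5%, adjusted p = 0.0472, two-sided Fisher's exact tests adjusted over the lists). Ubiquitin enzymes had 28 of 51, 20 of 37 and 20 of 31, the last with an odds ratio of 2.34 and Fisher's exact p = 0.0272 (adjusted p = 0.0999), and translation factors 10 of 20, 7 of 18 and 6 of 16 (adjusted p = 0.824, 1 and 0.982). Adjusted over the list alone, HSC, MPP and shared targets were 47, 39 and 37 RNA-binding proteins, 28, 20 and 20 ubiquitin enzymes and 10, 7 and 6 translation factors. The call for RNA-binding proteins was lost in logistic regression with expression and number of tabulated sites as covariates (adjusted p = 0.136 in HSCs and 0.421 in MPPs), with odds ratios of 1.85 and 1.75 against 2.22 and 2.12 before. It was also lost against a background of genes with at least 20 reads in every library, where 29 of 51 were HSC targets (odds ratio 1.36, adjusted p = 0.595) and 23 of 47 MPP targets (odds ratio 1.12, adjusted p = 1, Fisher's exact tests). Over all alternatives the adjusted p ranged from 0.00639 to 0.686 in HSCs and from 0.000715 to 1 in MPPs.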

Significant portions of SYNCRIP targets are involved in mRNA processing and translation with RNA binding activities as well as ubiquitin-mediated proteolysis. Interestingly, we also observed a strong association with RHO GTPase effectors and actin cytoskeleton organization.

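Both small GTPase signaling and the actin cytoskeleton had edited transcripts. Of Rho regulators and effectors, Dock10, an exchange factor of CDC42 and RAC, was edited in 31.6 ± 3.98% of HSC and 21.9 ± 6.02% of MPP reads, and Wipf1, a partner of WASP, in 24.5 ± 3.53% of HSC reads. Of actin proteins, Actr2 was at 34.3 ± 2.72% and 28.4 ± 2.41%, Add3, the adducin that caps filaments, at 24.5 ± 9.19% and 24.4 ± 3.21%, and Tpm3, a tropomyosin, at 20.8 ± 1.68% and 16.6 ± 1.44%. Of other small GTPases, Rab31, of endosome traffic, was at 34.3 ± 4.87% and 26.3 ± 5.49% and Rab8a, of exocytosis, at 22.5 ± 1.24% and 15.2 ± 2.02% (n = 3 each, EV at most 1.08 ± 0.333%).

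Of 24 tabulated Rho genes 16 were HSC targets (66.7%, odds ratio 2.33, p = 0.0624, adjusted p = 0.229), 10 of 18 were MPP targets (adjusted p = 0.550) and 9 of 16 shared targets (0.823). Actin genes had 11 of 20 (55.0%, adjusted p = 0.554), 8 of 19 (1) and 8 of 18 (1), and Ras, Rab, Rap, Arf and Ran genes 19 of 32 (59.4%, 0.428), 13 of 28 (1) and 13 of 23 (0.639), in two-sided Fisher's exact tests adjusted over the lists. Adjusted over the list alone, HSC, MPP and shared targets were 16, 11 and 10 Rho genes, 11, 8 and 8 actin genes and 19, 13 and 13 of the other GTPases. None of these lists passed the adjusted test, in which the background was other tabulated transcripts.

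**Figure D4:**
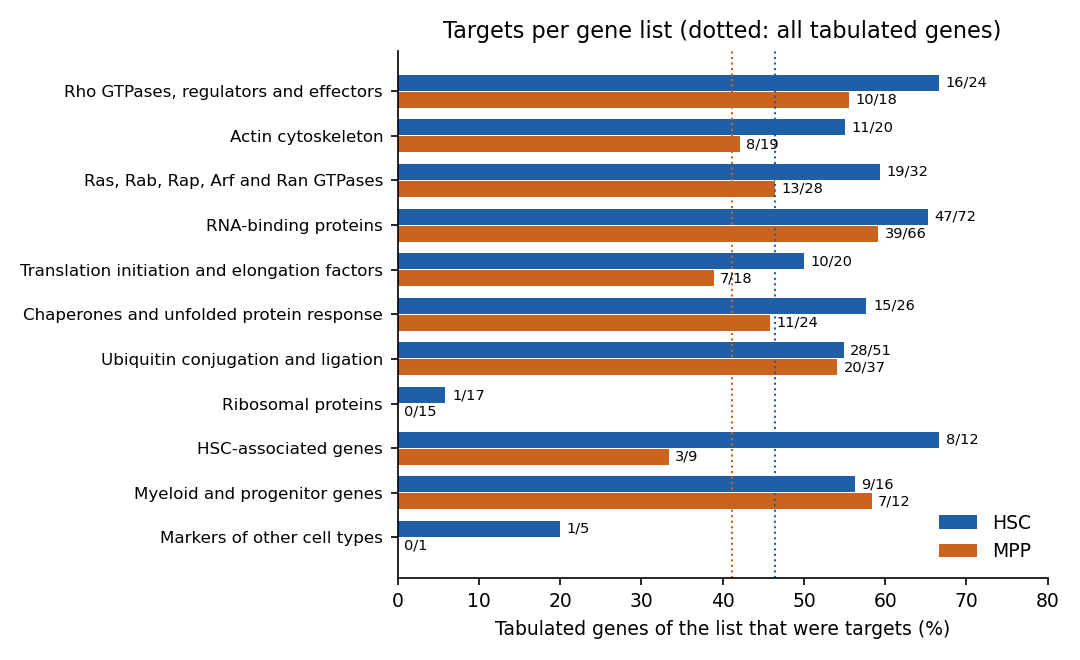
Percent of the tabulated genes of each list that were targets in HSCs and MPPs, with targets and tabulated genes beside each bar and all tabulated genes as dotted lines. RNA-binding proteins lay above and ribosomal proteins below the dotted lines, with 5.88% of the latter being HSC targets.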

To determine whether binding of SYNCRIP influences the abundancy of its targets, we profiled transcriptomic changes in *Syncrip* deficient HSCs by performing RNA-seq analysis of HSCs from *Syncrip*^Δ/Δ^ vs. *Syncrip*^f/f^ recipient mice (Fig. S5K and Supplementary Data 12). We functionally annotated the transcriptomic data by performing Gene set enrichment analysis (GSEA)^24,25^ using the ranked list of differentially expressed genes in *Syncrip*^Δ/Δ^ HSCs (Δ/Δ vs. f/f; Supplementary Data 13). We found that gene expression programs associated with differentiation of HSCs toward progenitors or myeloid development^45,46^ were suppressed in *Syncrip* deficient HSC while significantly enrichment of genes upregulated in SYNCRIP-depleted HSCs was observed with the set of genes highly expressed in primitive HSCs^46^, (Giladi et al., 2018), (Cabezas-Wallscheid, N. et al., 2017) (Fig. S5L-O). In contrast to the reduced self-renewal phenotype previously observed, *Syncrip* deficient HSC displays a transcription profile reflecting a strong preservation of HSCs’ stemness and fitness, suggesting a potential transcriptional compensation for these cellular programs. Both gene ontology (GO biological process) and Reactome analysis of *Syncrip*^Δ/Δ^ deficient HSCs demonstrated a decrease in expression of genes associated with neutrophil-mediated immunity and regulation of cell cycle at the mitotic while there was an increase in expression of genes involved in respiratory electron transport, ribosome biogenesis and translation (Fig. 5G-Supplementary Data 14). 

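Targets shared by HSCs and MPPs were compared with the transcripts the authors list as changed in Syncrip deficient HSCs. Transcripts that fell in those cells included, chosen after the lists were compared, the actin genes Actr2, Capza2 and Lcp1 and the RNA-binding proteins Csde1, a cold shock domain protein, and Ddx3x, an RNA helicase. Transcripts that rose included 4 shared targets, Bcl7c, a subunit of chromatin remodelers, Ece1, the endothelin-converting enzyme, Hnrnpa0 and Purb, both binders of nucleic acids.

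Of the 711 shared targets 110 (15.5%) were in the list of lower transcripts, against 64 of 901 other genes tabulated in both cell types (7.10%, odds ratio 2.39, two-sided Fisher's exact p = 1.1e-07). The 110 include Syncrip itself, the gene deleted in those cells. In the list of higher transcripts the shares were 0.563% and 0.777% (exact p = 0.764). With all HSC targets in place of the shared ones, 159 of 1184 (13.4%) were in the list of lower transcripts and 9 in that of higher ones. The counts of changed transcripts come from the supplementary data of the paper, and the RNA-seq of deficient HSCs was not analysed here.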

Similar to what we observed in SYNCRIP-ADAR overexpression (Fig. S5E, F), there was little overlap between SYNCRIP direct targets and transcripts whose expression is impacted by loss of *Syncrip* (Fig. 5H and S5P). These data indicate that SYNCRIP does not exhibit a strong transcriptional control and potentially plays a more dominant role in post-transcriptional regulation.

To determine the impact of *Syncrip* loss on the proteome of HSPCs, we sorted LSKs from *Syncrip*^Δ/Δ^ vs *Syncrip*^f/f^ recipient mice and used label-free quantitative high-resolution mass spectrometry proteomics for differential proteome analysis. We quantified more than 2000 proteins per condition with at least 3 unique peptides per protein (FDR < 0.01, Supplementary Data 15). Interestingly, in contrast to the transcriptomic profile (Fig. S5L-O), GSEA analysis of differentially expressed proteins in *Syncrip*^Δ/Δ^ vs. *Syncrip*^f/f^ revealed a reduced abundance of proteins associated with HSC features and with cellular response to stress (Fig. 5I, J), reflecting the phenotypes of *Syncrip* deficient HSPCs. We overlapped the lists of SYNCRIP direct binding targets, SYNCRIP effector mRNAs (RNA-seq 2FC; FDR < 0.05) and proteins (Mass spectrometry analysis 2FC, FDR < 0.1) (Supplementary Data 16). We identified 12 and 51 direct targets of SYNCRIP whose both mRNAs and proteins were reduced and whose protein abundancy were impacted by SYNCRIP KO respectively (Fig. 5K, L). 

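The shared targets whose mRNA and protein were both listed as lower in Syncrip deficient cells were Actr2, Capza2, Chordc1, Csde1, Ddx3x, Lcp1, Mtpn, Plek, Rab8b, Rpe, Sh3bgrl and Syncrip, 12 genes. Syncrip is the deleted gene, so its lower mRNA and protein were fixed by the deletion, and it is counted in the overlaps given here. Capza2 and Lcp1 cap and bundle actin filaments, Plek is pleckstrin, a substrate of protein kinase C, and Chordc1 is a co-chaperone of HSP90. A further 57 shared targets were listed as lower in protein only. Among them, chosen after the lists were compared, were Hmgb1 and Hmgb2, chromatin proteins, Ywhae and Ywhag, 14-3-3 proteins, Itgb1, the beta 1 integrin, and Pabpc1, the cytoplasmic poly(A)-binding protein. Syncrip itself was edited in its 3'-UTR in 54.7 ± 10.3% of reads in S-ADAR HSCs against 1.08 ± 1.86% with EV, and in 31.1 ± 7.47% of MPP reads against 0 (n = 3).

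In total 69 of 711 shared targets (9.70%) were listed as lower in protein, against 119 of 901 other genes tabulated in both cell types (13.2%). The odds ratio was 0.706 (two-sided Fisher's exact p = 0.0347, p = 0.0276 to 0.627 over the alternatives). Among genes whose protein was measured, a background chosen after the values were seen, 69 of 190 shared targets (36.3%) and 119 of 279 other genes (42.7%) were listed as lower (odds ratio 0.767, two-sided Fisher's exact p = 0.180; p = 0.0738 to 0.845 over the alternatives). The supplementary table of measured proteins was read without its last 216 entries, those with the smallest decrease. These can only add proteins that were not listed as lower, so both shares and the odds ratio could differ with them. The paper's own list of shared targets gave 63 genes lower in protein, of which 12 were also lower in mRNA and 51 were not.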

ENRICHR analysis of these SYNCRIP targets showed a strong enrichment for RHO GTPase effectors and pathways involved in control of cytoskeleton in addition to RNA binding proteins including MSI2 (Fig. 5M- Supplementary Data 17). 

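Among the shared targets listed as lower in protein were 4 Rho GTPase genes (Cdc42, Iqgap1, Pak2 and Rhoa), 4 actin genes (Actr2, Capza2, Lcp1 and Msn) and 17 RNA-binding proteins. The latter included Msi2 and, chosen after the lists were compared, Elavl1, which stabilizes AU-rich transcripts, Caprin1, of stress granules, Hnrnpu, Srsf1 and Srsf3. Msi2 had 6 called sites in HSCs and 5 in MPPs. The strongest of these, in the 3'-UTR, was edited in 74.0 ± 11.1% of reads in S-ADAR HSCs and 20.1 ± 14.9% in EV HSCs (adjusted p = 0.00889), and in 66.7 ± 0% and 7.41 ± 12.8% in MPPs (adjusted p = 0.00381, beta-binomial test, n = 3). Msn, moesin, which links actin to the membrane, was at 20.4 ± 1.19% in HSCs and 14.6 ± 1.39% in MPPs, and Iqgap1, a scaffold of RAC1 and CDC42, at 28.7 ± 14.3% and 11.4 ± 4.37%, at different sites.

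The strongest Msi2 site had 7 to 25 reads per library in HSCs and was also edited in EV cells. Protein levels were taken from the list in the paper and not analysed here. None of the Rho genes and 3 of the actin genes of this group (Actr2, Capza2 and Lcp1) were also listed as lower in mRNA.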

We also noticed several proteins associated with GTPase signaling and cell polarity (highlighted in Fig. 5L) including CDC42, RHOA, and RAN to be reduced in *Syncrip* deficient HSPCs. These data point to a direct link between SYNCRIP binding targets and cellular polarity and cytoskeleton organization via control of the RHO GTPase activities.

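Cdc42, Rhoa and Ran each carried 1 called 3'-UTR site at the same position in HSCs and MPPs. Rhoa, the GTPase of stress fibers and contractility, was edited in 10.8 ± 0.459% of reads in S-ADAR HSCs and 0.0963 ± 0.167% in EV HSCs (adjusted p = 8.31e-05), and in 11.2 ± 1.96% and 0.136 ± 0.150% in MPPs (adjusted p = 0.000183). Ran was edited in 18.1 ± 8.35% and 1.54 ± 2.17% in HSCs (adjusted p = 0.00863), and in 16.7 ± 0.277% and 0.183 ± 0.317% in MPPs (adjusted p = 0.000182, beta-binomial test, n = 3 each). Ran mRNA was at 415 FPKM in EV HSCs and 387 in EV MPPs, and Rhoa mRNA at 181 and 119 FPKM in S-ADAR and EV HSCs and at 149 and 186 in MPPs.

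The Rhoa site was at position 108337097 of chromosome 9 (gene 108306160 to 108337943, plus strand), in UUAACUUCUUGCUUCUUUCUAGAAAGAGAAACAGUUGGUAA, 108337077 to 108337117. The Ran site was at position 129023465 of chromosome 5 (gene 129020156 to 129024322, plus strand), in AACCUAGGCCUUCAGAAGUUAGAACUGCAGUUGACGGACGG, 129023445 to 129023485. Both edited adenosines lay in UAG. The Rhoa difference was just above the limit of 0.1 in both cell types.

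**Figure D5:**
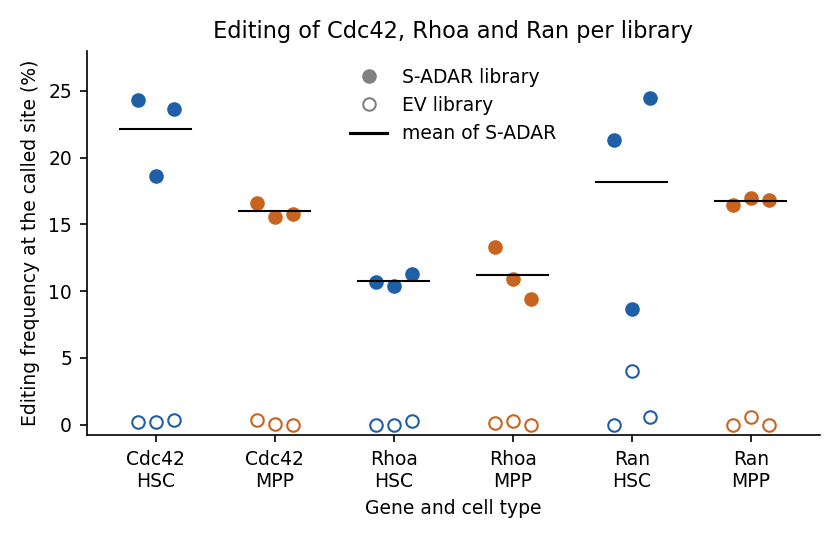
Editing frequency at the called 3'-UTR site of Cdc42, Rhoa and Ran in each library of HSCs and MPPs, with the S-ADAR mean as a line. All S-ADAR libraries lay above all EV libraries, and the 3 S-ADAR HSC libraries spread most at Ran, with an SD of 8.35 points.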

### SYNCRIP controls cellular polarity via CDC42

GTPase protein family has been implicated in regulation of many aspects of HSPCs function such as proliferation, cytoskeleton organization, polarity, adhesion and migration^47^. Among them, CDC42 is characterized as a central regulator of cytoskeleton dynamics and cell polarity of which proper activities is important to maintain HSC self-renewal and quiescence^48,49^. Given that CDC42 was identified as a direct mRNA target bound by SYNCRIP^50^, and protein expression is reduced upon SYNCRIP KO, we further investigated the control of CDC42 expression by SYNCRIP in HSCs. 

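The Cdc42 transcript was edited at 1 called site in its 3'-UTR, at position 137320350 of chromosome 4 (gene 137319696 to 137357759, minus strand). S-ADAR HSCs had 22.2 ± 3.12% edited reads and EV HSCs 0.234 ± 0.123%, and MPPs 16.0 ± 0.577% and 0.152 ± 0.194% (n = 3 each). The edited A was the 21st base of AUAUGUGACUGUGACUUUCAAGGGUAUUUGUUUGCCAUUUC, at 137320330 to 137320370. Cdc42 mRNA was among the more abundant tabulated transcripts, at 326 FPKM in S-ADAR and 349 in EV HSCs and at 339 and 335 FPKM in MPPs.

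In the beta-binomial test the adjusted p was 8.31e-05 in HSCs and 6.3e-05 in MPPs, with 1097 to 1330 reads per library in HSCs. A further Cdc42 3'-UTR site in HSCs, at position 137320883, was at 8.53 ± 1.11% and 0.101% and was under the difference of 0.1. Editing shows where the fusion acted on the transcript and carries no measure of CDC42 protein.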

Using immunofluorescence (IF) imaging, we confirmed that depletion of SYNCRIP resulted in a significant reduction in CDC42 expression in sorted HSCs (Fig. 6A–C). Note that the SYNCRIP antibody also recognizes HNRNP-R as shown in immunoblots (Fig. 1B and supplemental Fig. 1S), resulting in background signal in our IF assays. As previously reported with CDC42 depleted HSCs, we also observed a concurrent reduction in abundance of TUBULIN and a loss of cellular polarity demonstrated by decreased formation of polarized TUBULIN in SYNCRIP deficient HSCs (Fig. 6D, E). The results indicated a direct involvement of SYNCRIP in establishing cellular polarity via its control of CDC42 abundance.

**Fig. 6:**
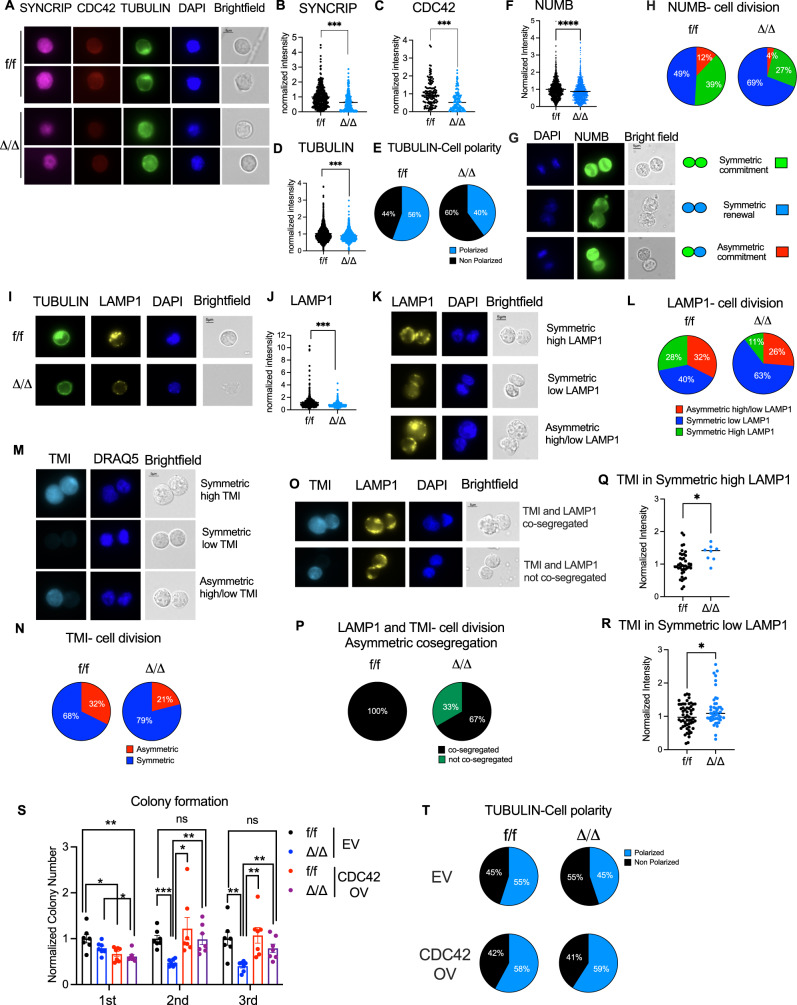
SYNCRIP controls HSC polarity and symmetric vs. asymmetric division. **A** Representative images of immunofluorescence (IF) staining of SYNCRIP, CDC42 and TUBULIN in hematopoietic stem cells (HSCs). **B**–**D** Quantification of normalized IF intensity SYNCRIP (*Syncrip*^f/f^ *n* = 379, *Syncrip*^Δ/Δ^ *n* = 300) (**B**) and CDC42 (*Syncrip*^f/f^ *n* = 133, *Syncrip*^Δ/Δ^ *n* = 129) (**C**) and TUBULIN (*Syncrip*^f/f^ *n* = 2482, *Syncrip*^Δ/Δ^ *n* = 1703) (**D**). All *p* < 0.0001. **E** Percentage of polarized vs. unpolarized HSCs based on TUBULIN (*n* = 4-5/genotype; *Syncrip*^f/f^ *n* = 99 and *Syncrip*^Δ/Δ^ *n* = 175). **F** Quantification of normalized IF NUMB intensity in HSCs. (*Syncrip*^f/f^ *n* = 1319 and *Syncrip*^Δ/Δ^ *n* = 929, *p* < 0.0001). **G** Representative images of paired NUMB daughter assay of HSCs. **H** Percentage of doublet cells in each type of cell division (*n* = 4-5/genotype; *Syncrip*^f/f^ *n* = 108 and *Syncrip*^Δ/Δ^ *n* = 52). **I** Representative images of IF staining of TUBLIN, LAMP1 and DAPI in HSCs. **J** Quantification of normalized IF LAMP1 intensity in HSCs. (*Syncrip*^f/f^ *n* = 566 and *Syncrip*^Δ/Δ^ *n* = 566, *p* < 0.0001). **K** Representative images of paired LAMP1 daughter assay of HSCs. **L** Percentages of doublet cells in each type of cell division (*n* = 4-5 each genotype; *Syncrip*^f/f^ *n* = 110 and *Syncrip*^Δ/Δ^ *n* = 165). **M** Representative images of paired TMI daughter assay of HSCs. **N** Percentages of doublet cells in each type of cell division (*n* = 4-5 each genotype; *Syncrip*^f/f^ *n* = 71 and *Syncrip*^Δ/Δ^ *n* = 38). **O** Representative images of paired TMI and LAMP1 daughter assay of HSCs. **P** Percentages of asymmetric divided cells. (*n* = 4-5 each genotype; *Syncrip*^f/f^ *n* = 10 and *Syncrip*^Δ/Δ^ *n* = 6). **Q**, **R** Quantification of normalized IF intensity of TMI in doublet cells symmetric high LAMP1 *Syncrip*^f/f^ *n* = 40 and *Syncrip*^Δ/Δ^ *n* = 8, *p* = 0.018 (**Q**) and symmetric low LAMP1 *Syncrip*^f/f^ *n* = 56 and *Syncrip*^Δ/Δ^ *n* = 48, *p* = 0.022 (**R**). **S** Normalized colony numbers 1st, 2nd and 3rd plating of *Syncrip*^f/f^ and *Syncrip*^Δ/Δ^ LSK cells transduced with empty vector (EV) or expressing CDC42 (CDC42-OV) (*n* = 7/condition). **T** Percentages of polarized vs. unpolarized cells based on TUBULIN (*Syncrip*^f/f^-EV *n* = 20; *Syncrip*^Δ/Δ^-EV *n* = 29; *Syncrip* ^f/f^ CDC42-OV *n* = 22; and *Syncrip*^Δ/Δ^ CDC42-OV *n* = 19). Scale bars 5μm. Source data are provided as Source Data File. All data represent mean ± s.e.m. p values were calculated by two-tailed *t-test*. *p < 0.05,^**^p < 0.01, ^***^p < 0.001 and ns: not significant.

Establishment of cellular polarity is connected with inheritance of fate determinants in daughter cells during division, including during asymmetric versus symmetric cell division^51^. We examined whether aberrant polarization induced by SYNCRIP deficiency alters this process, thus influencing cell fate determination. As we observed that SYNCRIP depletion decreased NUMB protein abundance (Fig. 6F), we then wanted to evaluate patterns of NUMB protein in a paired daughter cell division assay. During HSC division, NUMB distribution is used as surrogate indicators for three possibilities: symmetric renewal (both low NUMB), symmetric commitment (both high NUMB) and asymmetric cell division (low vs. high NUMB)^22,52,53^. We found that *Syncrip* deletion reduced frequencies of asymmetric cell division and symmetric commitment with a significant increase in symmetric renewal (Fig. 6G, H).

In addition to NUMB, lysosomal-associated membrane protein 1 (LAMP-1) marked lysosomes^54^ can be asymmetrically divided among HSC daughter cells and asymmetric division can dictate cell fate acquisition in these cells^55^. Lysosomes are important degradation machinery in cells, they’re responsible for recycling and removal of excessive proteins and other macromolecules^56^. Additionally, it has been shown that HSC division contributes to maintain proteostasis by diluting misfolded proteins, thus allowing HSCs to preserve long-term regenerative capacity^15^. Hence, lysosome activity and distribution could play an important role in mediating these processes. Moreover, generation and localization of lysosomes and associated vesicles i.e., autophagosomes and mitophagosomes is highly dependent on the transport of vesicular cargos and intracellular trafficking mediated by dynamic activities and polarization of the cytoskeleton^57–59^. Thus, we examined lysosomes in HSCs upon SYNCRIP depletion and found that LAMP1 abundance was reduced compared to the controls (Fig. 6I, J). Interestingly, we observed a shift to increased symmetric division in cells with low LAMP1 expression at the expense of reduced asymmetric division of LAMP1 partition in *Syncrip* deficient HSCs (Fig. 6K, L). Altogether, these data suggest that SYNCRIP regulates cell polarization, and partition of lysosomes possibly via its control of GTPase-mediated cytoskeleton activities in HSCs.

Given our observation of increased unfolded proteins in *Syncrip* deficient HSCs (Fig. 4), we wanted to explore a potential connection between altered lysosomes and segregation of unfolded proteins during HSC division. We first confirmed that TMI is elevated in SYNCRIP deleted HSCs by IF staining (Fig. S6A). Interestingly, we observed that TMI levels in HSCs were strongly correlated with LAMP1 and NUMB protein levels (Figure S6B, D), suggesting that lysosomal production might correspond to accumulation of TMI marked unfolded proteins. Therefore, we asked whether TMI distribution to HSC daughter cells during division follows the pattern of LAMP1 and NUMB commitment divisions. We observed that TMI was also divided into paired daughter cells in three distinct patterns i.e. symmetric high TMI, symmetric low TMI and asymmetric high/low TMI (Fig. 6M) analogous to LAMP1 and NUMB. *Syncrip* deletion resulted in fewer HSCs undergoing TMI asymmetric division (Fig. 6N).

Furthermore, co-staining of HSCs with TMI and LAMP1 (Fig. 6O and S6E) demonstrated that LAMP1 and TMI co-segregated when LAMP1 and TMI were asymmetrically divided in paired daughter cells. Upon SYNCRIP depletion, the pattern of co-segregation of LAMP1 and TMI was disrupted (Fig. 6P). Interestingly, while there was no significant shift in other co-staining patterns of LAMP1 and TMI, we found a significant an increase in TMI levels in HSCs undergoing both symmetric high or low LAMP1 but not asymmetric division (Fig. 6Q–R and S6F). Elevation in TMI signals were also observed when co-staining TMI with NUMB in the daughter cell assay (Fig. S6G–J). These data suggested that loss of *Syncrip* resulted in defective lysosomal-mediated degradation and partition of misfolded proteins. This in turn may affect the ability of HSCs to dump out misfolded proteins to progenitor cells during asymmetric division, thus further exacerbating the stress within HSCs.

To further demonstrate CDC42 as the functional downstream target of SYNCRIP in HSCs, we evaluated whether restoration of CDC42 can rescue the defects in *Syncrip* deficient cells. We retrovirally overexpressed CDC42 in sorted LSK cells from *Syncrip* KO and *Syncrip* WT mice and observed that CDC42 overexpression at least partially reversed the reduction in ability of HSPCs to serially replate after SYNCRIP depletion (Fig. 6S). Importantly, overexpression of CDC42 also restored TUBULIN abundance (Fig. S6K, L) and reestablished TUBULIN-dependent cell polarity in SYNCRIP deleted HSPCs (Fig. 6T, Supplemental Movie 1, 2, 3, 4).

To test if CDC42 overexpression can rescue the defect in vivo, *Syncrip*^Δ/Δ^ and *Syncrip*^f/f^ LSK cells from primary mice were transduced with CDC42 overexpression (OV) retrovirus, and 1 × 10^4^ transduced LSK cells were transplanted into CD45.1 recipients. Chimerism in the bone marrow was evaluated at 24 weeks post-transplantation to read out long-term engraftment. We observed that CDC42 OV did not improve SYNCRIP KO HSPCs’ engraftment deficiency at the level of total bone marrow and multiple progenitors. However, OV of CDC42 resulted in preservation of long-term engraftment within the LT-HSCs (Fig. S6M). The data suggested that while CDC42 alone is not sufficient to rescue the full reconstitution potential of SYNCRIP-deficient HSPCs, CDC42 at least in part is responsible for SYNCRIP’s role in maintaining reconstitution in HSCs. The data also suggest that there might be context-dependent targets and function for SYNCRIP between HSCs vs. HSPCs and possibly downstream hematopoietic cells. Our multi-omics analysis in fact identified many other targets and pathways influenced by SYNCRIP, including other Rho GTPases and other RBPs. It is conceivable that in the context of progenitors and total bone marrow engraftment, activities of multiple targets are required to compensate for loss of *Syncrip*. Overall, these data suggest that SYNCRIP regulated HSCs’ function in part through translational control of CDC42.

## Discussion

RNA binding proteins are emerging as key regulators in maintaining HSCs by impacting properties such as self-renewal and cell fate decisions^22,34,60–62^. Here, our study demonstrates that the RBP SYNCRIP, which has previously been identified to be required for the leukemia stem cell program^24^ maintains self-renewal of HSPCs in adult hematopoiesis. Upon conditional ablation of *Syncrip*, we found reduced lymphocyte blood counts in the periphery and an increase in LSK frequency. The data indicates an overall modest effect on adult blood cell development and steady state hematopoiesis. The most significant defects observed were reduced reconstitution capacity of the HSCs and progenitors emerged from various regenerative insults including transplantation and irradiation.

It was previously identified that protein homeostasis is maintained in a cell-specific manner, where HSCs have lower protein synthesis rates than restricted progenitors^13^. HSCs are particularly sensitive to alterations in protein synthesis and even a modest increase in protein synthesis reduces HSCs protein quality, resulting in an impairment of self-renewal^15,63^. Transcriptional profiling of our SYNCRIP KO HSCs demonstrated an increase in stem cell and translation signatures, along with an increase in nascent global protein synthesis. We also observed that SYNCRIP KO HSCs have an increased burden of unfolded/misfolded proteins. These downstream effects after *Syncrip* loss likely contribute towards a failure to maintain HSC self-renewal. On the other hand, it is noted that we also observed an increase in cycling MPPs after transplantation, suggesting that activation of progenitor compartments and subsequently reduction of blood production may contribute to the overall impact on HSPC function. Although loss of quiescence can lead to loss of self-renewal, we found that transplanted *Syncrip* deficient HSCs exhibited equivalent cycling, activation, and division with WT HSCs.

There are several pathways that HSCs utilize to protect themselves from proteotoxic stress such as the ubiquitin-proteasome system^64^, autophagy^65,66^, and the ER unfolded protein response^67,68^. The purpose of these pathways is to relieve stressors by attenuating translation, removing or promoting proper folding of unfolded proteins, and, in the case of chronic stress, inducing apoptosis in HSCs^69^. Single-cell transcriptomic (scRNA-seq) analysis demonstrated a deregulated stress response unique to SYNCRIP KO HSC populations, which was characterized by HSF-1-dependent activation of heat shock proteins i.e., HSP70 and HSP90. We further validated increased expression of HSP70 protein as well as an accumulation of a dysregulated epichaperome network that was more sensitive to inhibition of HSP90 in HSCs. Despite being previously characterized in cancer, including acute myeloid leukemia as a pro-survival mechanism and a response to oncogenic stress^39,70^, the formation of the aberrantly reorganized chaperone protein networks reflects an abnormal cellular state. Therefore, the enhanced epichaperome observed in *Syncrip* deficient HSCs strongly indicated an altered proteome.

Additionally, while HSF1 activation has been shown to help maintain proteostasis in cultured and aging HSCs^71^, activation of HSF1 response in SYNCRIP KO HSCs is not sufficient to compensate for SYNCRIP’s loss of function. In fact, we also observed activation of ER stress, specifically an increase in ATF4 and CHOP protein expression associated with the PERK arm of the UPR, as well as morphological changes in the ER that suggest the presence of mild ER stress. As previously demonstrated, the altered stress program was selective for HSCs and not MPPs. Despite activation of these stress response pathways, SYNCRIP KO HSCs failed to alleviate the proteotoxic stress that likely contributes to HSC function. This suggests a broad and essential role of SYNCRIP in safeguarding the healthy proteome in HSCs.

Although we did not observe stress-related pathways in the MPPs, we did observe upregulation of multiple mitochondrial and respiratory electron transport-related pathways indicating SYNCRIP may be influencing mitochondrial activity in the MPP populations. Multiple studies have linked the importance of mitochondrial activity with HSC function, and it’s been shown that lower mitochondrial activity promotes self-renewal function in HSCs^72,73^. Further work will be necessary to address what role SYNCRIP plays in influencing mitochondrial activity.

To identify the direct effectors and downstream functional pathways of SYNCRIP in HSCs, we employed a multiomic approach where we incorporated techniques tailored for low input materials derived from HSCs. We utilized Hypertribe technology to uncover SYNCRIP’s direct mRNA targets and transcriptomic and proteomic profiling of HSCs and HSPCs respectively. We found that direct binding of SYNCRIP to its mRNA targets generally does not impact its abundancy, strongly suggesting that SYNCRIP might play a more dominant role in post-transcriptional gene expression regulation. We identified that SYNCRIP has two major direct effects (Fig. 7). The first is maintaining translation of other RNA binding proteins including MSI2 and other RBPs that control the low translational output in HSCs. Secondly, we uncovered a direct link between SYNCRIP with several functional pathways associated with GTPase activity and cytoskeleton organization. We found that SYNCRIP translationally controls expression of Rho GTPase CDC42, which is well characterized to be essential for HSC engraftment^48,49,74^ and it has been observed that changes in CDC42 activity or expression creates cytoskeletal polarity defects in HSCs^49,75,76^.

**Fig. 7:**
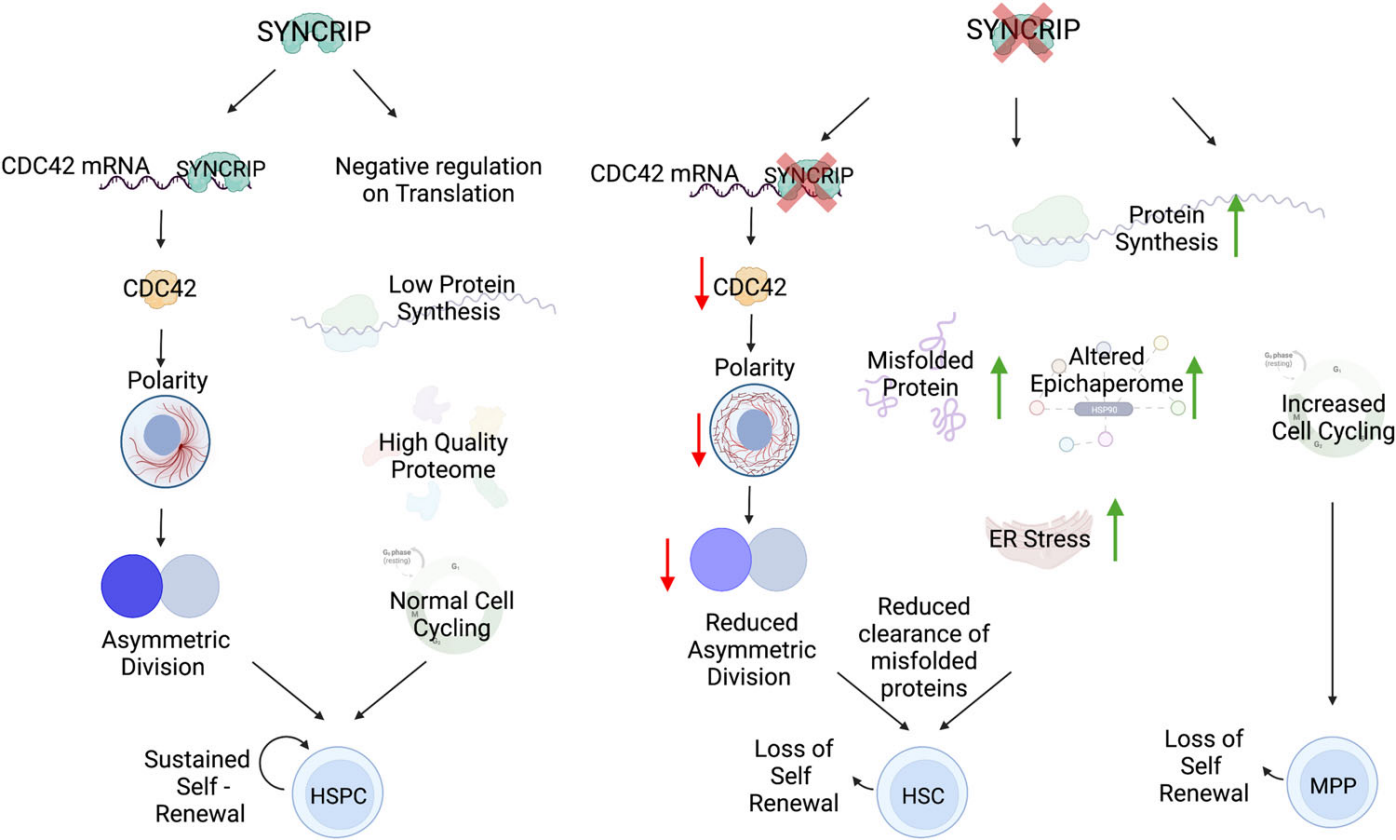
Graphical abstract illustrating SYNCRIP controls proteome quality and CDC42-mediated cell polarity and division to maintain self-renewal of reserve HSCs. Model showing mechanism for how SYNCRIP regulates HSPC properties. Left panel shows normal conditions with SYNCRIP and right panel shows HSPC conditions without SYNCRIP. Figure created with BioRender.com.

The establishment of cell polarity by CDC42 also helps regulate cell division and segregation of cell fate determinants and dilution of protein components^77^. It has been recently described that lysosome are asymmetrically inherited with asymmetrical inheritance of lysosomes predicting differentiated multipotent progenitor cells^55^. Lower lysosomal inheritance is associated with co-inheritance of differentiation markers such as CD71, suggesting cells with HSC daughter cells with low levels of lysosomes are primed to differentiate^55^. Additionally, HSC quiescence has been linked to greater abundance of large lysosomes^78^. We observed SYNCRIP depletion decreasing cell polarization, LAMP-1 marked lysosomes and asymmetric inheritance of lysosomes. Another role for polarization and asymmetric cell division is to deposit misfolded proteins into the differentiated daughter cells protecting the HSCs (Hidalgo San Jose et al., 2020). In fact, we observed both elevated accumulation of TMI in HSCs and abnormal pattern of distribution of TMI together with LAMP1 and NUMB in paired daughter cells. This suggest that there is a failure to remove excessive misfolded proteins in HSCs due to inability to deposit them to differentiated daughter cells. These abnormal cellular activities we proposed impact the ability to maintain the self-renewal capacity of HSCs. Due to the challenges to assess in vivo asymmetric division it is difficult to fully prove if these defects in polarity are driving the in vivo self-renewal loss.

In summary, we demonstrate that SYNCRIP has an essential role in maintaining self-renewal of HSPCs. We also demonstrate a mechanism for how an RBP maintains HSC proteostasis, advancing the current understanding of how RBPs and post-transcriptional regulation influence stem cell properties.

## Methods

### Animal research ethical regulation statement

All animal studies were performed on animal protocol #11-10-025 approved by the Institutional Animal Care and Use Committee (IACUC) at Memorial Sloan Kettering Cancer Center.

### Mouse transplants

The MSKCC animal facility is maintained at temperatures between 64–78° F, with humidity of the animal room ranging between 30-70%. In the noncompetitive primary transplant 2 × 10^6^ whole bone marrow cells from 6–8-week-old *Syncrip f/f*, Mx1-Cre+ or Mx1-Cre- mice (strain developed at MSKCC) were transplanted into lethally irradiated 6–8-week-old female B6SJL congenic CD45.1 recipients (Taconic Biosciences, stock #4007). In the competitive primary transplants 10^6^ whole bone marrow cells from 6–8-week-old *Syncrip* cKO mice and 10^6^ cells from 6–8-week-old female congenic CD45.1 (Taconic Biosciences, stock #4007) mice were injected into 6-8 week old female CD45.1 (Taconic Biosciences, stock #4007) recipients. In the cell-autonomous transplants we transplant 2 × 10^6^ whole bone marrow cells from 6–8-week-old *Syncrip f/f*, Mx1-Cre+ or Mx1-Cre- into congenic 6–8-week-old female CD45.1 recipient mice (Taconic Biosciences, stock #4007). Mice are bled at 5 weeks post-transplant to ensure engraftment, and after 6 weeks of engraftment mice deletion is induced via pIpC (InVivogen, Vac-Pic) intraperitoneal injections at a dose of 10 mg/kg on 2 consecutive days^34^. Sex was considered in the study design such that phenotypic assessments in primary animals were performed using both male and female mice. Donor cells for primary transplantation were taken from both male and female animals. There was no observable difference between sexes.

### Western blot

*Syncrip*^f/f^ and *Syncrip*^Δ/Δ^ bone marrow cells were harvested; 250,000 cells were then lysed in 40 uL 1x Laemmli protein loading buffer and boiled for 5 min. Whole cell lysates were run on 4%–15% gradient SDS-PAGE and transferred to nitrocellulose membrane. Membranes were probed with the SYNCRP (Millipore Sigma, MAB11004, dilution 1:1000) and ACTIN (Sigma Aldrich, A3854, dilution 1:20000) antibody.

### Flow cytometry and cell sorting

Flow cytometry and FACS were performed as follows and based on protocols in^22,34^. Bone marrow cells were isolated and subjected to red blood cell (RBC) lysis. To measure the HSPC compartments, cells were stained with the following cocktail of flow cytometry antibodies: Lineage markers (CD3 (Invitrogen, Cat#15-0031-83), CD4 (Invitrogen, Cat#15-0041-83), CD8 (Invitrogen, Cat#15-0081-83), Gr1 (Invitrogen, Cat#15-5931-82), B220 (Invitrogen, Cat#15-0452-83), CD19 (Thermo Fisher Scientific, Cat#15-0193-83) and Ter119 (Thermo Fisher Scientific, Cat#15-5921-82)) – PE Cy5, cKit-APC Cy7 (Biolegend, Cat#105826), Sca-1-Pacific Blue (Biolegend, Cat#122520), CD150-APC (Biolegend, Cat#115910), CD48-PE (BD Biosciences, Cat#557485). To monitor linage cells differentiation, cells were stained with cocktail including Gr1-APC (Thermo Fisher Scientific, Cat#17-5931-82), Mac1-Pacific Blue (Biolegend, Cat#101224), Ter119-PE Cy5 (Thermo Fisher Scientific, Cat#15-5921-82), CD71-FITC (Thermo Fisher Scientific, Cat#11-0711-81), CD41-PE (BD Biosciences, Cat#557308), or a cocktail containing CD3-Pacific Blue (Thermo Fisher Scientific, Cat# 48-0031), CD4-PE (BD Biosciences, Cat# 558040), B220-PE Cy7(BD Biosciences, Cat#552772), CD19-PE Cy5 (Thermo Fisher Scientific, Cat#15-0193-83), IgM-APC (Biolegend, Cat#406509), CD43-FITC(BD Biosciences, Cat#553270). Stem/progenitor populations and mature lineages are defined as HSC – hematopoietic stem cells (Lin-Sca+ckit + (LSK) CD48-CD150 + ); MPP – multipotential progenitor (LSK-CD48 + /-CD150-); MPP1-LSK CD48-CD150-; MPP2-LSK CD48 + CD150 + ; MPP4-LSK CD48 + CD150-. CMP – common myeloid progenitor (Lin-Sca+ckit- CD34 + FcγRII/III mid); GMP – granulocyte monocyte progenitor (Lin-Sca+ckit- CD34 + FcγRII/III high); MEP – megakaryocyte erythrocyte progenitor (Lin-Sca+ckit- CD34- FcγRII/III low); myeloid – (Mac1 + Gr1 + ); B cells (B220 + ) and T cells (CD3 + ).

For transplanted mice, we added CD45.1-PE Texas Red (BD Biosciences, Cat#562452) and CD45.2-A700 (Thermo Fisher Scientific, Cat#56-0454-82) to distinguish donor and recipient cells. For HSPC (LSK) or HSC (LSK, CD150 + CD48-) cell sorting, bone marrow cells were harvested and incubated with 50uL CD117 MACS beads (Miltenyi Biotec, Cat#130-091-224) for 30 min, then run on AutoMACS according to manufacturer’s instructions. Cells were then stained with antibody cocktail: Lineage marker (CD3 (Invitrogen, Cat#15-0031-83), CD4 (Invitrogen, Cat#15-0041-83), CD8 (Invitrogen, Cat#15-0081-83), Gr1 (Invitrogen, Cat#15-5931-82), B220 (Invitrogen, Cat#15-0452-83), CD19 (Thermo Fisher Scientific, Cat#15-0193-83), Ter119 (Thermo Fisher Scientific, Cat#15-5921-82))-PE Cy5, cKit-APC Cy7 (Biolegend, Cat#105826), Sca-1-Pacific Blue (Biolegend, Cat#122520), CD150-APC (Biolegend, Cat#115910), CD48-PE (BD Biosciences, Cat#557485), and included CD45.1-PE Texas Red (BD Biosciences, Cat#562452), CD45.2-A700 (Thermo Fisher Scientific, Cat#56-0454-82) for transplanted mice. Specific cell populations were sorted on BD Aria instrument. All flow cytometry and FACS antibody were used at 1:200 dilutions.

### Colony formation assay

10000 whole *Syncrip*^f/f^ or *Syncrip*^Δ/Δ^ bone marrow cells were plated in M3434 methylcellulose media, colonies were scored at 7 days post-plating. For PU-H71 treatments and CDC42 Rescue, 750 LSK (Lin-Sca1+cKit + ) cells were plated in methylcellulose media for the first plating, and colonies were scored at 7 days post-plating. Subsequent replatings were done with 5000 cells and colonies were scored 7 days post-plating.

### Immunofluorescence

HSCs were sorted from *Syncrip*^f/f^ and *Syncrip*^Δ/Δ^mice following protocol shown above. We performed daughter cell assays modifying protocols used in^22,34^, in order to do daughter paired assays for multiple markers. For NUMB daughter cell assay, sorted HSCs were cultured with SFEM media containing 10 ng/mL SCF and 20 ng/mL TPO in 96 round-bottom wells for 16–18 h and then treated cells with 10 nM Nocodazole for 24 h. After incubation cells were fixed with 1.6% paraformaldehyde 15 min at room temperature and permeabilized with ice-cold methanol. Fixed HSCs were then cytospun onto poly-L-lysine coated glass slides and blocked for 1 h with PBS + 0.5%BSA. Slides were then stained with anti-Numb (Abcam, Cat#ab4147, dilution 1:500), anti-SYNCRIP (Millipore Sigma, Cat#MAB11004, dilution 1:500), and secondary Ab (Alexa Fluor 488 donkey anti-goat, Invitrogen Cat#A11055, dilution 1:500; Alexa Fluor 647 donkey anti-mouse, Invitrogen Cat#A31571, dilution 1:500), followed by DAPI counterstaining (Hoechst, Thermo Fisher Scientific Cat#H3570, dilution 1:1500). We evaluate symmetric and asymmetric percentages based on the fluorescence signal intensity of each cell acquired by Axio Imager M2 microscope (Carl Zeiss) with a 63X objective lens, using the Zeiss Zen microscopy software for data acquisition and quantified images by ImageJ software (Version 2.0.0). Thresholds to determine NUMB high/low expression were set for individual experimental replicates. To score NUMB pairs, intensity ratios were assessed, if there was at least a 2-fold difference (or greater) between daughter cells, the pair was scored as asymmetric. All pairs with a less than 2-fold difference were scored as symmetric, with high average intensity NUMB expression being scored as symmetric commitment. Symmetric pairs with low average intensity NUMB expression were scored as symmetric renewal.^22,34^. In a separate experiment, HSC cells were stained for SYNCRIP (Millipore Sigma, Cat#MAB11004, dilution 1:500), CDC42 (Abcam, Cat#ab64533, dilution 1:500), and TUBULIN (Abcam, Cat#ab6160, dilution 1:500) using secondary Ab donkey anti-mouse Alexa Fluor 647 (Invitrogen Cat#A31571, dilution 1:500), donkey anti-rabbit Alexa Fluor 568 (Invitrogen, Cat#A10042, dilution 1:500), and goat anti-rat Alexa Fluor 488 respectively (Invitrogen, Cat#A11006, dilution 1:500). Separately, we also stained HSC for TUBULIN (Abcam, Cat#ab6160, dilution 1:500) and LAMP1 (Abcam, Cat#ab208943, dilution 1:500) using secondary Ab goat anti-rat Alexa Fluor 488 (Invitrogen, Cat#A11006, dilution 1:500) and donkey anti-rabbit Alexa Fluor 568 respectively (Invitrogen, Cat#A10042, dilution 1:500).

For LAMP1 daughter cell assay, cell pairs were scored as asymmetric if their intensities had a Log2FC ≥ ±0.6, while pairs with Log2FC < ±0.6 intensities were scored as symmetric. A separate batch of HSCs was stained for ATF4 (Cell Signaling Technology, Cat#11815, dilution 1:100) and CHOP (Cell Signaling Technology, Cat#2895, dilution, 1:100) using secondary Ab donkey anti-rabbit Alexa Fluor 568 (Invitrogen, Cat#A10042, dilution 1:500) and donkey anti-mouse Alexa Fluor 647 (Invitrogen Cat#A31571, dilution 1:500) respectively.

For unfolded protein IF daughter assay, HSCs were sorted and treated with nocodazole as described above. Cells were then live stained with Tetraphenylethene maleimide (TMI) at a final concentration of 50 uM in PBS for 45 min at 37 °C and subsequently fixed with 1.6% paraformaldehyde and permeabilized with ice-cold methanol same as described above. Cells were then co-stained with NUMB (Abcam, Cat#ab4147, dilution 1:500) and LAMP1(Abcam, Cat#ab208943, dilution 1:500) followed by secondary Ab (Alexa Fluor 488 donkey anti-goat, Invitrogen Cat#A11055, dilution 1:500; Alexa Fluor 568 donkey anti-rabbit, Invitrogen Cat#A10042 dilution 1:500), and lastly with DRAQ5 for nuclear staining (Abcam, Cat# ab108410, dilution 1:1000). Cells were imaged on Axio Imager M2 microscope (Carl Zeiss) same as described above and NUMB and LAMP1 were scored same as described above. TMI asymmetry was scored in a similar manner as LAMP1, if pair intensities had Log2FC ≥ ±0.6 cells were scored as asymmetric and if pair intensities had Log2FC < ±0.6 then they were scored as symmetric.

For CDC42 Rescue, LSK cells were sorted and transduced. 48 h post-transduction cells were fixed in 1.6% paraformaldehyde for 15 min at room temperature then permeabilized with ice-cold methanol. Cells expressed GFP and were stained with TUBULIN (Abcam, Cat#ab6160, dilution 1:500) and CDC42 (Abcam, Cat#ab64533, dilution 1:500) followed by secondary Ab (Alexa Fluor 568 goat anti-rat, Invitrogen Cat#A11077, dilution 1:500, Alexa Fluor 647 donkey anti-rabbit, Invitrogen Cat# A-31573) and DAPI (Hoechst, Thermo Fisher Scientific Cat#H3570, dilution 1:1500). Cells were imaged on confocal microscope (Leica TCS SP5 II in an upright configuration) utilizing a x63 objective and images were quantified by FIJI. To score polarity, integrated intensity was determined across all z-stacks and cells were split in half. If the TUBULIN intensity was Log2FC > 0.6 between the two halves, then that cell was scored as polar.

### Retroviral production

Virus was produced in HEK 293 T cells using pCL-Eco (Addgene #12371) and pMD2.G (Addgene #12259). SYNCRIP-ADAR and CDC42 were separately cloned into MSCV-IRES-GFP (MIGR1, Addgene #27490) and used to generate retrovirus. HEK 293 T cells were transfected with 0.25 M CaCl_2_, and BES buffered saline solution. Media was changed 12–16 h post transfection and the first virus suspension was collected 24hrs post media change. A second collection was harvested 48 h post media change. Concentrated stocks of virus were prepared by precipitating virus using 50% PEG 6000 (poly(ethylene glycol)) and 4 M NaCl for 2 h, with inversion every 20 min. Precipitates were pelleted down at 2000 x g for 30 min at 4 °C. Virus pellets were vigorously resuspended in HBSS (without Ca, Mg, and phenol red), suspension was pelleted down again. Supernatant was collected and used for retroviral transductions.

### HSPC retroviral transduction

HSPCs were sorted as described above and cultured with SFEM media supplemented with murine cytokines (50 ng/ml SCF, 10 ng/ml IL-3, and 10 ng/ml IL-6, 10 ng/ml TPO and 20 ng/ml FLT3L). Cells were transduced with retroviral suspensions in the presence of 10ug/mL polybrene and followed with spin infection for 1 h. After 24 h, cells were transduced again as previously described. 48 h later, cells were FACS sorted for GFP expression using BD Aria instrument.

### O-Propargyl-puromycin (OP-Puro) flow analysis

Protein synthesis was assessed by O-Propargyl-puromycin (OP-Puro) using the Click-iT® Plus OPP Alexa Fluor 594 Protein Synthesis Assay Kit, following the manufacturer’s instructions. Control cells were treated with 150 ug/mL cycloheximide for 15 min. *Syncrip* f/f and *Syncrip* Δ/Δ HSC cells were sorted and then treated with 30 uM Click-iT OPP Reagent (component A) for 1 h. Cells were then washed and fixed in 1.6% paraformaldehyde for 15 min room temperature, and permeabilized in ice-cold methanol. Labeled cells were analyzed using a BD Fortessa instrument.

### Measurement of unfolded proteins

To measure unfolded protein, *Syncrip* f/f and *Syncrip* Δ/Δ bone marrow cells were isolated, lysed with RBC lysis buffer twice and washed twice with Ca2 + - and Mg2 + -free PBS. 6 × 10^6^ *Syncrip* f/f and *Syncrip* Δ/Δ cells were treated with Tetraphenylethene maleimide (TMI; stock 2 mM in DMSO). TMI was diluted in PBS (50 uM final concentration) and added to each sample, The samples were then incubated at 37 °C for 45 min. Samples were washed twice in PBS and then stained with flow cytometry cell surface markers as described above. Cells were analyzed using a BD Fortessa instrument.

### Transmission electron microscopy (TEM)

Mouse bone marrow was isolated and ~9 × 10^4^ HSCs were sorted as described above. Samples were washed with PBS then fixed with a modified Karmovsky’s fix of 2.5% glutaraldehyde, 4% parafomaldehye and 0.02% picric acid in 0.1 M sodium caocdylate buffer at pH 7.2^79^. Following a secondary fixation in 1% osmium tetroxide, 1.5% potassium ferricyanide^80^ J Ultrastruct. Res 42:29, samples were dehydrated through a graded ethanol series, and embedded in an epon analog resin. Ultrathin sections were cut using a Diatome diamond knife (Diatome, USA, Hatfield, PA) on a Leica Ultractu S ultramicrotome (Leica, Vienna, Austria). Sections were collected on copper grids and further contrasted with lead citrate^81^ and viewed on a JEM 1400 electron microscope (JEOL, USA, Inc., Peabody, MA) operated at 100 kV. Images were recorded with a Veleta 2 K x2K digital camera (Olympus-SIS, Germany). Images were quantified on Fiji.

### Epichaperome detection flow cytometry assay

The epichaperome probes, PU FITC and FITC9, were synthesized as described in ref. ^82^. And the assay was performed as previously described^39,82^. Mouse whole bone marrow was isolated, lysed twice with RBC lysis buffer and washed with FACS buffer (PBS + 2% FBS + 5 mM EDTA). 6 × 10^6^ bone marrow cells per condition were incubated with 1 uM PU FITC at 37 °C for 4 h. Cells were then washed three times with FACS buffer and stained with flow cytometry cell surface markers as described above. Cells were analyzed using a BD Fortessa instrument. The FITC derivative FITC9 was used as a negative control, and the fold PU FITC binding was calculated relative to FITC9 control.

### Single-cell RNA-seq analysis

Single-cell RNA-seq data was processed and aligned to mouse reference mm10 using CellRanger with default parameters. Normalization, dimensionality reduction and Louvain clustering were performed using Scanpy (v1.4.4^83^. Cells with <200 detected genes or percentage of mitochondrial reads >15% were filtered. Data were log normalized using a scale factor of 10000. Louvain clusters were assigned the cell type with the best match by scoring expression of marker genes of clusters from^34^. Diffusion maps of early hematopoiesis were calculated by limiting to cells in clusters assigned to cell types: HSC-C1, HSC-C2, MPP1, MPP2^84^. Partition-based abstracted graph (PAGA) representation was calculated separately on each condition to highlight differences in connectivity^35^.

### In-gel digestion and mass spectrometry

All reagent used where mass spectrometry grade. Proteomes were resolved by SDS-PAGE 10% polyacrylamide Bis-Tris gels (Invitrogen) at 100 V (~30 min).To visualize proteins, gel was stained using Silver Stain for Mass Spectrometry kit (Pierce) according to manufacturer’s instructions. Relevant gel portions were excised and destained using 50 μl of 30 mM K_3_[Fe(CN)_6_] in 100 mM Na_2_S_2_O_3_ by incubation at room temperature for 30 mins, under constant agitation at 700 rpm. Following destaining, 500 μl 25 mM NH_4_HCO_3_ (ABC) was added to each tube and incubated for 5 min at room temperature under constant agitation. Solution was removed and gel pieces were washed trice for 10 min with 500 μl 50% acetonitrile in 25 mM aqueous ABC. All solution was removed and 100 μl acetonitrile was added to each tube and incubated for 5 min at room temperature under constant agitation, followed by lyophilization using a vacuum centrifuge. Gel slabs were re-hydrated with 25 μl of 10 mM dithiothreitol (DTT) in 100 mM ABC (1 h at 56 ^o^C), followed by alkylation with 25 μl of 55 mM iodoacetamide in 100 mM ABC (30 min, room temperature in the dark), and quenching with 5 microliters of 100 mM DTT in 100 mM ABC (5 min at room temperature). Gel fragments were washed trice by adding 50 μl of acetonitrile and incubating for 5 min at room temperature, followed by addition of 500 μl 100 mM ABC and incubation for 10 min at room temperature. After a final wash with 100 μl acetonitrile for 10 min at room temperature, gel fragments were lyophilized. Gel slabs were reconstituted in 50 μl of 12.5 ng/μl Sequencing Grade Modified trypsin (Promega) in 50 mM ABC, and proteolysis was performed for 16 h at 37 ^o^C. Peptides were eluted twice by incubating the gel slabs for 30 min with 50 μl 1% aqueous formic acid in 70% acetonitrile under constant agitation at 1400 rpm. Eluates were pooled, lyophilized, and stored at −80 ^o^C until analysis. Samples were resuspended in 20 μl 0.1% aqueous formic acid, and 3 μl were analyzed by LC-MS. The LC system consisted of a vented trap-elute configuration (Ekspert NanoLC 425 chromatograph, Eksigent) coupled to a Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) via a nano electro-spray DPV-565 PicoView ion source (New Objective), as previously described^85^. After being loaded on the trap column (5 cm × 150 μm ID, packed with Poros R2-C18 10 μm particles (Life Technologies)) peptides were resolved on a nanoscale reversed phase analytical column (60 cm  × 75 μm ID, packed with ReproSil-Pur C18-AQ 30 μm particles (Dr. Maisch), and kept at constant 55 ^o^C), using a 180 min 3–40% linear gradient of acetonitrile/ 0.1% formic acid (buffer B) in water/0.1% formic acid (buffer A) at 300 nL/minute. Eluted peptides were transferred in gas phase by electrospray ionization using a 3 μm ID silica emitter with potential decreasing from 1800 V to 1600 V in 50 V steps over the elution. Precursor ions in the 385–1600 m/z range were isolated using the quadrupole and recorded every 3 s using the Orbitrap detector (120,000 resolution), with an automatic gain control target set at 10^6 ^ions and a maximum injection time of 50 ms. The Targeted Mass trigger was applied to bias precursor selection towards the ions predicted to be generated from targeted proteins (Supplementary Data 15), with a mass tolerance of 10 ppm. For each targeted protein, tryptic peptides and charge states were predicted using the Skyline^86^ software for up to 3 unique peptides per proteins, based on consensus sequences from mouse UniProt database as of October 2019^87^. If no targeted trigger ions were detected, the mass spectrometer was set to perform data-dependent MS2 precursor selection, limiting fragmentation to monoisotopic ions with charge 2–4, and dynamically excluding already fragmented precursors for 30 s (10 ppm tolerance). Selected precursors were isolated (Q1 isolation window 1.2 Th) and HCD fragmentated (stepped normalized collision energy 26-32-38%) using the top speed algorithm. Product ion spectra were recorded in the orbitrap at 30,000 resolutions (AGC 5 × 10^4 ^ions, maximum injection time 32 ms), in centroid mode.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^88^ partner repository with the dataset identifier PXD019460. Mass spectra were analyzed using Peaks Studio version 10.5 (BSI) For identification, spectra were matched against the murine UniProt database (as of October 2019), supplemented with contaminant proteins from the cRAP database^89^ with FDR < 0.01. Mass tolerance was set at 10 ppm and 0.1 Da for precursor and fragment ions, respectively. Cysteine carbamidomethylation was set as fixed chemical modification, while methionine oxidation, NQ deamidation and protein N-terminus acetylation were set as variable. Protease specificity was set to trypsin, with up to 3 missed cleavages allowed (max 3 PTM per peptide. The match between runs feature was enabled (0.7 min tolerance, 20 min alignment). Quantification was performed using the LFQ algorithm using the area under the curve defined by the extracted ion chromatogram for each peptide precursor ion as quantitative metric. Raw protein intensities (i.e. the sum of the max intensity values for all peptides matched to a given protein) were extracted from the proteinGroups.txt table and used as quantitative metric. After removing obvious contaminant proteins (mapping in the cRAP database) and proteins with no quantification, intensities were normalized to equalize the total intensity for all 6 samples. Normalized protein intensities were used to calculate log2 transformed ratios and significance of differential quantification. A one-sided Wilcoxon test was performed to determine the statistical significance between the log2 fold changes (log2FC).

### CFSE staining for homing and in vivo proliferation

To test homing capacities, LSK cells were sorted as previously described. Cells were stained with 3uM CFSE in PBS for 7 min at 37 °C in the dark. 1.8 × 10^4^ CFSE stained LSK cells were transplanted into lethally irradiated congenic CD45.1 recipients. Mice were sacrificed 16hrs after transplantation and the BM from femora, tibiae and pelvis was collected and evaluated using flow cytometry as previously described. For in vivo proliferation, LSK cells were sorted as described above and stained with 3uM CFSE in PBS for 7 min at 37 °C in the dark. 3.2 × 10^4^ CFSE stained cells were transplanted into lethally irradiated congenic CD45.1 recipients. Mice were sacrificed 1 week post-transplant. BM from femora, tibiae and pelvis were collected and evaluated using flow cytometry as previously described.

### In vitro live cell imaging

HSC cells were sorted as previously described. All live imaging was conducted on the CellRaft AIR System (Cell Microsystems) according to the manufacturer’s instructions. Briefly, the raft array was prepared by rinsing the reservoir with warm PBS and incubating for 3 min at room temperature. This process was repeated 3 times, without letting the wells dry. The reservoir was then coated with Poly-D-Lysine and left to incubate overnight. The following day the reservoir was washed 3 times with DI water, and subsequently filled with media. Media conditions were the same as described above for HSPCs. The cell suspension was added dropwise into the reservoir. Cells were incubated at 37 °C for 3 h before taking any images. For image acquisition, the raft array was scanned on the CellRaft AIR system following system instructions and returned to a 37 °C incubator after every scan. Full array scans were conducted at various timepoints for brightfield images.

### In vivo BrdU proliferation assay

Primary transplanted mice were intraperitoneal (IP) injected with 100 mg/kg BrdU solution, 16 h post injection mice were euthanized and bone marrow cells were collected. 6 × 10^6^ bone marrow cells were stained with stem cell flow panel as described above. Cells were then fixed and probed with a FITC BrdU antibody using BD Pharmingen BrdU Flow Kit, following manufactures protocol. Briefly, cells were fixed and permeabilized in BD cytofix/cytoperm buffer for 20 min at room temperature in the dark, followed by a wash with BD perm/wash buffer. Next, cells were incubated for 10 min on ice with BD cytoperm permeabilization buffer plus, followed by a wash with BD perm/wash buffer. The cells were then re-fixed for 5 min at room temperature for 5 min in BD cytofix/cytoperm buffer, followed by a wash with BD perm/wash buffer. Next, the cells were DNase treated to expose the incorporated BrdU. Cells were treated with 30 ug DNase/6 × 10^6^ cells for 1 h at 37 °C in the dark, followed by a wash with BD perm/wash buffer. Finally, the cells were stained with FITC anti-BrdU antibody and incubated for 30 min at room temperature in the dark. Cells were run on flow cytometry BD Fortessa instrument.

### Statistics and reproducibility

Statistical tests were defined for each dataset. All experiments were performed to have at least 3 biological replicates to ensure power for statistical analysis using two-sided student *t*-test. No statistical method was used to predetermine sample size. No data were excluded from the analyses. We allocated recipient mice into different groups randomly in transplant in vivo experiments. Animals in all experiment groups are sex and age matched. No other randomization was performed in the study. The investigators were not blinded to outcome assessments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Supplemental Data 4

Supplemental Data 5

Supplemental Data 6

Supplemental Data 7

Supplemental Data 8

Supplemental Data 9

Supplemental Data 10

Supplemental Data 11

Supplemental Data 12

Supplemental Data 13

Supplemental Data 14

Supplemental Data 15

Supplemental Data 16

Supplemental Data 17

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

## Source data

Source Data

## Data Availability

RNA-seq that support the findings in this study have been deposited in the Gene Expression Omnibus (GEO) database under the following accession codes, scRNA-seq GSE202421, HSC RNA-seq GSE202463, HSC/MPP HyperTRIBE RNA-seq GSE202464. Proteomic mass spectrometry data are available on the ProteomeXchange Consortium with identifier PXD019779. Source data are provided as a Source data file with this manuscript. Source data are provided with this paper.

# Supplementary material for: RNA binding protein SYNCRIP maintains proteostasis and self-renewal of hematopoietic stem and progenitor cells
**Source:** Nat Commun. 2023 Apr 21;14:2290. doi: 10.1038/s41467-023-38001-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

RNA binding protein SYNCRIP maintains proteostasis and self-renewal of hematopoietic stem and progenitor cells

Florisela Herrejon Chavez^{1,2 #}, Hanzhi Luo¹, Paolo Cifani^{1,3}, Alli Pine⁴, Eren L. Chu^{1,5}, Suhasini Joshi⁶, Ersilia Barin¹, Alexandra Schurer¹, Mandy Chan¹, Kathryn Chang¹, Grace YQ Han¹, Aspen J. Pierson¹, Michael Xiao⁷, Xuejing Yang¹, Lindsey M Kuehm⁸, Yuning Hong⁹, Diu T.T. Nguyen^{1,10,11}, Gabriela Chiosis⁶, Alex Kentsis^{1,12,13}, Christina Leslie⁴, Ly P. Vu^{1,14,15 **}, Michael G Kharas^{1*}

#These authors contributed equally

*These authors jointly supervised this work:  and 

Supplementary Figures

Supplemental Figure 1

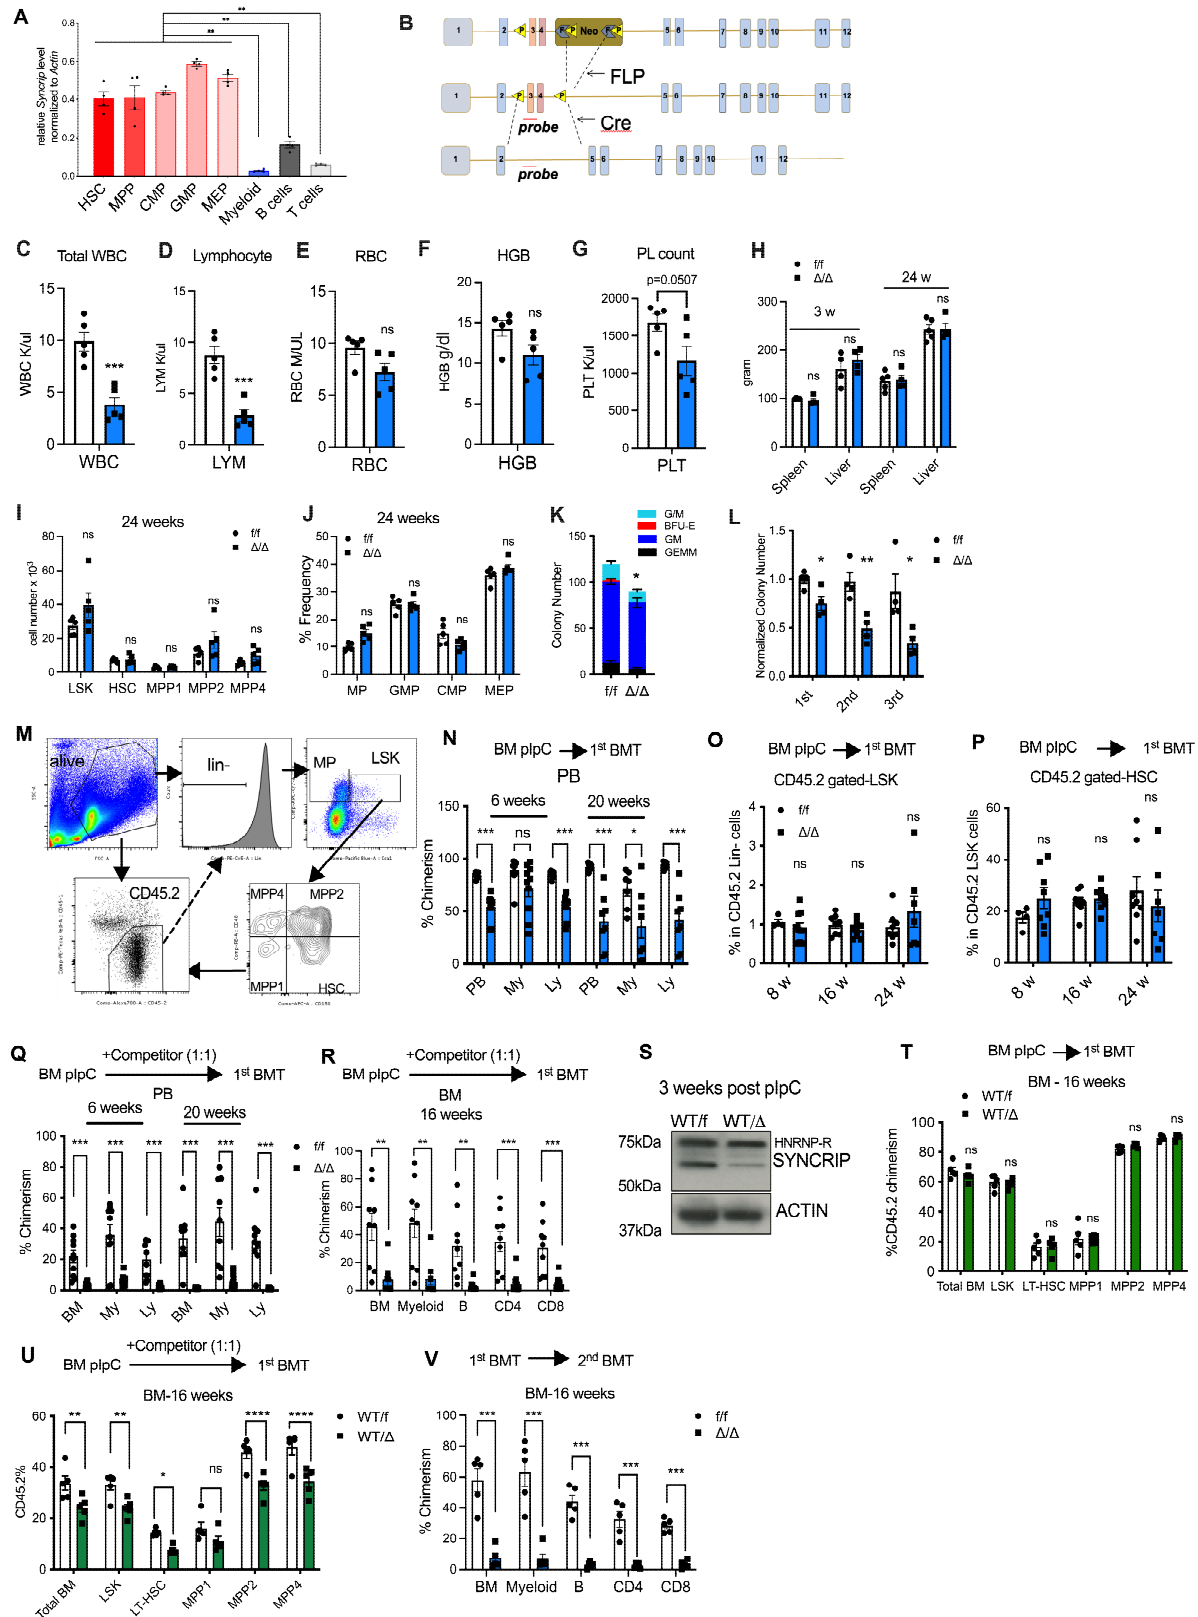

Supplemental Figure 1. SYNCRIP is dispensable for steady state hematopoiesis but required for long term HSC self-renewal

(A) qRT-PCR quantification of *Syncrip* mRNA expression across murine hematopoietic compartments. HSC; MPP; CMP; GMP; MEP; myeloid; B cells and T cells. n=4/cell type, HSC vs Myeloid p=0.0019, HSC vs B-cells p=0.0043, HSC vs T-cell p=0.0032.

(B) Strategy to create *Syncrip* conditional knockout mouse (cKO).

(C-G) Complete blood count (CBC) 16 weeks post plpC (n=5/phenotype). (C) p=0.0008 (D) p=0.0004 (G) p=0.05

(H) Spleen and liver weight *Syncrip^{fl/fl}* and *Syncrip^{Δ/Δ}* mice 3- and 24 weeks post plpC (n=4/genotype).

(I) Absolute number of HSC and MPP1, MPP2, and MPP4 (n=5/ genotype).

(J) Frequencies of progenitor populations 24 weeks post plpC n=5/genotype.

(K) Colony number (n=4/genotype, p=0.0239)

(L) Normalized number of colonies in 1st (p=0.0239), 2nd (p=0.0060), and 3rd (p=0.0288) plating of BM.

(M) Gating strategy for CD45.2 chimerism in stem/progenitor subpopulations.

(N) Chimerism in peripheral blood (PB) (n=2 donor, 6 weeks n=10 recipients/genotype, 20 weeks n=7 recipients/genotype): total PB (p<0.00001/ p=0.0001), My (p=0.0587/ p=0.0260, Ly (p<0.0001/ p<0.0001).

(O-P) Frequencies of (O) LSK and (P) HSC cells within CD45.2+ Lin- and LSK populations, respectively at 8- (*Syncrip^{fl/fl}* n=4, *Syncrip^{Δ/Δ}* n=10), 16- (n=8/genotype) and 24- (n=8 vs. n=7) weeks post transplantation.

(Q-R) Donor chimerism in (Q) PB (p=0.0002/ p <0.0001), My (p=0.0002/ p =0.0003) and Ly (p =0.0001/ p =0.0001_ (n=2 donor, 6 weeks n=10 recipients/genotype, 20 weeks *Syncrip^{fl/fl}* n=9, *Syncrip^{Δ/Δ}* n=10) (R) BM (n=2 donor, and n=10 recipients/genotype) at 16 weeks. BM p=0.0018, Myeloid p =0.0021, B cells p=0.0013, CD4 p =0.0006, CD8 p=0.0007.

(S) Immunoblots showing SYNCRIP depletion in BM of heterozygous knockout *Syncrip^{fl/Δ}* mice. ACTIN as loading control.

(T) Donor chimerism at 16 weeks post-transplantation.

(U) Donor chimerism of competitive transplant of *Syncrip^{fl/fl}* and *Syncrip^{fl/Δ}* 16 weeks post-transplantation. (n=5 recipients/genotype). Total BM p=0.0019. LSK p=0.0031, HSC p=0.0236, MPP2 p<0.0001, MPP4 p<0.0001.

(V) Donor chimerism in BM of secondary recipients at 16 weeks post-transplantation. (n=2 donor, and n=10 recipients/genotype). p-value<0.001 for all parameters.

Source data are provided as a Source Data file. All data represent mean ± s.e.m. p values were calculated by two-tailed t test unless specified. * p<0.05, **p<0.01, ***p<0.001 and ns: not significant.

Supplemental Figure 2

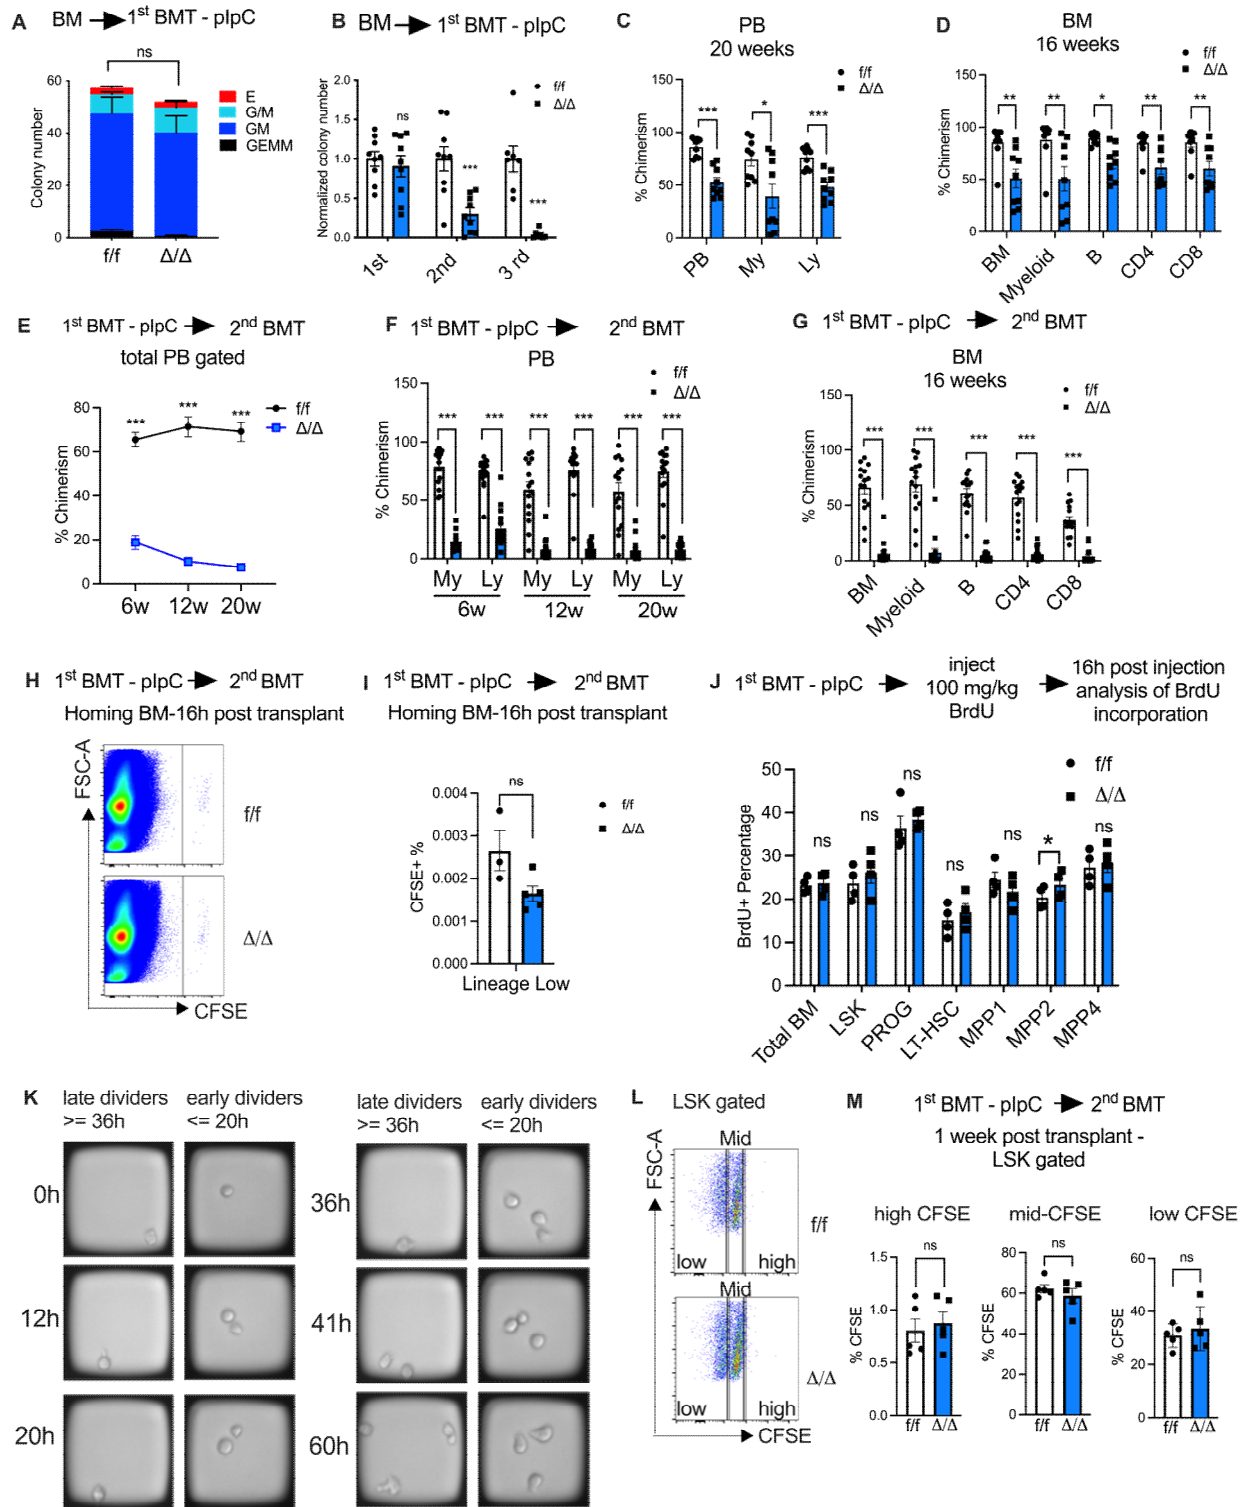

Supplemental Figure 2. SYNCRIP plays a critical role in stress hematopoiesis

- (A) The number of colonies formed from *Syncrip^{ff}* and *Syncrip^{Δ/Δ}* BM cells (described in Figure 2A). (n=9/genotype).
- (B) Normalized number of colonies formed in sequential 1st, 2nd and 3rd plating of cells described in (A). 2nd and 3rd plating p<0.0001.
- (C) Donor chimerism in PB 20- weeks post transplantation (n=3 donor, and n=9 recipients/genotype). Total PB value<0.0001, My p=0.0175, Ly p=0.0001
- (D) Donor chimerism in BM 16 weeks post transplantation (n=3 donor, and n=9 recipients/genotype). BM p=0.0046, Myeloid p=0.0133, B p=0.0007, CD4 p=0.0039, CD8 p=0.0064.
- (E) Donor chimerism in PB of secondary recipients (described in Figure 2E) at 6-, 12- and 20 weeks post transplantation (n=3 donor, and n=15 recipients/genotype). p-value<0.0001 for all timepoints.
- (F) Donor chimerism in PB populations of secondary recipients described in (F) at 6-, 12- and 20 weeks post transplantation (n=3 donor, and n=15 recipients/genotype). p-value<0.0001 for all conditions.
- (G) Donor chimerism within BM populations in secondary recipients described in (E) at 16 weeks post-transplantation (n=3 donor, and n=15 recipients/genotype). p-value<0.0001 for all conditions.
- (H) Representative flow plots showing gating of CFSE positive LSK cells engrafted in BM of secondary recipients at 16 hours post-transplantation (n=5/genotype).
- (I) Quantitative summary of data shown in (H) *Syncrip^{ff}* (n=3) and *Syncrip^{Δ/Δ}* (n=5)
- (J) Incorporation of BrdU pulse into stem/progenitor compartments of *Syncrip^{ff}* and *Syncrip^{Δ/Δ}*. n=4/genotype. MPP2 p=0.0134.
- (K) Representative images of *in vitro* HSC cell division (described in Figure 2K) imaged on CellRaft AIR System (Cell Microsystems), shown in brightfield.
- (L) Representative flow plots showing gating strategy of CFSE stained LSK in recipient mice (described in E) at 1 week post transplantation.
- (M) Quantitative summary of data shown in (J). n=5/genotype

Source data are provided as a Source Data file. All data represent mean $\pm$ s.e.m. p values were calculated by two-tailed t test unless specified. * p<0.05, **p<0.01, ***p<0.001 and ns: not significant.

Supplemental Figure 3

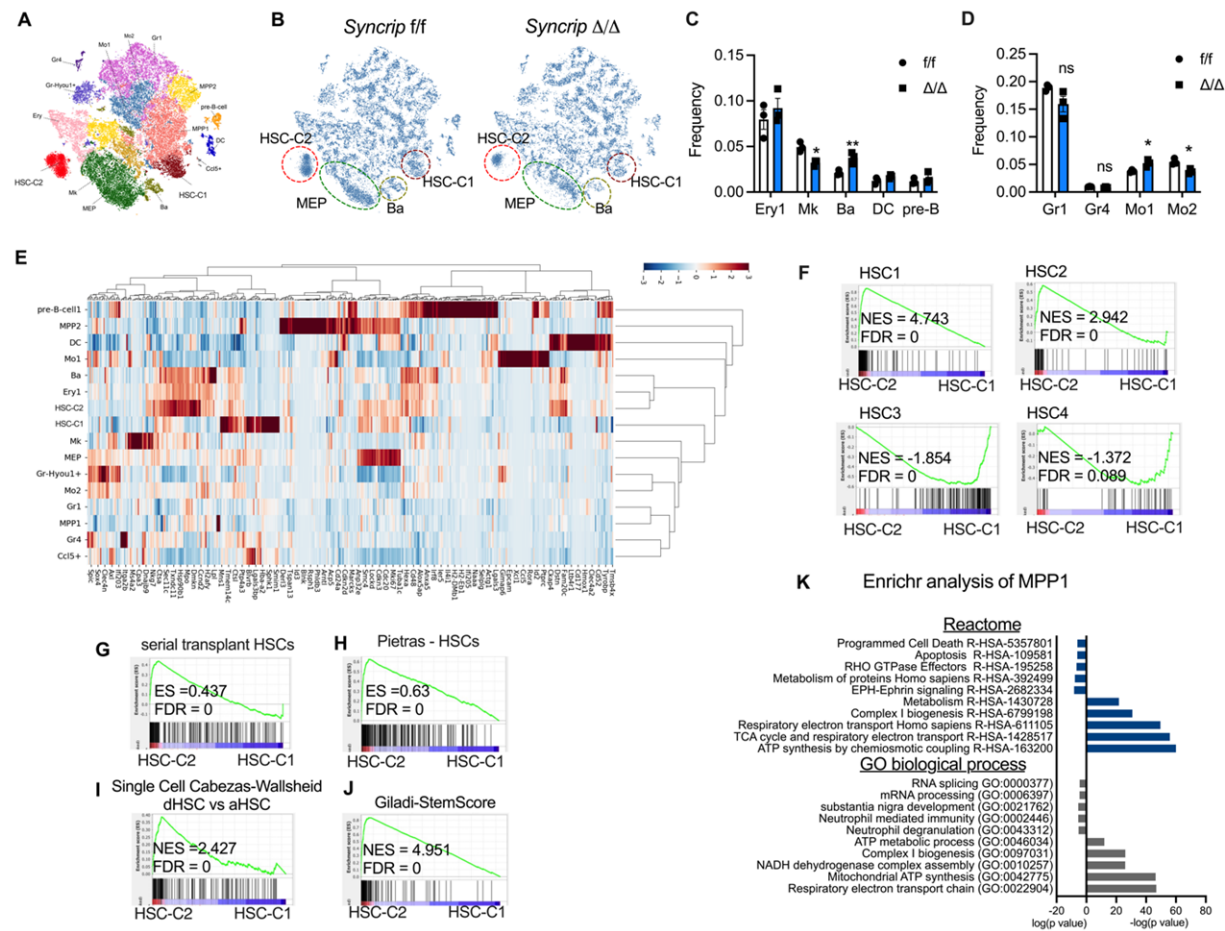

Supplemental Figure 3. Single cell RNA sequencing (scRNA-seq) uncovered an activated unfolded protein response in *Syncrip* deficient HSC populations

- (A) Identification of hematopoietic cell populations within WT *Syncrip*^{f/f} (n=3) and KO *Syncrip*^{Δ/Δ} (n=3) Lin-ckit+ cells based on tSNE analysis of Single cell RNA sequencing (scRNA-seq).
- (B) tSNE displays of all hematopoietic clusters of WT *Syncrip*^{f/f} and KO *Syncrip*^{Δ/Δ} scRNA-seq as described in (Figure 3E). Cluster HSC-C2 shows the most shift. HSC-C1, Ba and MEP clusters were highlighted for comparison.
- (C-D) Quantitative summary of frequencies of different populations defined by scRNA-seq analysis in WT *Syncrip* f/f (n=3) and KO *Syncrip* Δ/Δ (n=3). Data represent mean ± s.e.m. p values were calculated by two-tailed t test unless specified. * p<0.05, **p<0.01, ns: not significant. Mk p=0.009, Ba p=0.0132, Mo1 p=0.0235, Mo2 p=0.0139.
- (E) Heat map showing relative gene expression across all cell types of all marker genes used in Louvain clusters to generate hematopoietic clusters depicted in Figure 3 and Supplemental figure 3.
- (F) GSEA analysis of HSC-C2 (vs HSC-C1) transcriptome against those of different HSC clusters defined in Rodriguez-Fraticelli et al., 2020.
- (G-J) GSEA analysis of HSC-C2 (vs. HSC-C1) transcriptome against signatures of (G) serial transplant HSCs, (H) primitive HSCs, (I) dormant HSCs and (J) StemScore.
- (K) Enrichr analysis for GO biological processes and Reactome enrichment of significant (FDR <0.05) downregulated and upregulated genes within MPP1 populations of *Syncrip*^{Δ/Δ} vs. *Syncrip*^{f/f} based on sc-RNA seq analysis. X-axis: -log₁₀(p value). p-values were calculated by Fisher's exact test. Source data are provided as a Source Data file.

Supplemental Figure 4

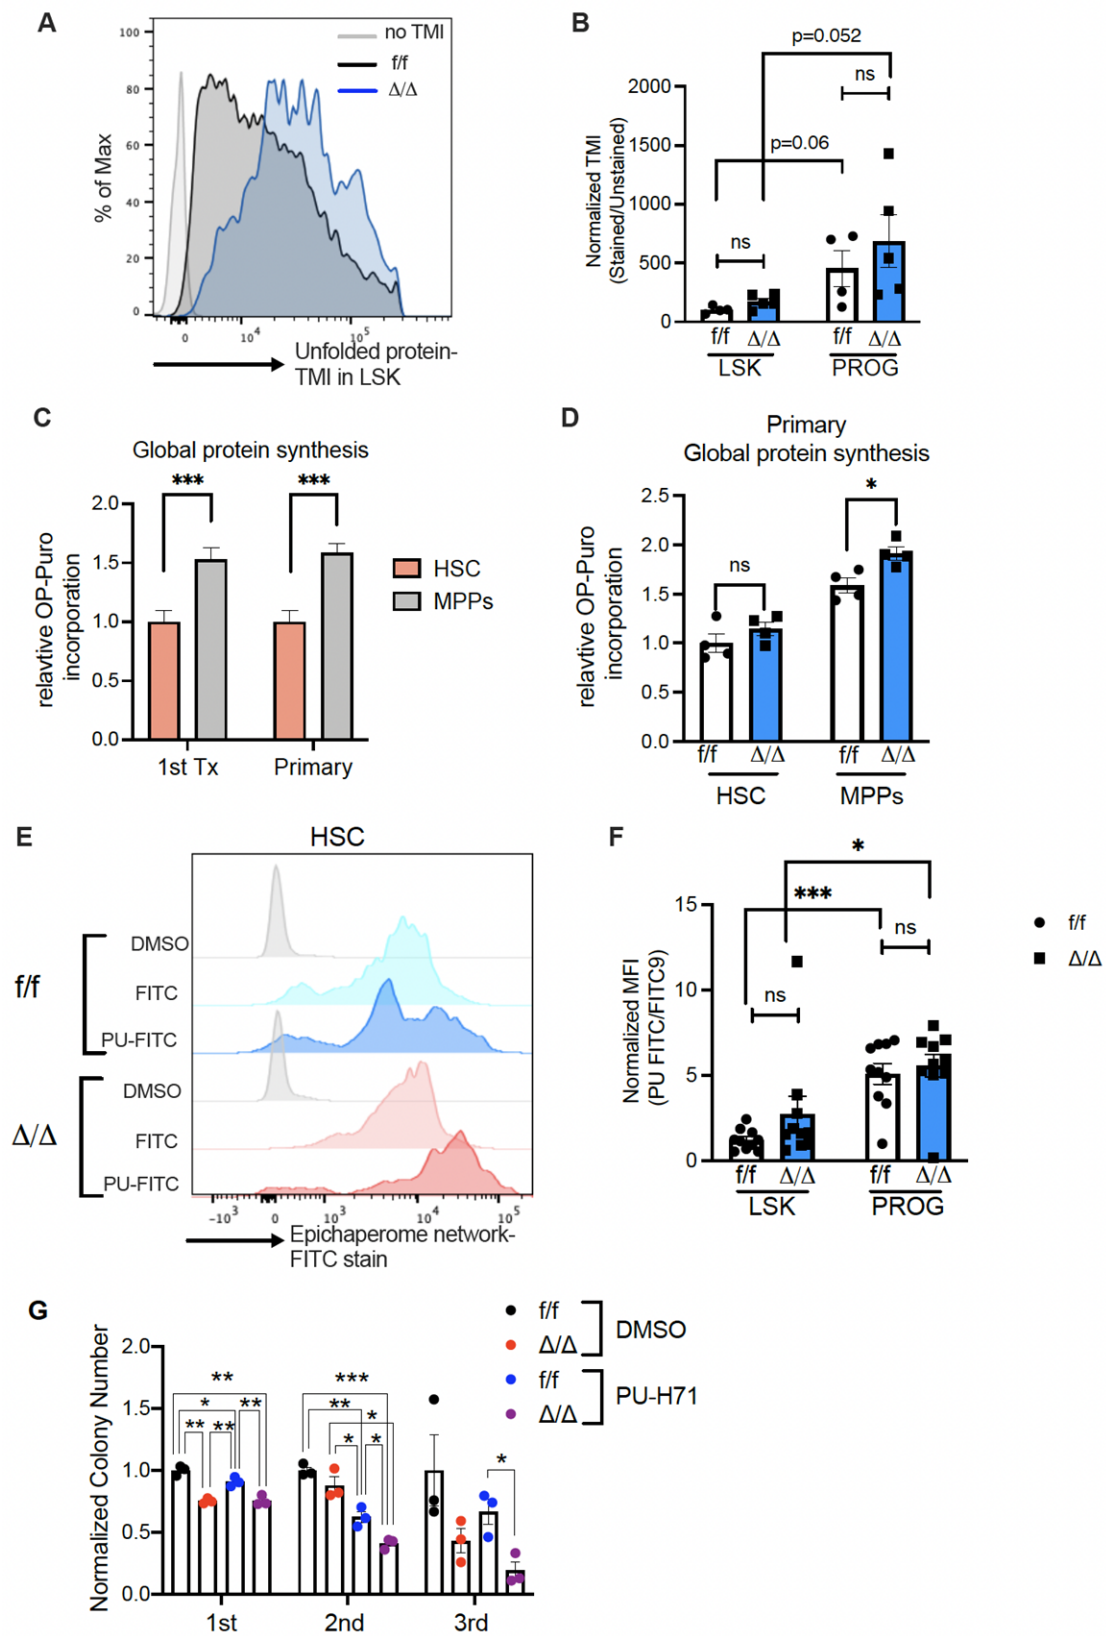

Supplemental Figure 4. Deletion of SYNCRIP deregulates the proteostasis network in HSCs

(A) Representative histograms of TMI flow analysis of LSK (Lin-Sca+ckit+) cells from *Syncrip^{f/f}* vs. *Syncrip^{Δ/Δ}* mice.

(B) Quantitative summary of relative tetraphenylethene maleimide (TMI) fluorescent signals in LSK and PROG (from *Syncrip^{f/f}* (n=4) vs. *Syncrip^{Δ/Δ}* (n=5). LSK vs PROG (Lin-Sca-ckit+). *Syncrip^{f/f}* p=0.06, *Syncrip^{Δ/Δ}* p=0.052

(C) OP-Puro incorporation in hematopoietic stem cell (HSC) and multipotent-progenitor (MPP) populations isolated from *Syncrip^{f/f}* primary mice (n=4) (described in Figure 1) or *Syncrip^{f/f}* 1st transplant recipient mice (n=5) (described in Figure 2). OP-Puro incorporation was used to quantify the level of global protein synthesis in single hematopoietic cells. p<0.01 for all comparisons.

(D) OP-Puro incorporation in HSC (CD150+ CD48- LSK) and MPP (CD150- and CD150+CD48+ LSK) populations isolated from *Syncrip^{f/f}* (n=5) vs. *Syncrip^{Δ/Δ}* (n=5) primary mice. OP-Puro incorporation was used to quantify the level of global protein synthesis in single hematopoietic cells. MPPs p=0.0167.

(E) Representative histograms of PU-FITC flow analysis of HSCs from *Syncrip^{f/f}* vs. *Syncrip^{Δ/Δ}*. DMSO – stain control; FITC – background signal control and PU-FITC corresponding to level of epichaperome in single hematopoietic cells.

(F) Quantitative summary of PU-FITC fluorescent signals normalized to FITC control in LSK and PROG. PU-FITC signals were used to quantify the epichaperome single hematopoietic cells in *Syncrip^{f/f}* (n=10) vs. *Syncrip^{Δ/Δ}* (n=10). LSK vs PROG. *Syncrip^{f/f}* p<0.0001, *Syncrip^{Δ/Δ}* p=0.0338.

(G) Normalized number of colonies formed in sequential 1st, 2nd and 3rd plating of LSK cells isolated from *Syncrip^{f/f}* and *Syncrip^{Δ/Δ}* mice and treated with either vehicle- control or Epichaperome inhibitor PU-H71 (n=3/each condition). DMSO *Syncrip^{f/f}* vs *Syncrip^{Δ/Δ}* 1st plating p=0.0006, *Syncrip^{f/f}* DMSO vs PU-H71 1st plating p=0.0406, 2nd plating p=0.002. DMSO *Syncrip^{f/f}* vs PU-H71 *Syncrip^{Δ/Δ}* 1st plating p=0.0016, 2nd plating p<0.0001. DMSO *Syncrip^{Δ/Δ}* vs PU-H71 *Syncrip^{f/f}* 1st plating p=0.0034, 2nd plating p=0.035. DMSO *Syncrip^{Δ/Δ}* vs PU-H71 *Syncrip^{f/f}* 2nd plating p=0.0030. PU-H71 *Syncrip^{f/f}* vs PU-H71 *Syncrip^{Δ/Δ}* 1st plating p=0.0091, 2nd plating p=0.0147, 3rd plating p=0.0192.

Source data are provided as a Source Data file. All data represent mean ± s.e.m. p values were calculated by two-tailed t test unless specified. * p<0.05, **p<0.01, ***p<0.001 and ns: not significant.

Supplemental Figure 5

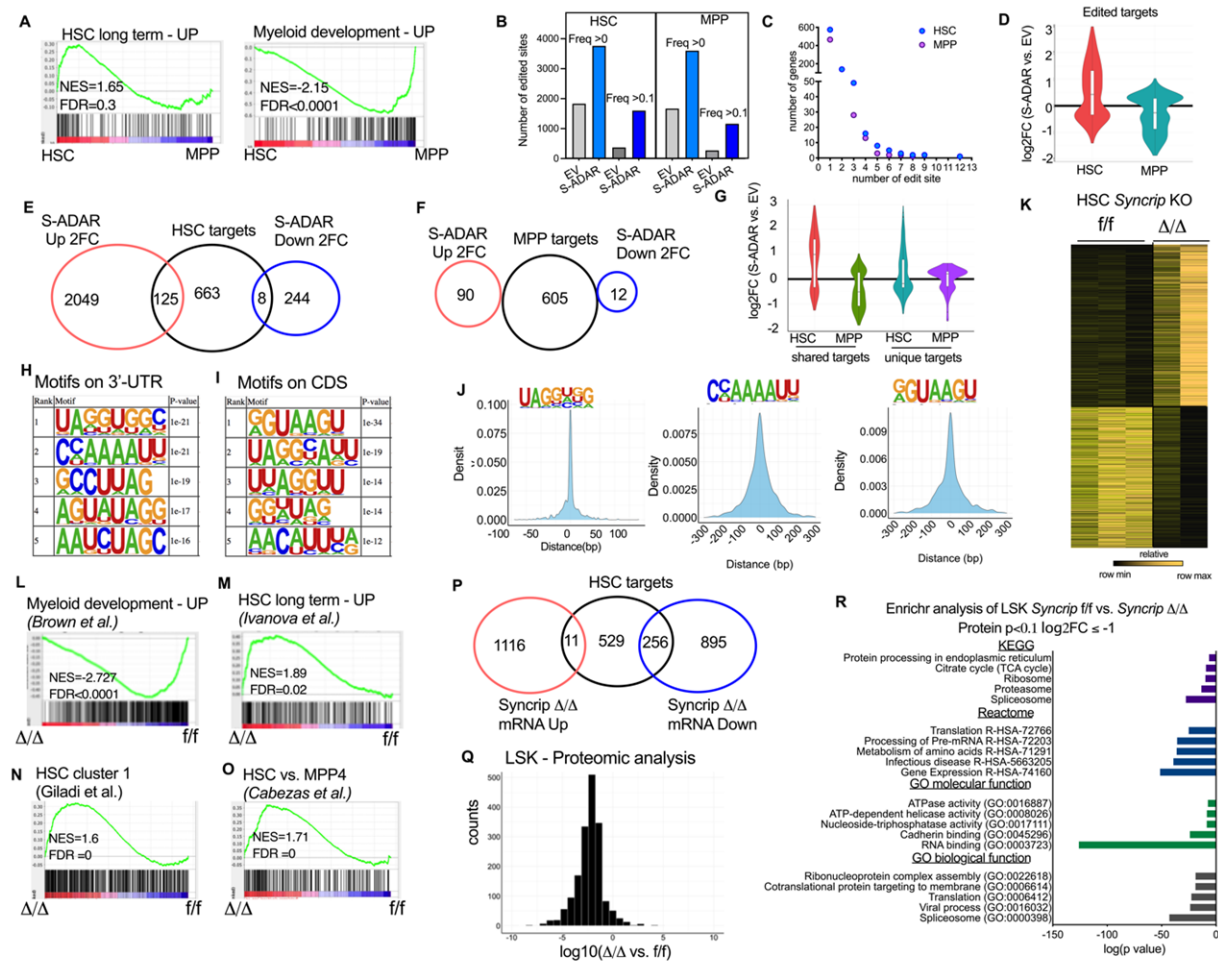

Supplemental Figure 5. Multi-omics analysis identifies SYNCRIP functional targets in HSCs

- (A) GSEA analysis of genes differentially regulated in hematopoietic stem cells (HSCs) vs. multipotent-progenitor (MPP) cells (described in Figure 5A).
- (B) Number of total ADAR-mediated edit sites with Frequency (Freq) >0 and Freq >0.1 in HSC and MPP.
- (C) Distribution of number of genes with corresponding number of edit sites.
- (D) Violin plots showing mRNA expression (FDR <0.05, log₂FC S-ADAR vs. EV) of SYNCRIP direct targets identified in HSC (n=796) and MPP (n=605). Box plots and whiskers representing minimum value (lowest bound); maximum value (highest bound); a range of lower quartile (the start of the box) and the upper quartile (the end of the box) and median as the middle line.
- (E) Venn diagram showing SYNCRIP targets in HSCs with genes differentially upregulated (n=2174) and downregulated (n=252) in HSCs.
- (F) Venn diagram showing SYNCRIP targets in MPP with genes differentially upregulated (n=90) and downregulated (n=12) in MPP.
- (G) Violin plots showing level of mRNA expression (FDR <0.05, log₂FC S-ADAR vs. EV) of shared targets (n=534), HSC unique targets (n=262) and MPP (n=71) unique targets defined in Figure 5C.
- (H-I) SYNCRIP specific binding motifs enriched in coding regions (CDS) and (I) 3'-UTR.
- (J) Probability density function (PDF) plots showing the distance from edits sites to the nearest SYNCRIP motifs.
- (K) Heatmap of the top upregulated and downregulated genes (fold change ≥ 2 , FDR <0.05) from RNA sequencing analysis of HSCs *Syncrrip*^{ff} (n=3) and *Syncrrip*^{Δ/Δ} (n=2) described in Figure 2.
- (L-O) GSEA analysis of targets differentially regulated in HSCs of *Syncrrip*^{Δ/Δ} vs. *Syncrrip*^{ff} for signatures pertaining to (L) Myeloid development, (M-O) long term HSCs.
- (P) Venn diagram showing SYNCRIP target mRNAs in HSCs with genes whose expression levels are altered (FDR <0.05, FC ≥ 0) in *Syncrrip* deficient HSCs.
- (Q) Absolute counts representing the abundance of proteins distributed across the range of log₁₀foldchange in LSK cells (n=5 replicates of total 15 mice/genotype).
- (R) Enrichr analysis for GO biological processes, GO molecular function, Reactome and KEGG enrichment of SYNCRIP target genes whose proteins are downregulated in *Syncrrip* deficient LSKs. X-axis: log₁₀(p value). p-values were calculated by Fisher's exact test.

Supplemental Figure 6

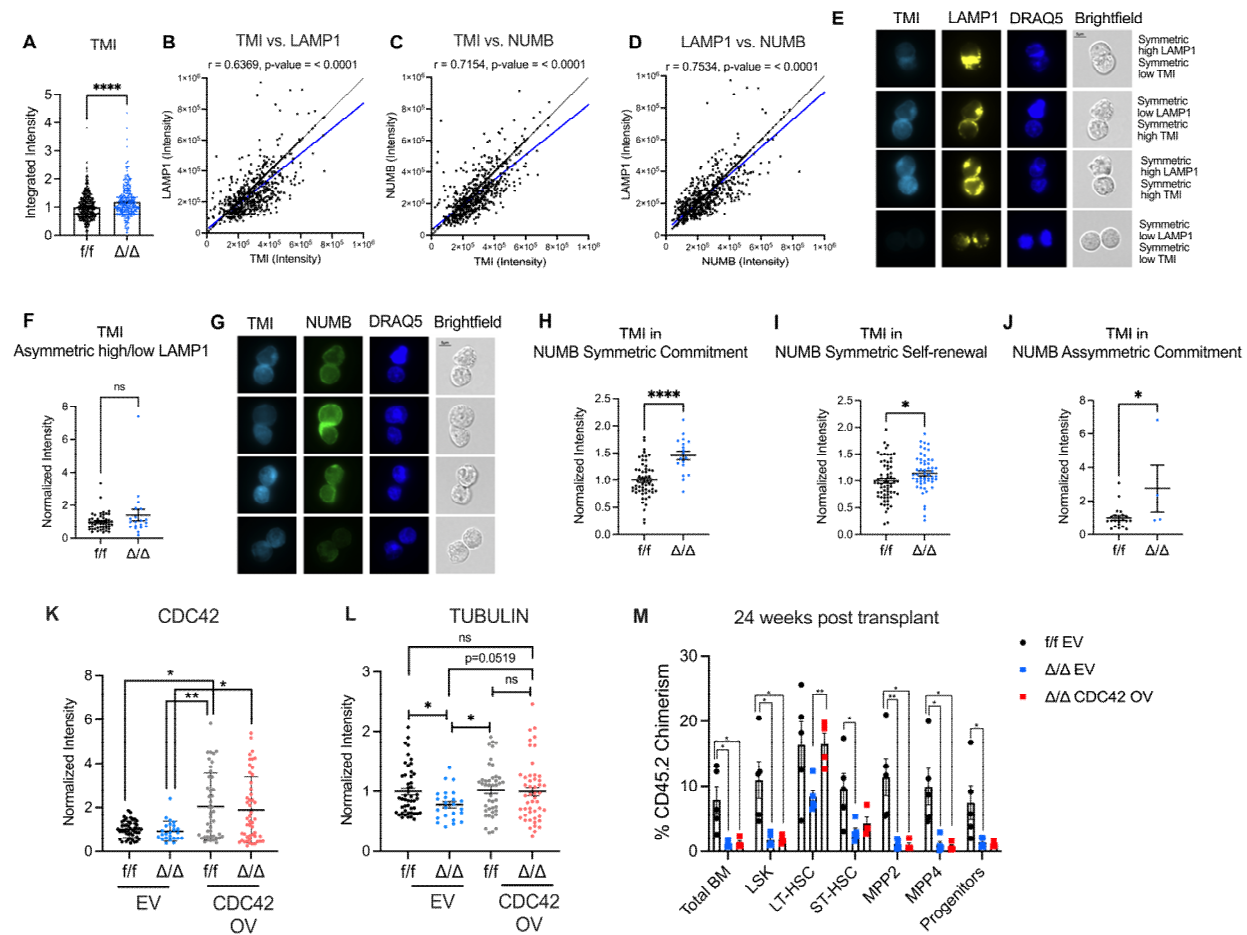

Supplemental Figure 6. SYNCRIP controls HSC polarity and symmetric vs. asymmetric division

(A) Quantification of normalized TMI IF intensity in HSCs *Syncrip*^{ff} n=565 and *Syncrip*^{Δ/Δ} n=378.
(B-C) Correlation between TMI signals and (B) LAMP1 and (C) NUMB protein levels. *p*-values were calculated by Pearson r correlation test. *p*<0.0001 for all correlation tests.
(D) Correlation between LAMP1 and NUMB protein levels. *p*-values were calculated by Pearson r correlation test. *p*<0.0001 for correlation test.
(E) Representative images of IF staining of TMI and LAMP1 in paired daughter assay performed with *Syncrip*^{ff} and *Syncrip*^{Δ/Δ} HSCs. TMI (left); LAMP1 (middle), DRAQ5 (right) and brightfield.
(F) Quantification of normalized IF intensity reflecting the levels of TMI in doublet cells with asymmetric high/low LAMP1 level in *Syncrip*^{ff} n=46 and *Syncrip*^{Δ/Δ} n=20.
(G) Representative images of immunofluorescence (IF) staining of TMI and NUMB immunofluorescence (IF) staining in paired daughter assay performed with *Syncrip*^{ff} and *Syncrip*^{Δ/Δ} HSCs. TMI (left); NUMB (middle), DRAQ5 (right) and brightfield.
(H-J) Quantification of normalized TMI IF intensity in doublet cells of NUMB paired daughter assay
(H) NUMB symmetric commitment *Syncrip*^{ff} n=57 and *Syncrip*^{Δ/Δ} n=18.
(I) NUMB symmetric self-renewal *Syncrip*^{ff} n=64 and *Syncrip*^{Δ/Δ} n=54 and (J) NUMB asymmetric commitment *Syncrip*^{ff} n=22 and *Syncrip*^{Δ/Δ} n=4.
(K-L) Quantification of normalized IF intensity reflecting the protein levels of (K) CDC42 and (L) TUBULIN in *Syncrip*^{ff} and *Syncrip*^{Δ/Δ} LSK cells transduced with either empty vector control (EV) or vector expressing CDC42 (CDC42-OV) as described in Figure 6S-T. EV *Syncrip*^{ff} n=48; EV *Syncrip*^{Δ/Δ} n=24; CDC42-OV *Syncrip*^{ff} n=42; CDC42-OV *Syncrip*^{Δ/Δ} n=49.
(M) Donor chimerism of LSK cells isolated from *Syncrip*^{ff} and *Syncrip*^{Δ/Δ} mice and transduced with either empty vector control (EV) or vector expressing CDC42 (CDC42-OV) as described in figure 6S in primary recipients (n=5 mice/each condition).
All scale bars 5μm. All data represent mean ± s.e.m. *p* values were calculated by two-tailed *t* test unless specified. * *p*<0.05, **p<0.01, ***p<0.001 and ns: not significant. Source data are provided as a Source Data file.

Supplementary File Western Blots Uncropped:
Supplementary Figure 1S

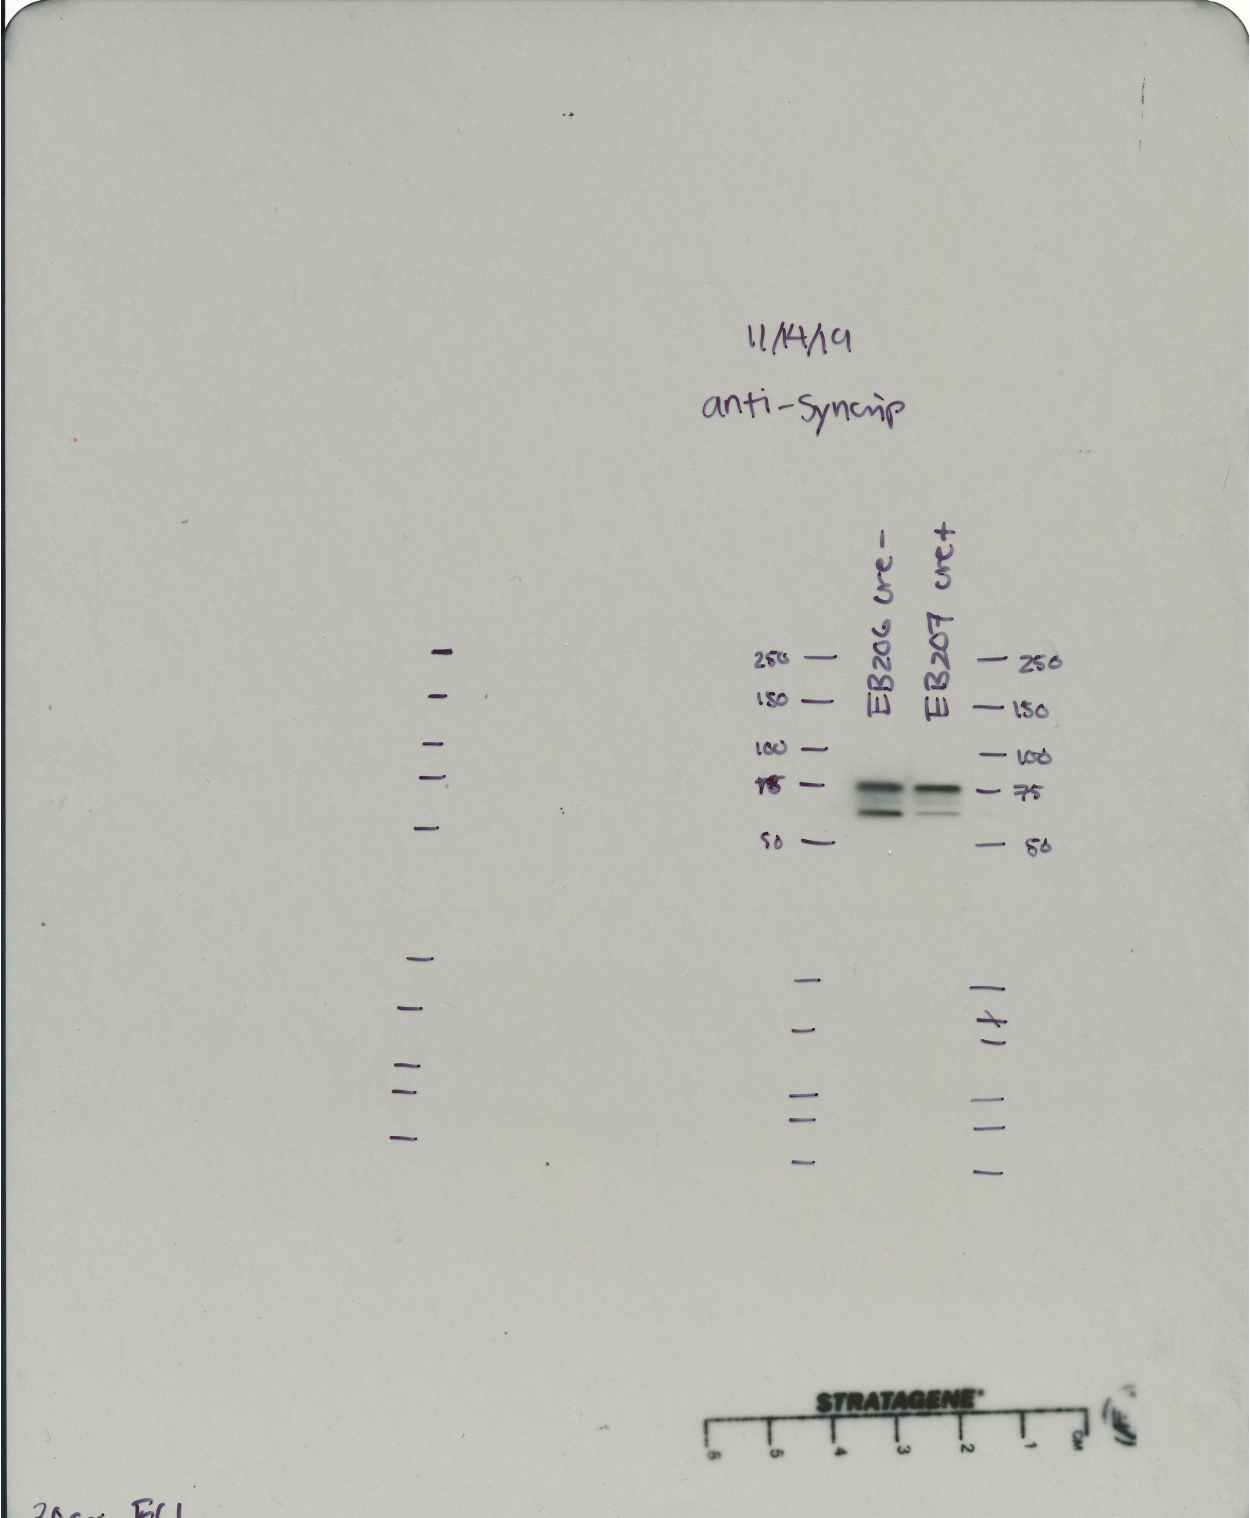

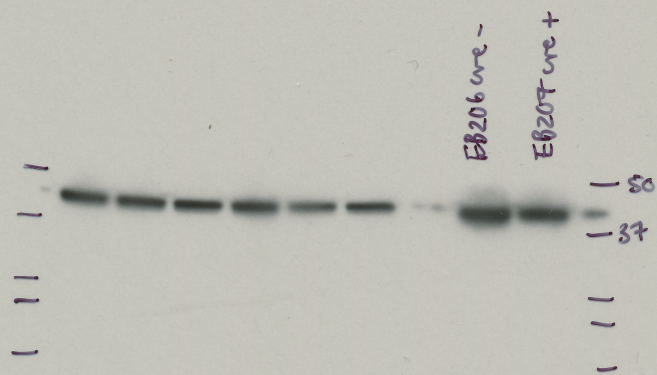

anti- β actin

STRATAGENE

# Supplementary material for: RNA binding protein SYNCRIP maintains proteostasis and self-renewal of hematopoietic stem and progenitor cells
**Source:** Nat Commun. 2023 Apr 21;14:2290. doi: 10.1038/s41467-023-38001-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: scRNA-seq sample details. Tables contains information of samples used for scRNA-sequencing including number of cells and genes for each replicate of both genotypes *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3).

File Name: Supplementary Data 2

Description: scRNA-seq cluster vs rest DEG. Differentially expressed genes between a cluster vs. the rest of other clusters characterized in scRNA-seq datasets. Total 21 clusters as defined in cluster assignment. The statistical test was performed using DEseq Bioconductor package. In general, DEseq algorithm performs estimation of size factors and estimation of dispersion prior to negative binomial GLM fitting and Wald statistic. A one-sided Wilcoxon test was performed to determine the statistical significance between the log2 fold changes (log2FC).

File Name: Supplementary Data 3

Description: scRNA-seq HSC C1 vs HSC C2 pval rank list. Table showing ranked list of all differentially expressed genes between WT HSC C1 vs HSC C2 from scRNA-seq results. Table was used as a rnk file to run GSEA with other publicly available datasets.

File Name: Supplementary Data 4

Description: scRNA-seq frequency of clusters. Table showing frequencies of clusters defined in scRNA-seq datasets. Frequencies were shown for each individual replicate in both genotypes *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3). Student t-test two sided.

File Name: Supplementary Data 5

Description: scRNA-seq WT vs KO all clusters. Table showing differential gene expression analysis between *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3) of all matched clusters characterized in scRNA-seq datasets. The statistical test was performed using DEseq Bioconductor package. In general, DEseq algorithm performs estimation of size factors and estimation of dispersion prior to negative binomial GLM fitting and Wald statistic. A one-sided Wilcoxon test was performed to determine the statistical significance between the log2 fold changes (log2FC).

File Name: Supplementary Data 6

Description: Enrichr analysis of HSC C2 KO vs WT. Table showing results of gene set enrichment analysis using <https://maayanlab.cloud/Enrichr/> of differentially expressed genes (FDR ≤ 0.05 ; up and down regulated genes) within cluster HSC C2 between *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3). Pathway analysis on GO biological process 2021 and Reactome 2016. The analysis and statistical test were performed using <https://maayanlab.cloud/Enrichr/>. In brief, Enrichr analysis includes three enrichment scores based on three statistical tests: 1) the Fisher exact test; 2) the z-score calculating deviation from the expected rank by the Fisher exact test; and 3) a combined score which is the multiplication of the log p value obtained from the test 1 and test 2.

File Name: Supplementary Data 7

Description: Enrichr analysis of HSC C1 KO vs WT. Table showing results of gene set enrichment analysis using <https://maayanlab.cloud/Enrichr/> of differentially expressed genes (FDR ≤ 0.05 ; up and down regulated genes) within cluster HSC C1 between *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3). Pathway analysis on GO biological process 2021 and Reactome 2016. The analysis and statistical test were performed using <https://maayanlab.cloud/Enrichr/>. In brief, Enrichr analysis includes three enrichment scores based on three statistical tests: 1) the Fisher exact test; 2) the z-score calculating deviation from the expected rank by the Fisher exact test; and 3) a combined score which is the multiplication of the log p value obtained from the test 1 and test 2.

File Name: Supplementary Data 8

Description: HSC vs MPP DEG. Table showing gene IDs and RPKM (reads per kilobases of transcript per 1 million mapped reads) of all genes measured in HSCs vs. MPPs in RNA-sequencing datasets when cells were transduced with empty vector.

File Name: Supplementary Data 9

Description: Syncrip HyperTRIBE significant edited sites HSCs and MPPs. Table showing significant edited sites identified with HyperTRIBE in HSCs and MPPs (fpkm > 5, p-adj > 0.05, differential edit frequency > 0.1) To define difference in editing frequencies, we used beta-binomidal distribution and p values were were adjusted to control for false discovery rate (FDR) using a Benjamin–Hochberg correction. The statistical computation was performed using R packages VGAM (Version 1.1–2) and bbmle (Version 1.0.23.1) as described in Nguyen DTT, et al. 2020

File Name: Supplementary Data 10

Description: SYNCRIP direct targets in HSCs and MPPs. Table showing gene IDs of SYNCRIP's direct transcript targets in HSCs and MPPs and the shared targets.

File Name: Supplementary Data 11

Description: Enrichr analysis of SYNCRIP shared targets in HSCs and MPPs. Table showing results of gene set enrichment analysis using <https://maayanlab.cloud/Enrichr/> of shared direct targets of SYNCRIP identified in both HSC and MPP subpopulations. Pathway analysis on GO biological process 2021, GO molecular function 2021, Reactome 2016, KEGG 2021

File Name: Supplementary Data 12

Description: HSC RNA-seq KO vs WT DEG. Table showing gene IDs and RPKM (reads per kilobases of transcript per 1 million mapped reads) of all genes measured in bulk RNA-seq of HSCs of both genotypes *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3). The statistical test was performed using DEseq Bioconductor package. In general, DEseq algorithm performs estimation of size factors and estimation of dispersion prior to negative binomial GLM fitting and Wald statistic. A one-sided Wilcoxon test was performed to determine the statistical significance between the log2 fold changes (log2FC).

File Name: Supplementary Data 13

Description: HSC RNA-seq KO vs WT DEG rank list. Table showing ranked list used for GSEA analysis of differential gene expression in HSCs of *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3).

File Name: Supplementary Data 14

Description: Enrichr analysis on HSC RNA-seq KO vs WT. Table showing results of gene set enrichment analysis using <https://maayanlab.cloud/Enrichr/> of differentially expressed genes (FDR ≤0.05; up and down regulated genes) in bulk RNA-seq of HSCs between *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3). Pathway analysis on GO biological process 2021 and Reactome 2016.

File Name: Supplementary Data 15

Description: Mass spectrometry analysis of LSKs KO vs WT. Table showing protein IDs and proteomic changes in LSK cells of *Syncrip* f/f (n=3) and *Syncrip* Δ/Δ (n=3). A one-sided Wilcoxon test was performed to determine the statistical significance between the log2 fold changes (log2FC).

File Name: Supplementary Data 16

Description: Overlapping SYNCRIP targets. Table showing gene IDs of hits defined as overlapped genes identified from various omic approaches (hyperTribe, RNA-seq, and mass spectrometry).

File Name: Supplementary Data 17

Description: Enrichr analysis on SYNCRIP overlapped targets. Table showing results of gene set enrichment analysis using <https://maayanlab.cloud/Enrichr/> of overlapped SYNCRIP direct targets. Pathway analysis on GO biological process 2021, GO molecular function 2021, Reactome, 2016, and KEGG 2021. For directionality, proteomics results were used (p-value <0.1, Log2FC ≤ -1). The analysis and statistical test were performed by <https://maayanlab.cloud/Enrichr/>. In brief, Enrichr analysis includes three enrichment scores based on three statistical tests: 1) the Fisher exact test; 2) the z-score calculating deviation from the expected rank by the Fisher exact test; and 3) a combined score which is the multiplication of the log p value obtained from

File Name: Supplementary Movie 1

Description: Representative videos for CDC42 Rescue in LSK cells described in Figure 6S-T. Videos show GFP expression in green, tubulin in red, CDC42 in magenta and DAPI counterstain in blue. Only cells with GFP integrated intensities > 100000 were used for quantification in Figure 6T. Movie 1 represents *Syncrip*^{f/f} LSK cells that were transduced with empty vector (EV) MIGR1 retrovirus.

File Name: Supplementary Movie 2

Description: Representative videos for CDC42 Rescue in LSK cells described in Figure 6S-T. Videos show GFP expression in green, tubulin in red, CDC42 in magenta and DAPI counterstain in blue. Only cells with GFP integrated intensities > 100000 were used for quantification in Figure 6T. Movie 2 represents *Syncrip*^{Δ/Δ} LSK cells that were transduced with empty vector (EV) MIGR1 retrovirus.

File Name: Supplementary Movie 3

Description: Representative videos for CDC42 Rescue in LSK cells described in Figure 6S-T. Videos show GFP expression in green, tubulin in red, CDC42 in magenta and DAPI counterstain in blue. Only cells with GFP integrated intensities > 100000 were used for quantification in Figure 6T. Movie 3 represents *Syncrip*^{Δ/Δ} LSK that were transduced with CDC42 Overexpression (OV) retrovirus.

File Name: Supplementary Movie 4

Description: Representative videos for CDC42 Rescue in LSK cells described in Figure 6S-T. Videos show GFP expression in green, tubulin in red, CDC42 in magenta and DAPI counterstain in blue. Only cells with GFP integrated intensities > 100000 were used for quantification in Figure 6T. Movie 4 represents *Syncrip*^{fl/fl} LSKs that were transduced with CDC42 Overexpression (OV) retrovirus.

# Supplementary material for: RNA binding protein SYNCRIP maintains proteostasis and self-renewal of hematopoietic stem and progenitor cells
**Source:** Nat Commun. 2023 Apr 21;14:2290. doi: 10.1038/s41467-023-38001-x
**Supplement:** Supplementary file 25 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

All software used for data collection is commercially available. Those include: Zeiss Zen microscopy software. For flow cytometry and FACS data collection BD Fortessa or Aria equipment with BD FACSDiva software v1.0 were used. For RNA-seq data collection, Illumina HiSeq platform was used. Complete blood counts were collected on Heska Element HT5 instrument, using HeskaView Integrated Software Version 3.2.3.

Data analysis

Statistical analysis was performed using Prism Graphpad (<https://www.graphpad.com/scientific-software/prism/>). Differential expression in RNA-seq data in HSC SYNCRIP f/f vs. SYNCRIP KO cells was analyzed using DESeq2 R package. Hypertribe analysis was performed using Hypertribe pipeline previously reported https://github.com/DiuTTNguyen/MSI2_HyperTRIBE_codes. Pathway analysis was performed using Gene Set Enrichment Analysis (GSEA) (<https://www.gsea-msigdb.org/gsea/index.jsp>) and Enrichr (<https://maayanlab.cloud/Enrichr/>). Single-cell RNA-seq data was processed and aligned to mouse reference mm10 using Cell Ranger (10Xgenomics) with default parameters. Normalization, dimensionality reduction and Louvain clustering were performed using Scanpy (v1.4.4 <https://scanpy.readthedocs.io/en/stable/>). For microscopy image, analysis ImageJ Version 2.0.0-rc-65/1.51w was used. Flow Cytometry data was analyzed on FlowJo version 10.8.1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq that support the findings in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession codes listed below.

sc-RNA seq: GSE202421 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202421>)

HSC RNA-seq: GSE202463 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202463>)

HSC/MPP HyperTRIBE RNA-seq: GSE202464 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202464>)

Proteomic mass spectrometry data are available via ProteomeXchange with identifier PXD019779

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For the animal studies we analyzed at least 5 animals per group to provide at least 80% power to detect at least 10% difference between mean (with standard deviation equal or less than half of difference between mean) value of control (WT) vs. tested (KO) group at the 0.05 significance level. For other studies, no sample size calculation was performed for these experiments. For in vitro experiments in mouse cells, sequencing, proteomics, and western blot we aimed for a number of at least 3 independent experiments per group to allow for statistical inference using Student's t test (two tailed unless otherwise stated).
Data exclusions	No data were excluded from analysis.
Replication	For each experiments, at least 3 independent biological replicates were performed.
Randomization	We allocated recipient mice into different groups randomly in transplant in vivo experiments. Animals in all experiment groups are sex and age matched. No other randomization was performed in the study.
Blinding	The authors were not blinded. Validation of efficient depletion of SYNCRIP - the gene of interest - must be confirmed prior to experimental assessments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Target antigen and clone; Vendor; Catalog number; Application (Dilution)<br>Syncrrip Ab (anti-hnRNP Q, clone 7A11.2); Millipore Sigma; Cat# MAB11004; Western Blot (1:1000); Immunofluorescence (1:500)

Actin Ab; Sigma Aldrich; Cat# A3854; Western Blot (1:20000)
 Gr1-APC RB6-8C5; Thermo Fisher Scientific; Cat# 17-5931-82; Flow cytometry (1:200)
 Mac1-PB clone M1/70; Biolegend; Cat# 101224; Flow cytometry (1:200)
 cKit- APC-Cy7 clone 2B8; Biolegend; Cat# 105826; Flow cytometry (1:200)
 B220-PE Cy7 clone RA3-6B2; BD Biosciences; Cat# 552772; Flow cytometry (1:200)
 CD19-PE Cy5 clone eBio1D3 (1D3); Thermo Fisher Scientific; Cat# 15-0193-83; Flow cytometry (1:200)
 IgM-APC clone RMM-1; Biolegend; Cat# 406509; Flow cytometry (1:200)
 CD3e-PB clone 145-2C11; Thermo Fisher Scientific; Cat# 48-0031-82; Flow cytometry (1:200)
 CD4-PE clone GK1.5; BD Biosciences; Cat# 557308; Flow cytometry (1:200)
 CD8-FITC clone clone 53-6.7; BD Biosciences; Cat# 553031; Flow cytometry (1:200)
 Sca1-PB clone E13-161.7; Biolegend Cat# 122520; Flow cytometry (1:200)
 CD150-APC clone TC15-12F12.2; Biolegend; Cat# 115910; Flow cytometry (1:200)
 CD48-PE clone HM48-1; BD Biosciences; Cat# 557485; Flow cytometry (1:200)
 CD41-PE clone GK1.5; BD Biosciences; Cat# 557308; Flow cytometry (1:200)
 Ter119-PE Cy5 clone TER-119; Thermo Fisher Scientific; Cat# 15-5921-82; Flow cytometry (1:200)
 CD71-FITC clone R17217; Thermo Fisher Scientific; Cat# 11-0711-81; Flow cytometry (1:200)
 CD45.1- PE CF594 clone A20; BD Biosciences; Cat# 562452; Flow cytometry (1:200)
 CD45.2-Alexa 700 clone 104; Thermo Fisher Scientific; Cat# 56-0454-82; Flow cytometry (1:200)
 CD3e-PE Cy5 clone 145-2C11; Invitrogen; Cat# 15-0031-83; Flow cytometry (1:200)
 CD4-PE Cy5 clone GK1.5; Invitrogen; Cat# 15-0041-83; Flow cytometry (1:200)
 CD8-PE Cy5 clone 53-6.7; Invitrogen; Cat# 15-0081-83; Flow cytometry (1:200)
 Gr1-PE Cy5 clone RB6-8C5; Invitrogen; Cat# 15-5931-82; Flow cytometry (1:200)
 B220-PE Cy5 clone RA3-6B2; Invitrogen; Cat# 15-0452-83; Flow cytometry (1:200)
 Numb Ab; Abcam; Cat# Ab4147; Immunofluorescence (1:500)
 CDC42 Ab; Abcam; Cat# ab64533; Immunofluorescence (1:500)
 Tubulin Ab; Abcam; Cat# ab6160; Immunofluorescence (1:500)
 Lamp1 Ab; Abcam; cat# ab208943; Immunofluorescence (1:500)
 Chop Ab; Cell Signaling Technology; Cat#2895; Immunofluorescence (1:100)
 ATF4 Ab; Cell Signaling Technology; Cat#11815; Immunofluorescence (1:100)
 HSP70 Ab; Abcam; Cat#ab181606; Immunofluorescence (1:100)
 Alexa Fluor 488 donkey anti-goat; Invitrogen; Cat#A11055; Immunofluorescence (1:500)
 Alexa Fluor 568 donkey anti-rabbit; Invitrogen; Cat#A10042; Immunofluorescence (1:500)
 Alexa Fluor 647 donkey anti-mouse; Invitrogen; Cat#A31571; Immunofluorescence (1:500)
 Alexa Fluor 488 goat anti-rat; Invitrogen; Cat#A11006; Immunofluorescence (1:500)
 Alexa Fluor 568 goat anti-rat; Invitrogen; Cat#A11007; Immunofluorescence (1:500)
 Alexa Fluor 647 donkey anti-rabbit; Invitrogen; Cat#A31573; Immunofluorescence (1:500)
 DRAQ5; Abcam; Cat#ab108410; Immunofluorescence (1:1000)

Validation

All antibodies used were purchased from commercial vendors and have been validated by the vendors. Information on each antibody and their validated application is available at the manufacture's website, we also list the validation for each primary antibody below. We used only for validated applications. In addition, SYNCRIP antibody is confirmed by our knockout mouse cells. SYNCRIP antibody is validated in mice for western blot and immunofluorescence applications according to the data in our manuscript (Figures 1B, 2A, 6A, 6B). We note in the manuscript, this antibody is not specific to only SYNCRIP, and also detects HNRNPR. We detail in the Western blots where HNRNPR is relative to SYNCRIP.

Primary Antibody Validation:

Actin (<https://www.sigmaaldrich.com/US/en/product/sigma/a3854>): For application in Western Blots. Species reactivity with sheep, carp, feline, chicken, rat, mouse, *Hirudo medicinalis*, rabbit, canine, pig, human, bovine, guinea pig.
 NUMB (<https://www.abcam.com/products/primary-antibodies/numb-antibody-ab4147.html>): Statement from manufacture lists that their Abpromise guarantee policy covers the use of ab4147 in the following tested applications: ELISA, IHC-P, IP, WB, ICC/IF. With species reactivity to Mouse, Chicken, Human.
 CDC42 (<https://www.abcam.com/products/primary-antibodies/cdc42-antibody-ab64533.html>): Statement from manufacture lists that their Abpromise guarantee policy covers the use of ab64533 in the following tested applications: ICC/IF and WB. With species reactivity to Mouse and Human.
 TUBULIN (<https://www.abcam.com/products/primary-antibodies/tubulin-antibody-yl12-loading-control-ab6160.html>): Statement from manufacture lists that their Abpromise guarantee policy covers the use of ab6160 in the following tested applications: WB, Flow Cytometry, ICC/IF, IHC-P.
 LAMP1 (<https://www.abcam.com/products/primary-antibodies/lamp1-antibody-epr21026-ab208943.html>): Statement from manufacture lists that their Abpromise guarantee policy covers the use of ab208943 in the following tested applications: WB, IHC-P, IHC-Fr, IP, ICC/IF, Flow Cytometry. With species reactivity to mouse.
 CHOP (https://www.cellsignal.com/products/primary-antibodies/chop-l63f7-mouse-mab/2895?_=1679433030183&Ntt=2895&tahead=true): Manufacture's antibody guarantee policy ensures that antibodies are validated in house for the certain research applications. CHOP (L63F7) Mouse mAb #2895 is validated for the following applications: WB, IP, IF, Flow Cytometry, Chromatin IP. With species reactivity to human, mouse and rabbit.
 ATF4 (<https://www.cellsignal.com/products/primary-antibodies/atf-4-d4b8-rabbit-mab/11815>): Manufacture's antibody guarantee policy ensures that antibodies are validated in house for the certain research applications. ATF-4 (D4B8) Rabbit mAb #11815 is validated for the following applications: WB, IP, IF, Chromatin IP, Chromatin IP-seq, Cut & Run. With Species reactivity to human, mouse and rabbit.
 HSP70 (<https://www.abcam.com/products/primary-antibodies/hsp70-antibody-epr16892-ab181606.html>): Statement from manufacture lists that their Abpromise guarantee policy covers the use of ab181606 in the following tested applications: Flow Cytometry, IHC-P, WB, ICC/IF. With species reactivity to mouse, rat, and human.
 DRAQ5 (<https://www.abcam.com/products/reagents/draq5-ab108410.html>): Statement from manufacture lists that their Abpromise guarantee policy covers the use of ab108410 in the following tested applications: FM, Flow Cytometry, ICC/IF. For use as a cell-permeant DNA intercalating probe in fixed or non-fixed/ live cells.
 Gr1-APC RB6-8C5 (<https://www.thermofisher.com/antibody/product/Ly-6G-Ly-6C-Antibody-clone-RB6-8C5-Monoclonal/17-5931-82>): Application Flow Cytometry, species reactivity Dog, Human, Mouse.

Mac1-PB clone M1/70 (<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-human-cd11b-antibody-3863>): Application Flow Cytometry; Species Reactivity: Mouse, Human, Cynomolgus, Rhesus

cKit- APC-Cy7 clone 2B8 (<https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd117-c-kit-antibody-5905>): Application Flow Cytometry; Species Reactivity: Mouse

B220-PE Cy7 clone RA3-6B2 (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-cd45r-b220.552772>): Application Flow Cytometry; Species Reactivity: Mouse

CD19-PE Cy5 clone eBio1D3 (1D3) (<https://www.thermofisher.com/antibody/product/CD19-Antibody-clone-eBio1D3-1D3-Monoclonal/15-0193-82>): Applications Flow Cytometry; Species Reactivity: Human, Mouse

IgM-APC clone RMM-1 (<https://www.biolegend.com/en-us/products/apc-anti-mouse-igm-2335>): Application Flow Cytometry; Species Reactivity Mouse.

CD3e-PB clone 145-2C11 (<https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-145-2C11-Monoclonal/48-0031-82>): Application Flow Cytometry; Species Reactivity Mouse.

CD4-PE clone GK1.5 (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd4.557308>): Application Flow Cytometry; Species Reactivity Mouse.

CD8-FITC clone clone 53-6.7 (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-rat-anti-mouse-cd8a.553031>): Application Flow Cytometry; Species Reactivity Mouse.

Sca1-PB clone E13-161.7 (<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-ly-6a-e-sca-1-antibody-3901>): Applications flow cytometry; species reactivity mouse.

CD150-APC clone TC15-12F12.2 (<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd150-slam-antibody-2894>): Applications flow cytometry; species reactivity mouse.

CD48-PE clone HM48-1 (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-hamster-anti-mouse-cd48.557485>): Application flow cytometry; species reactivity mouse.

CD41-PE clone GK1.5 (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd41.558040>): Application Flow Cytometry; species reactivity mouse.

Ter119-PE Cy5 clone TER-119 (<https://www.thermofisher.com/antibody/product/TER-119-Antibody-clone-TER-119-Monoclonal/15-5921-82>): Application flow cytometry; species reactivity Fish, Human, Mouse.

CD71-FITC clone R17217 (<https://www.thermofisher.com/antibody/product/CD71-Transferrin-Receptor-Antibody-clone-R17217-R17-217-1-4-Monoclonal/11-0711-81>): Application Flow Cytometry; Species Reactivity Mouse.

CD45.1- PE CF594 clone A20 (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cf594-mouse-anti-mouse-cd45-1.562452>): Application flow cytometry; species reactivity mouse.

CD45.2-Alexa 700 clone 104 (<https://www.thermofisher.com/antibody/product/CD45-2-Antibody-clone-104-Monoclonal/56-0454-82>): Application flow cytometry; Species reactivity Mouse

CD3e-PE Cy5 clone 145-2C11 (<https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-145-2C11-Monoclonal/15-0031-83>): Application flow cytometry; species reactivity mouse.

CD4-PE Cy5 clone GK1.5 (<https://www.thermofisher.com/antibody/product/CD4-Antibody-clone-GK1-5-Monoclonal/15-0041-83>): Application flow cytometry; species reactivity mouse.

CD8-PE Cy5 clone 53-6.7 (<https://www.thermofisher.com/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/15-0081-83>): Application flow cytometry; species reactivity mouse.

Gr1-PE Cy5 clone RB6-8C5 (<https://www.thermofisher.com/antibody/product/Ly-6G-Ly-6C-Antibody-clone-RB6-8C5-Monoclonal/15-5931-82>): Application flow cytometry, species reactivity mouse.

CD43 FITC clone S7 (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-rat-anti-mouse-cd43.553270>): Application flow cytometry; species reactivity mouse.

B220-Pe Cy5 clone RA3-6B2 (<https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/15-0452-83>): Application flow cytometry; species reactivity: human,mouse.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	All cells used for experiments were from primary sources and not cell lines. HEK 293T cells were used to generate retrovirus.
Authentication	All cells used for experiments were from primary sources and not cell lines. HEK 293T cells were not authenticated.
Mycoplasma contamination	Cultured cells were routinely tested and confirmed negative for mycoplasma in house by using a Mycoplasma Test from Lonza Biosciences (#LT07-218) according to manufacturer's instructions.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	MSKCC animal facility is maintained at temperatures between 64 -78° F, with humidity of the animal room ranging between 30-70%. 6-8 week old female B6.SJL-Ptprc <i>ca</i> /Boy (Taconic Biosciences, USA) mice were used as recipients for in vivo transplant experiments (lethally irradiated as described in methods). Mx-1 Cre 8-12 week old male mice were used to cross with Syncrip f/f strain to create Syncrip cKO strain.
Wild animals	No wild animals were used in this study.
Field-collected samples	No field-collection was used in this study.

Ethics oversight

All animal studies were performed on the animal protocol, #11-10-025, approved by the Institutional Animal Care and Use Committee (IACUC) at Memorial Sloan Kettering Cancer Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Blood or bone marrow samples were lysed of red blood cells, and were subsequently stained with the surface marker antibody, dye or probe according to each appropriate experiment. For surface marker staining, cells were incubated for 30 minutes and washed with PBS then resuspended in RPMI 2% FBS for flow cytometry. All other probes were incubated according to previous publications, as described in Methods.

Instrument

BD FACS Fortessa equipment for Flow cytometry analysis and BD FACS Solo-Aria II for sorting.

Software

FlowJo version 10.6.2

Cell population abundance

For flow analysis, samples were run to acquire at least 10,000 events in gated cell population. Analyzed populations were back-gated to confirm purity.
For RNA-sequencing analysis of sorted populations, gene expression profiles of sorted cells were used to validate cell identities by geneset enrichment analysis (GSEA).

Gating strategy

Cells were gated for live cells (FSC-A, SSC-A), then for singlets (single cells) with FSC-H and FSC-W and SSC-H and SSC-W. Cells were then gated according to analysis in specific experiment, described in figure legends. Comparisons between control and experimental cells were done on the same gating strategies.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

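RNA editing was measured by hyper-TRIBE in mouse HSCs and MPPs that expressed SYNCRIP fused to the catalytic domain of ADAR (S-ADAR) or the empty vector with GFP alone (EV). Cells were sorted 48 hours after transduction. There were 4 groups of 3 libraries, 12 libraries in all. Groups were formed by cell type and vector as the labels give them. The replicate numbers of S-ADAR and EV libraries are not stated to pair the samples, so the groups were compared as unpaired, and a fit with the replicate number as a block was run as an alternative.

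The authors aligned reads to mm10 with STAR, marked duplicates and called variants with GATK; the versions of these tools are not given. The authors deposited 1 table per cell type with 1 line per site. It holds counts of reads with the reference base and with the edited base for each library, without normalization. It also holds the fraction of edited reads per group, computed by the authors, which equals the mean of the library fractions to within 6e-16. The deposited score is the difference in frequency, which the authors computed as the S-ADAR fraction minus the EV fraction. The deposited p-value is that of the authors' beta-binomial test per site, made with VGAM and bbmle, and its adjusted form is a Benjamini-Hochberg adjustment over all sites of the table. Expression is given as FPKM, 1 value per gene and group; the tool and the way replicates were combined are not stated. The last column, a count of tabulated sites per gene by the authors, was only checked against the table. Every site is an A on the transcribed strand of the mm10 reference: 2482 A to G changes in plus-strand genes and 2769 T to C changes in minus-strand genes in HSCs, and 1769 and 2039 in MPPs. Of the sites annotated as 3'-UTR by the authors, 4053 of 4280 in HSCs and 2864 of 3032 in MPPs lay in a RefSeq 3'-UTR.

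The plan assumed that the tables had a minimum of reads per library. They have none: every site has at least 30 reads over its 6 libraries, 30 HSC sites and 8 MPP sites have a library without reads, and 2351 HSC and 1629 MPP sites have at least 20 reads in every library. Sites without reads in a library were kept, with the mean taken over the remaining libraries. A minimum of 10 reads in every library, which all sites of Supplementary Data 9 show, was added as an alternative after the values were seen. With so few reads a single library fixes a frequency only roughly.

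The main test was a likelihood-ratio test of a beta-binomial model per site, with 1 overdispersion per site for both groups, written in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and numba 0.67.0. The adjusted p threshold was 0.05, over all sites of a table, and the smallest difference called was 0.1. The estimated overdispersion was at its lower bound at 66.8% of HSC and 69.4% of MPP sites. The test called all 1825 HSC and 1227 MPP sites that pass the same limits with the authors' adjusted p. Tables were handled with pandas 2.3.3, logistic regressions were fitted with statsmodels 0.14.6, sequences were read with pysam 0.24.0 and samtools 1.23.1, and figures drawn with matplotlib 3.10.9. The edgeR quasi-likelihood test used edgeR 4.0.16 and the test on logit frequencies limma 3.58.1, in R 4.3.3. Comparisons of single values between groups used exact permutation tests; correlations across genes used Spearman's coefficient with 100000 permutations, and counts Fisher's exact test, all two-sided. Values are given as mean ± SD over libraries.

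HSC and MPP S-ADAR libraries were compared at 1334 sites that were tabulated in both cell types, had an EV frequency of at most 0.05 in both and were called in at least 1 of them. Sequence was counted within 250 nt of called sites, against 100 random draws of adenosines from the same annotated 3'-UTRs. For CDS sites the draws came from the same annotated exons, which can hold UTR sequence. Gene lists, 11 in number, were written before the data were examined: Rho GTPases with their regulators and effectors, the actin cytoskeleton, the other small GTPases, RNA-binding proteins, translation factors, chaperones and the unfolded protein response, ubiquitin enzymes, ribosomal proteins, HSC-associated genes, myeloid and progenitor genes, and markers of other cell types. Their background was the genes with a tabulated site. Folds in FPKM were taken after adding a pseudocount of 1 and called changed at 2-fold.

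The test was checked on simulated data with the observed reads per site, a background frequency of 0.002 and an overdispersion of 0.005, in which 200 sites were raised in S-ADAR. Of 50 sites raised by 0.1, 20% were called in HSCs and 22% in MPPs; of those raised by 0.2, 70% and 62%; and of those raised by 0.4, 86% and 92%. No unchanged site was called. All unchanged sites were simulated at the background of 0.002, where a difference of 0.1 can hardly arise. This result therefore cannot tell how often sites edited in EV cells are called falsely. Mean editing in the EV libraries was 4.43% in HSCs and 4.86% in MPPs. In the deposited tables, 32 HSC and 16 MPP sites passed the same limits with more editing in EV cells. In the comparison of HSC and MPP S-ADAR libraries, 9% of simulated differences of 0.1 and 31% of those of 0.2 were found, so most differences of that size would have been missed. In the same data edgeR found 15% and 46%, and limma on centred logit frequencies none of either size.

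The alternatives fixed before the data were examined were Fisher's exact test on pooled reads, edgeR, 1 overdispersion for all sites, the authors' adjusted p, at least 20 reads in every library, a difference of at least 0.05 or 0.2, frequencies of pooled reads, FPKM above 5 in both groups or in at least 1 (the description of Supplementary Data 9 gives an FPKM above 5 without naming the group), leaving out sites with an EV frequency above 0.01, leaving out each library in turn, the replicate block, pseudocounts of 0.1 and 5, scaling by the median fold, target genes only, a background of genes with at least 20 reads, logistic regression on expression and site number, HSC targets in place of shared ones, uncalled sites or adenosines in UAG as controls, and a window of 50 nt. Leaving out motif occurrences over the edited base and counting the protein list among measured proteins only were added later. The closing section gives their effects.

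Genes were named by a rule fixed before the data were examined: the genes the paper names with these data (Syncrip, Cdc42, Rhoa, Ran and Msi2); in each cell type the 10 genes with the largest differences among called sites where every S-ADAR library was above every EV library; the 5 genes with the most called sites; up to 5 sites each way that differed between HSC and MPP S-ADAR; from each list up to 4 targets with the largest difference in HSCs; the 3 targets with the largest FPKM folds each way; and the 4 members of each marker list with the highest FPKM. The values of Cdc42, Rhoa, Ran, Msi2, Syncrip, Abcb7, Abi1, Acox1, Dnajc3, Tmem35b, AI662270 and Cep170 in Supplementary Data 9 had been seen before the rule was written. Names outside the rule are marked where they appear.

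The RNA-seq of Syncrip deficient HSCs, the single-cell RNA-seq and the proteomics were not analysed here; the lists of changed transcripts and proteins were taken from the supplementary data of the paper. The motif search and the pathway libraries of the authors were not repeated.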

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

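The count of UAGG without occurrences over the edited base, the minimum of 10 reads in every library and the check of limma on simulated data were chosen after results had been seen; the other tests in this part were fixed before the data were examined.

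Fcgr3, a low-affinity receptor for IgG, and Ccl9, a chemokine, both made by myeloid cells, were edited more in S-ADAR HSCs than in S-ADAR MPPs. The CDS site of Fcgr3 (chromosome 1, position 171054135) was edited in 40.9 ± 1.51% of HSC and 15.8 ± 1.54% of MPP reads, and the 3'-UTR site of Ccl9 (chromosome 11, position 83574807) in 31.3 ± 3.88% and 12.3 ± 1.24% (n = 3 each), with every HSC library above every MPP library. In the beta-binomial test of HSC against MPP S-ADAR libraries over 1334 sites the adjusted p was 0.0199 for Fcgr3 and 0.0199 for Ccl9, and no site was higher in MPPs. Of sites with an unadjusted p under 0.05, 179 were higher in HSCs and 10 in MPPs. The lowest adjusted p of any site ranged from 9.06e-39 to 0.886 over the alternatives, and the number of sites past the threshold was 70 with Fisher's exact test, 27 with edgeR, 21 with the replicate block, 3 with 1 overdispersion for all sites and 0 with limma (27 higher in each cell type at an unadjusted p under 0.05). None passed without HSC S-ADAR replicate 1 or without any 1 of the MPP S-ADAR libraries, and 1 passed without HSC S-ADAR replicate 3. The 6 libraries have only 10 splits, too few for a share under 0.05: the real split gave 2 sites, the highest of the others 0, so that 1 of 10 reached the real value.

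Called sites beyond the significant sites of Supplementary Data 9 numbered 644 in HSCs and 424 in MPPs, all with more editing in S-ADAR than in EV cells. Their median difference was 0.180 in HSCs and 0.186 in MPPs. In 506 and 338 of them every S-ADAR library lay above every EV library. Of these sites, 494 and 360 had a library with fewer than 10 reads, and 392 HSC and 286 MPP target genes were not in the list.

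For the calls between S-ADAR and EV libraries, the 6 libraries of a cell type also have only 10 splits, too few for a share under 0.05. The real split gave 1827 sites in 1184 genes in HSCs and 1229 sites in 874 genes in MPPs, and the highest of the other splits gave 0 each time, so that 1 of 10 reached the real value. For the shared target genes 100 splits of both cell types could be formed. Of these 1, the real one with 711 genes, reached its value, and the highest other gave 0. The other splits of each cell type called no gene, so any overlap with them was 0 in advance. This count therefore cannot exclude chance for the overlap itself.

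More sites were called in HSCs than in MPPs, 1.49 times as many over the whole tables and 1.21 times at the 2353 sites tabulated in both. At the 2353 shared sites, read depth as the whole cause is argued against. With reads thinned there to the lower cell type at each site and replicate number, the ratio was 1.22 in the median of 10 thinnings (1.18 to 1.25). The ratio of 1.49 also counts sites tabulated in a single cell type, and for these depth was not tested. Site-specific differences between the cell types beyond an overall shift stay open: limma on centred logit frequencies gave 0 percent of the 1334 sites at an adjusted p under 0.05, but it also found 0 of 100 simulated differences of 0.2, a check run after the result was seen, so the bound written for it beforehand excludes nothing. A higher level of the fusion in HSCs stays open and cannot be told apart from a biological difference between the cell types: the Syncrip FPKM of S-ADAR minus EV was 1.28 times as large in HSCs as in MPPs (35.4 and 27.2 FPKM in HSCs, 31.1 and 24.7 in MPPs), a gain with 1 value per group. At 857 sites called in both, mean editing was 23.3 ± 0.718% in HSCs and 20.1 ± 0.294% in MPPs (n = 3, two-sided exact permutation p = 0.1, the smallest possible).

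UAGG was more frequent within 250 nt of called 3'-UTR sites than near random adenosines of the same 3'-UTRs. A base preference of the ADAR domain at the edited A could account for this, since without occurrences over the edited base the ratio was 1.00 in HSCs and 1.01 in MPPs. The sequence around any tabulated site, called or not, could account for it as well, with ratios of called to uncalled sites of 1.01 and 1.02. Uncalled sites were no unedited control, however. In the beta-binomial test 3040 HSC and 2026 MPP sites were higher with S-ADAR at an adjusted p under 0.05, and 1827 and 1229 were called. A ratio near 1 therefore cannot tell this explanation from a preference of SYNCRIP. Within 50 nt the MPP ratio of called to uncalled sites was 1.20 (permutation p = 0.00495), and 1.13 without occurrences over the edited base (permutation p = 0.0836). In HSCs the 50 nt ratios were 1.08 (permutation p = 0.164) and 1.01 (permutation p = 0.927). A preference of SYNCRIP for UAGG, the biological explanation, was not tested apart from these and stays open, since a SYNCRIP site need not lie within this distance of the edited base.

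The largest differential frequency of a gene fell with its expression level. Read depth at the sites could account for this, because few reads give wide scatter and so a larger maximum: with at least 20 reads in every library the correlation was 0.00712 in HSCs and -0.0263 in MPPs. A lower preference of SYNCRIP for abundant transcripts stays open as a biological explanation, since it was not tested apart from depth.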

How the results depend on the processing

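The minimum of 10 reads in every library, the count of motifs without occurrences over the edited base and the background of measured proteins were chosen after results had been seen; the other settings were fixed before the data were examined.

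Editing was higher in S-ADAR than in EV cells under every alternative run: the HSC mean editing frequency, S-ADAR minus EV, ranged from 9.46 to 13.2 points and the MPP mean editing frequency, S-ADAR minus EV, from 9.46 to 13.1, the HSC share of called sites in 3'-UTR from 89.3% to 92.2% and the MPP share of called sites in 3'-UTR from 89.9% to 94.0%. Of 609 comparisons over 54 group results, 508 kept their direction and side of the threshold, or their count within 1.5 times; 16 lost the threshold, 8 passed it newly, 40 moved and 37 reversed. Of 2281 comparisons over 128 named sites, 2202 kept their side, 65 lost it, 14 gained it and none reversed. Named sites no longer called numbered 6 with Fisher's exact test, 7 with edgeR and 1 to 7 with 1 library left out. For the changes below, the cause was not tested, except that stricter limits leave fewer sites.

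With at least 20 reads in every library, HSCs had 872 called sites in 599 genes and 90.8% of targets with 1 or 2 sites, MPPs 592 in 446 and 93.0%, and 366 genes were shared; the correlation of editing with level was 0.00712 in HSCs and -0.0263 in MPPs. With a difference of at least 0.05, HSCs had 2990 sites (81.9% of targets with 1 or 2) and MPPs 1991 (85.2%), 118 shared targets were lower in protein, and the MPP odds ratios were 1.44 for translation factors and 2.15 for markers of other cell types. With at least 0.2, HSCs had 612 sites in 482 genes (95.0%) and MPPs 402 in 346 (96.5%), with 254 shared; 54, 2 and 25 shared targets were lower in mRNA, higher in mRNA and lower in protein. The odds ratios were then 0.756 for actin genes, 0.793 for Ras, Rab, Rap, Arf and Ran genes, 1.56 for RNA-binding proteins, 0.475 for translation factors and 0.122 for ribosomal proteins in HSCs, and in MPPs 0.640 for Rho genes, 0.602 for actin genes, 0.855 for Ras, Rab, Rap, Arf and Ran genes, 0.80 for ubiquitin enzymes, 0.164 for ribosomal proteins, 2.58 for HSC-associated genes and 1.71 for markers of other cell types.

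The correlation of site number with expression change in HSC-only targets was 0.000947 with a pseudocount of 0.1, 0.00318 with 5 and 0.0583 with FPKM above 5 in both groups. With a pseudocount of 5, 109 HSC targets and 1 MPP target changed 2-fold. The correlation of site number with level was -0.0537 in HSCs and -0.103 in MPPs with FPKM above 5 in both groups, and 0.0612 and 0.0549 among target genes only. The odds ratio of RNA-binding proteins in HSCs and MPPs was 1.97 and 1.82 with FPKM above 5 in both groups, 1.36 and 1.12 with the background of genes with at least 20 reads, and 1.85 and 1.75 in logistic regression, where translation factors had 1.15 in MPPs; that of HSC-associated genes was 0.723 and 1.30 with FPKM above 5, and 0.510 and 1.16 with the 20-read background. With HSC targets in place of shared ones, 9 were higher in mRNA and 109 lower in protein.

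UAGG over random adenosines was 1.00 in HSCs and 1.01 in MPPs without occurrences over the edited base, 1.02 and 1.03 against uncalled sites, and 0.944 and 0.957 against adenosines in UAG. ACUUAG was 1.17 in HSCs in a window of 50 nt, 0.939 in MPPs against uncalled sites, and 0.872 and 0.961 against adenosines in UAG. All controls in UAG can hold these motifs over their own base but only some called sites can, which lowers these ratios by construction; without such occurrences they were 1.02 and 1.03 for UAGG and 0.966 and 1.08 for ACUUAG.

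The sites that differed between HSC and MPP S-ADAR libraries numbered 70 with Fisher's exact test on pooled reads, 27 with edgeR, 0 with limma (27 higher in each cell type at an unadjusted p under 0.05) and 21 with the replicate block. The replicate numbers are not stated to pair the samples, and correlations of library deviations showed no pairing. Between S-ADAR and EV the correlations ranged from -0.0498 to 0.0513 for equal and unequal numbers. Median editing was 0 in every EV library, so a pairing could hardly have shown there. A check between HSC and MPP S-ADAR libraries was added after results had been seen. Its correlations ranged from -0.108 to 0.0375 for equal and from -0.125 to 0.0953 for unequal numbers. With the replicate block, 1971 HSC and 1386 MPP sites were called and 765 genes shared.

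Without 1 library, the lowest and highest values were 0 to 3 for sites differing between HSCs and MPPs (0 without HSC S-ADAR replicate 1 or any MPP S-ADAR replicate); -0.0365 to 0.0261 for site number against expression change in HSCs (positive without S-ADAR replicate 3); 0.0326 to 0.118 for site number against level in HSCs, past the threshold without each HSC library except S-ADAR replicate 3, and 0.00135 to 0.0844 in MPPs, positive without each. The HSC odds ratio of RNA-binding proteins was 1.87 to 2.22, with the call lost without EV replicate 3. In MPPs the odds ratios were 0.991 to 1.60 for actin genes (lowest without S-ADAR replicate 3), 0.502 to 1.71 for HSC-associated genes (above 1 without S-ADAR replicate 2 or 3) and 0.0562 to 0.125 for ribosomal proteins (call lost without EV replicate 1), and 1 to 2 MPP targets changed 2-fold (2 without S-ADAR replicate 2).

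Logistic regression gave no value for ribosomal proteins and markers of other cell types in MPPs, where no member was a target. Every other alternative was run. With the reads observed at each site, a change of 0.1 was called at 20% of simulated HSC sites and 22% of simulated MPP sites, and 26% and 32% had an adjusted p under 0.05, so part of the loss came from the required difference of 0.1.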

Differences from the paper's values

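The minimum of 10 reads in every library and the count per group mean were chosen after the values were seen; the other alternatives were set before the data were examined.

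Below, a value was within the limits when it lay within 1.5 times the paper's value in either direction. Such a value can still differ from the paper's, so being within the limits does not resolve a difference. In HSCs 1827 edit events were called, and the paper gives 1196. The difference stays within the limits used here with Fisher's exact test on pooled reads (1677), edgeR (1624), at least 20 reads in every library (872), FPKM above 5 in both groups (1379) or in at least 1 (1593), sites with an EV frequency above 0.01 left out (1750), and without HSC S-ADAR replicate 1 (1759) or 2 (1748) or EV replicate 1 (1562), 2 (1617) or 3 (1547). It remains with 1 overdispersion for all sites (1921), the authors' adjusted p (1825), a difference of at least 0.05 (2990) or 0.2 (612), frequencies of pooled reads (1843), the replicate block (1971) and without HSC S-ADAR replicate 3 (1917). With at least 10 reads in every library, a setting chosen after seeing the values that drops 0 of the paper's called sites that the tables hold, the count was 1341. The limits of adjusted p and difference were those in the text of the paper. The description of Supplementary Data 9 also gives an FPKM above 5, without naming the group, which the main counts here leave out; 53 of its HSC and 36 of its MPP sites are under 5 FPKM in both groups.

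Targets of HSCs only numbered 473, also without the FPKM limit of Supplementary Data 9, and the paper gives 262. The values lie within the limits with at least 20 reads in every library (233), a difference of at least 0.2 (228), FPKM above 5 in both groups (309) and without HSC EV replicate 1 (369), 2 (386) or 3 (364), and with at least 10 reads in every library (348), chosen after seeing the values, and outside them with the other alternatives, from 404 to 588. Targets of MPPs only numbered 163, and the paper gives 71. The values lie within the limits with at least 20 reads (80), a difference of at least 0.2 (92) and without MPP EV replicate 2 (102), and outside them with the others, from 111 to 207, including at least 10 reads (113).

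Sites edited above 0.1 per library numbered 2847 in S-ADAR HSCs, where the paper has about 1600 in Fig. S5B, read by eye; 728 in EV HSCs, the paper about 350 in Fig. S5B; 2070 in S-ADAR MPPs, the paper about 1200 in Fig. S5B; and 569 in EV MPPs, the paper about 250 in Fig. S5B. For the S-ADAR groups the difference is within the limits with at least 20 reads in every library (1188 and 832) and without sites edited in EV above 0.01 (1948 and 1378); for the EV groups it remains under both (228 and 166, and 0 by construction). Sites with any edited read numbered 1110 in EV MPPs, where the paper has about 1700 in Fig. S5B, read by eye, and the difference remains with at least 20 reads (528) and without sites edited in EV above 0.01 (199). Counted by group mean, a way chosen after seeing the values, 1721 sites were edited in EV MPPs and 2373 in EV HSCs; it drops 0 of the paper's called sites, since all tabulated sites were counted. MPP targets at least 2-fold lower in FPKM with S-ADAR numbered 2, Il1a and Mmp12, and the paper has about 0 in its figure, read by eye; the difference remains with a pseudocount of 0.1 (2) or 5 (1) and with folds divided by the median fold (2).

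The paper lists 1201 significant HSC and 836 MPP sites in Supplementary Data 9. Of these, 1187 and 810 are in the deposited tables, 14 and 26 are not, and 1183 and 805 were called here; at 10 reads in every library, chosen after seeing the values, all 1187 and 810 were called.

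The paper states that the number of edit sites did not correlate with expression change; in MPPs the Spearman correlation was 0.117 (permutation p = 0.00044), while in HSCs it was -0.0249 and past no threshold. The paper states that targets and transcripts changed in Syncrip deficient HSCs overlap little; 110 of 711 shared targets, 15.5%, were in the paper's list of lower transcripts, against 7.10% of other tabulated genes, while 4 were in the list of higher ones. The paper states that targets are associated with small GTPases and the cytoskeleton, from Enrichr libraries and its own shared targets. Here none of these lists passed the adjusted test against other tabulated genes, with HSC odds ratios of 2.33 for Rho genes and 1.42 for actin genes. The lists and the background were unlike those of the paper, and the question was narrower, so this result cannot contradict the paper's association. Cdc42, Rhoa and Ran were called in both cell types as the paper states.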

Other observations

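The comparison of FPKM between all 4 groups, the sites lower in S-ADAR cells and the 5'-UTR sites were looked at only after results had been seen, and the genes named with them were chosen after their values were seen; the gene lists were fixed before the data were examined.

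Genes that rose with S-ADAR in HSCs were mostly genes with a low level in EV HSCs. Hnrnpu, an RNA-binding protein of the nuclear scaffold, was at 102 FPKM in S-ADAR HSCs and 15.7 in EV HSCs, and at 61.3 and 51.9 in MPPs. Akirin1, a nuclear cofactor of transcription, was at 25.7 and 3.02 in HSCs and at 15.3 and 12.6 in MPPs, and Ero1l, an oxidase of the ER, at 31.2 and 4.18 and at 25.6 and 37.2. Of genes tabulated in both cell types, 209 were at least 2-fold higher in S-ADAR than in EV HSCs. Their median FPKM was 18.8 in S-ADAR HSCs, 5.71 in EV HSCs, 12.3 in S-ADAR MPPs and 13.6 in EV MPPs. The 1391 genes that changed less than 2-fold had medians of 16.3, 17.1, 16.2 and 15.6. Of the 209 genes, 207 were higher in EV MPPs than in EV HSCs, 122 of them at least 2-fold, so the same EV HSC value enters both comparisons. HSC targets made up 72.2% of the 209 and 59.0% of the others. There is 1 FPKM value per group, so these values have no replicate error, and no explanation was tested.

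Some sites were edited more in EV than in S-ADAR cells. In HSCs 32 sites in 29 genes, with a median frequency of 21.9% in EV and 1.80% in S-ADAR cells, passed the beta-binomial test with a difference of at least 0.1 in this direction: 18 in 3'-UTRs, 8 in the CDS and 6 in 5'-UTRs. Lrrc58, a protein with leucine-rich repeats, had 2 of them. In MPPs there were 16 in 15 genes, with medians of 17.9% and 0, of which 10 were in 3'-UTRs and Ankrd28, a subunit of protein phosphatase 6, had 2. In 5'-UTRs, 365 HSC and 363 MPP sites were tabulated, and their median frequency was 10.6% in EV and 10.2% in S-ADAR HSCs and 10.4% and 12.3% in MPPs.

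In the gene lists, 15 of 26 tabulated chaperones were HSC targets (odds ratio 1.58, adjusted p = 0.508, Fisher's exact test adjusted over the lists) and 11 of 24 MPP targets (adjusted p = 1). HSC-associated genes had 8 of 12 (adjusted p = 0.471) and 3 of 9 (1), myeloid and progenitor genes 9 of 16 (0.554) and 7 of 12 (0.550), and markers of other cell types 1 of 5 (Ms4a2, 0.524) and 0 of 1 (1). Adjusted over the list alone, HSC and MPP targets were 15 and 13 chaperones, 8 and 3 HSC-associated genes, 10 and 7 myeloid and progenitor genes, and 1 and 0 markers of other cell types.

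Ccl9 carried 8 called sites in HSCs and 1 in MPPs. Beyond its site and that of Fcgr3, the next lowest adjusted p between HSC and MPP S-ADAR libraries in the beta-binomial test was that of Srgn, a proteoglycan of granules (0.0627), higher in HSCs. At 984 of the 1334 compared sites, 73.8%, the HSC mean was higher; the sites had been called in at least 1 cell type, more often in HSCs.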
